# Heat stress response and transposon control in plant shoot stem cells

**DOI:** 10.1093/plphys/kiaf110

**Published:** 2025-03-28

**Authors:** Vu Hoang Nguyen, Ortrun Mittelsten Scheid, Ruben Gutzat

## Abstract

Plants have an impressive repertoire to react to stress conditions that limit regular growth. Elevated temperatures beyond the optimal range cause rapid and specific transcriptional responses, resulting in developmental alterations and plasticity. Heat stress also causes chromatin decondensation and activation of some transposable elements (TEs), endangering genomic integrity. This is especially risky for stem cells in the shoot apical meristem (SAM) that potentially contribute to the next generation. We examined how the heat stress response in SAM stem cells of Arabidopsis (*Arabidopsis thaliana*) is different from that in other tissues and whether the elements of epigenetic TE control active in the meristem are involved in specific heat protection of stem cells. Using fluorescence-activated nuclear sorting to isolate and characterize SAM stem cells after exposure to conditions that activate a heat-responsive TE, we found that SAM stem cells maintain their developmental program and suppress the heat-response pathways dominating in surrounding somatic cells. Furthermore, mutants defective in DNA methylation recovered less efficiently from heat stress and persistently activated heat response factors and heat-responsive TEs. Heat stress also induced epimutations at the level of DNA methylation, especially in the CHG sequence context. Regions with modified DNA methylation patterns remained altered for at least 3 wk beyond the stress. These findings urge for disentangling cell type-specific responses under different stress types, especially for stem cells as bridges to the next generation.

## Introduction

While plants can compensate for low temperatures to some degree by arresting growth and development, too high temperatures can cause irreversible damage to proteins, membranes, cells, and tissues. Numerous studies have described sophisticated pathways of heat signaling and transcriptional responses that help plants limit the damage and allow recovery once the heat stress has passed (for review, e.g. Zhao et al. 2020; Zhou et al. 2022; Kan et al. 2023). At the same time, heat stress can weaken epigenetic regulation by modifying DNA methylation, histone modifications, or large-scale chromatin organization (e.g. Pecinka et al. 2010; Liu et al. 2022; Perrella et al. 2022; Kappel et al. 2023; Torres et al. 2023). This opens a window of opportunity for activation of otherwise epigenetically controlled transposable elements (TEs). One example is the retrotransposon *ONSEN* of Arabidopsis (*Arabidopsis thaliana*) which becomes transcribed at high temperatures (Tittel-Elmer et al. 2010). *ONSEN* has copied heat-responsive elements from plant genes into its regulatory regions and forms extrachromosomal DNA upon heat stress (Cavrak et al. 2014). In mutants lacking components of epigenetic control mechanisms, these extra copies can integrate into new genomic positions in the progeny of heat-stressed parents (Ito et al. 2011; Pietzenuk et al. 2016; Hayashi et al. 2020; Niu et al. 2022; Nozawa et al. 2022). Studies with somatic tissues (Sun et al. 2020; Guo et al. 2021) and gametophytes (Slotkin et al. 2009; Olmedo-Monfil et al. 2010) showed that transposon control can differ between somatic and germline cells. The patterns of new *ONSEN* insertions differed between seeds obtained from individual flowers but were similar within the progeny from the same flower (Ito et al. 2011), indicating that transposition happened in somatic tissue before gamete specification. When and where remains unknown and is difficult to analyze, as the lineage from parental plant cells to progeny gametes is unclear and debated (Lanfear 2018). However, this lineage must include stem cells in the shoot apical meristem (SAM) that develop inflorescence meristems and finally form gametes. There is evidence that plants have evolved factors that protect stem cells in meristems against heat stress (Olas et al. 2021). We have previously shown that SAM stem cells resemble germline cells in some respect and are hubs for TE activity (Nguyen and Gutzat 2022; Bradamante et al. 2024). We have now isolated the nuclei of SAM stem cells from plants grown under regular or elevated temperatures and performed transcriptome and methylome analyses in comparison with somatic cells, after heat stress, and after a recovery period. Using *ONSEN* as an indicator for heat stress-induced transposon activation, we asked for specific changes in gene expression, transposon transcripts across all annotated TE element families, and changes in DNA methylation at genes and transposons. To consider the role of 2 main pathways contributing to the epigenetic control of TEs, we included 2 corresponding mutants. (i) *poliv*, lacking the plant-specific RNA polymerase POLIV that produces short transcripts from methylated regions (Zhai et al. 2015). These transcripts are processed by RNA-dependent RNA polymerase 2 (RDR2) and DICER 3 (DCL3) into 24 nt-long siRNAs that are loaded onto nuclear ARGONAUTE (AGO) proteins. Together with the AGOs, the siRNAs guide the RNA-induced silencing complex (RISC), which includes methyltransferases DOMAIN REARRANGED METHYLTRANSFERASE 1/2 (DRM1/2), to complementary transcripts of another plant-specific RNA polymerase, POLV. DRM1/2 methylates DNA at CHH sites (H = A,C,T), mainly at shorter TEs located on chromosome arms (Wendte and Pikaard 2017). (ii) *ddm1* lacks the chromatin remodeler DECREASE IN METHYLATION 1 (DDM1) and has reduced DNA methylation at cytosines in all sequence contexts (Zemach et al. 2013), likely by the failure to install the heterochromatin-associated histone variant H2A.W (Osakabe et al. 2021) or by reducing chromatin access to DNA methyltransferases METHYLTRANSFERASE 1 (MET1) and CHROMOMETHYLASE 2/3 (CMT2/3). Different transposons were shown to be transcribed and reinserted in *ddm1* mutants (Vongs et al. 1993; Hirochika et al. 2000; Kato et al. 2004; Higo et al. 2012). DDM1 has a more prominent role in DNA methylation on long pericentromeric TEs (Zemach et al. 2013).

Our results uncover tissue- and genotype-specific heat stress responses. We find that stem cells are exempted from transcriptional changes that prevail in whole seedlings. Furthermore, we show that both mutants affected in TE silencing are hypersensitive to heat treatment. This suggests that POLIV and DDM1 are critical in suppressing the heat stress response, including heat response factors and heat-induced transposons during recovery. We also detect heat-induced DNA methylation changes in stem cells, especially at CHG sites, in accordance with their dynamic methylation pattern in these cells during development (Gutzat et al. 2020). The changes can persist for weeks after the end of the heat stress, providing a window of opportunity for lasting modifications of epigenetic patterns.

## Results

### Choice of heat stress conditions that activate *ONSEN* and affect methylation mutants

First, we established sublethal heat stress conditions that induce maximal TE activation. As an indicator of response, we measured the degree of *ONSEN* transcriptional activation across different temperature regimes and culture conditions. Heat-activated *ONSEN* forms extrachromosomal DNA from retrotranscribed RNA, which can be quantified by Southern blot analysis (Ito et al. 2011; Cavrak et al. 2014). Plants were cultured on soil or in vitro and exposed to varying temperature regimes (Fig. 1, A and B, Supplementary Figs. S1 and S2). In vitro grown plants contained much more *ONSEN* extrachromosomal DNA than soil-grown plants (Fig. 1B). This discrepancy could be attributed to increased humidity and reduced transpiration cooling within the culture vessels of in vitro grown plants. We also tested a preceding cold treatment, according to previous studies (Ito et al. 2011). However, under our growth conditions, cold treatment (4 °C) neither induced extrachromosomal *ONSEN* on its own nor enhanced *ONSEN* response to subsequent heat treatment (Fig. 1B). The maximum *ONSEN* abundance was observed after heat stress at 37 °C for 2 d (Fig. 1B). We then compared the survival rate as an indicator for the degree of recovery from the preceding heat stress. The stem cell reporter *pCLV3::H2BmCherry* is necessary for the FANS procedure (Gutzat et al. 2020) and was also introgressed into the silencing mutants. All plant material used subsequently is therefore transgenic for the reporter. To increase the readability of text and figures, we refer to the reporter in the Col-0 background as wt. As expected, the nontransgenic Col-0, as well as this line (wt), survived the harsh treatment well (Fig. 1C). Unexpectedly, however, 2 d at 37 °C was lethal for seedlings of the DNA methylation mutants *poliv* and *ddm1* (Fig. 1, C and D). Both mutants showed bleached cotyledons and necrotic spots on leaves and cotyledons after 1 d at 37 °C but survived the recovery period (Fig. 1D). To allow the inclusion of the mutants in the experiments, we chose in vitro growth of the plants and exposure for 1 d at 37 °C, providing strong *ONSEN* induction and survival of all genotypes.

**Figure 1.**
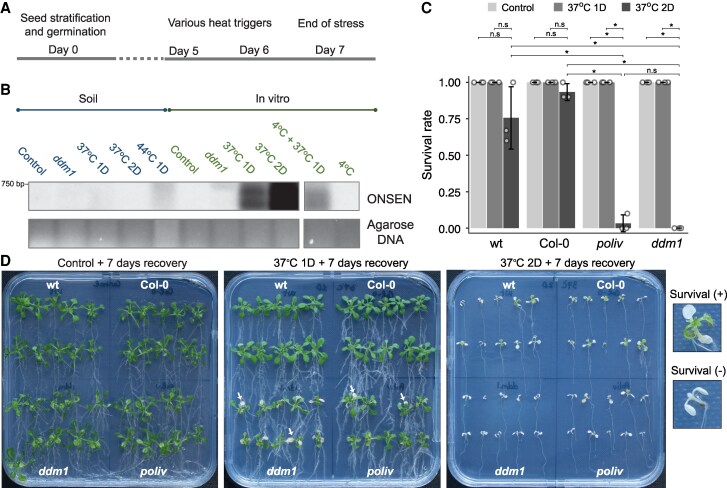
Applied heat stress conditions activate *ONSEN* and affect methylation mutants. **A)** Experimental scheme for testing different heat stress conditions. **B)** Quantification of *ONSEN* extrachromosomal DNA by Southern blot hybridization. Culture medium, temperature, and duration of heat stress are indicated per lane. All samples are from wt (wild-type = Col-0 with stem cell reporter *pCLV3::H2BmCherry*) plants except *ddm1*. Blot and gel section is shown in Supplementary Fig. S2. **C)** Survival rates of Col-0, wt, *poliv*, and *ddm1* plants after 7 d of recovery at 21 °C, with 30 plants each per genotype and 3 biological replicates. Statistical analysis was performed using a two-sided *t*-test. Bars represent standard deviation, n.s indicates *P* > 0.05, * indicates *P* < 0.05. **D)** Images of plants 7 d after heat exposure; right: scoring criteria.

### Gene expression analysis documents transcriptome changes induced by heat stress

We aimed to understand (i) whether gene expression under heat stress differs between stem cells and somatic tissue; (ii) if and how these changes are influenced by DNA methylation; and (iii) whether changes in gene expression or DNA methylation induced by heat stress persist in stem cells, with the potential to become heritable.

To address these questions, we performed mock treatments (C for “Control”) and transiently elevated temperature (H for “Heat”) treatment in wt, *poliv*, and *ddm1* plants, all containing the reporter labeling the nuclei of SAM stem cells. We collected above-ground seedling material (T for “Tissue”) and stem cell nuclei (S for “Stem cells”) using FANS right after the 1-d-long heat stress applied 7 d after germination (“7”) (Supplementary Fig. S1). 

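The transcriptome at 7 d was read from 83 mRNA libraries. Seedling tissue (T7) gave 4 control (CT7) and 4 heat-stressed (HT7) libraries per genotype, except for the 3 CT7 libraries of *poliv*. Sorted stem cell nuclei (S7) gave 8 control (CS7) and 8 heat-stressed (HS7) libraries per genotype. Sorted nonstem cell nuclei (N7), from wt alone, gave 6 control (CN7) and 6 heat-stressed (HN7) libraries. Heat was 37 °C for 24 h against 21 °C in the controls, and each library of nuclei held 100 nuclei. The sum of reads over all features ranged from 8614232 to 17611137 per T7 library (median 14946648). For S7 libraries it ranged from 1853992 to 5813317 (median 3882074), and for N7 libraries from 3401349 to 5253212 (median 4444624). At these depths a median of 19088 genes had at least 1 read in T7, 19407 in S7 and 20322 in N7. 18S rRNA took 14.1 ± 3.58% (SD, n = 8) of all normalized counts in wt CS7 and 0.0872 ± 0.0655% (SD, n = 4) in wt CT7. Libraries of whole tissue hold cytoplasmic and nuclear RNA, and sorted nuclei were used to read nuclear RNA. Organelle-encoded genes took 29.6 ± 3.28% (SD, n = 8) of the counts in wt CS7 and 6.45 ± 2.17% (SD, n = 4) in wt CT7. Libraries of nuclei thus did not hold nuclear transcripts alone. Values of T7 and S7 were compared through their heat responses rather than directly.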

For wt, we also collected nonstem cell nuclei (N for “Non stem”), representing nuclei of all cells from above-ground tissue. Remaining, nonprocessed seedlings were transferred to soil and grown for an additional 21 d when they started to flower (“28”, 28 d after germination). At this time point, we collected hand-dissected apices with inflorescence meristems (I for “Inflorescence”) and again isolated stem cell nuclei by FANS.

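The 28-d part holds 45 mRNA libraries. Inflorescence meristem tissue (I28) gave 4 control (CI28) and 4 heat-treated (HI28) libraries per genotype, except for the 3 CI28 libraries of wt and the 3 HI28 libraries of *ddm1*. Stem cell nuclei (S28) gave 4 control (CS28) and 4 heat-treated (HS28) libraries per genotype, except for the 3 HS28 libraries of *ddm1*. All heat-treated plants had been stressed at day 7 and had then grown with the controls. The sum of reads over all features ranged from 7456669 to 15016702 per I28 library (median 12519140) and from 2615204 to 6999950 per S28 library (median 4668669). A median of 24512 genes and 9679 TEs had at least 1 read in S28, against 21019.5 genes and 2414 TEs in I28. The methods of the paper give Smart-seq v3 for the S7 libraries and v2 for the T7, I28 and S28 libraries and name no version for the N7 libraries. Its results name Smart-seq3 for the mRNA libraries, and the sample labels give v2 throughout. With 3 or 4 libraries per group, the smallest p of an exact permutation test between a control and a heat-treated group is 0.0286.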

Collecting stem cell nuclei after heat stress was challenging, as they were more sensitive to the extraction procedure than control samples, and heat-stressed tissues displayed more autofluorescence. This resulted in a low yield of intact nuclei in general, including stem cell nuclei. However, we could obtain genome-wide representative transcripts from only 50 nuclei in combination with smart-seq3 single-cell sequencing (Bradamante et al. 2024); therefore, we used bulks of 100 nuclei as samples for FANS-ed material with this approach for all mRNA-seq samples (Supplementary Fig. S3).

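The authors' deposited table gives normalized counts for 29417 nuclear genes, 31189 TEs, 279 organelle-encoded genes and the reporter in all 128 libraries. The authors had run the nextflow rnaseq pipeline with clipping of the reads, counted them over the TAIR10 genes and TEs without TE genes, and divided the counts of each library by a size factor from DESeq2. The aligner, counting tool and strand setting used within the pipeline are not named in the sources used here. Whole read counts could be recovered from the values, and the recovered factors equal the median-of-ratios factors over all 128 libraries. From there, each comparison used limma on log2 of the normalized count plus 1, for features with a mean of at least 5 in the compared libraries. Genes and TEs were adjusted together, and a feature is named up or down at an adjusted p under 0.05 with an absolute log2 fold change over 1, the thresholds of the paper. These choices, the lists of genes and the alternatives were fixed before the data were examined, apart from tests and genes that are given as chosen later. The genotype labels were set against the transcripts of the mutated genes. In libraries labelled *ddm1*, *DDM1*, the chromatin remodeler lost in this mutant, was at 0.985 ± 0.66 (SD, n = 4) in CT7 against 26.51 ± 12.1 (SD, n = 4) in wt, at 11.2 ± 7.08 (SD, n = 4) in HT7 against 16.9 ± 7.13 (SD, n = 4), and at 5.09 ± 3.27 (SD, n = 4) in CI28 against 60.3 ± 22 (SD, n = 3) in wt. In stem cell nuclei labelled *ddm1* it was at 218 ± 90.09 (SD, n = 8) in CS7 against 82.8 ± 27.3 (SD, n = 8) in wt. In HS7 it was at 64 ± 55 (SD, n = 8) against 68.7 ± 29.8 (SD, n = 8), and at 67.7 ± 14.7 (SD, n = 4) in CS28 against 38.9 ± 10.3 (SD, n = 4). In HS28 it was at 136 ± 39.3 (SD, n = 3) against 25.5 ± 8.06 (SD, n = 4). *NRPD1*, encoding the largest subunit of PolIV, was in libraries labelled *poliv* at 139 ± 45 (SD, n = 8) in CS7 against 82.5 ± 30.0 (SD, n = 8) in wt. In HS7 it was at 61.6 ± 39.9 (SD, n = 8) against 116 ± 22.2 (SD, n = 8). It was at 12.2 ± 4.98 (SD, n = 3) in CT7 against 9.62 ± 4.83 (SD, n = 4), and at 24.1 ± 7.19 (SD, n = 4) in CI28 against 9.57 ± 2.45 (SD, n = 3). Both mutants carry insertions, and counts over a whole gene do not show where along the gene its reads lie. The share of TE reads followed the *ddm1* label in every sample type.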

Principal component analysis (PCA) of the mRNA data showed a clear grouping of the samples (Fig. 2, Supplementary Fig. S4). 

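The libraries of day 7 were spread by sample type, by genotype and by treatment along the first components, with *ddm1* apart from wt and *poliv*. The scores of wt and *poliv* overlapped, with means in CS7 of -77.3 ± 5.93 and -75.7 ± 3.48 (SD, n = 8 each) on PC1 and a PC2 mean of -94 ± 3.56 in CS7 of *poliv*. Within each treatment of wt, stem and nonstem cell nuclei stood apart on PC1. The means were -56.8 ± 2.29 in CN7 (SD, n = 6), and -46.1 ± 4.23 in HS7 (SD, n = 8) against -21 ± 2.67 in HN7 (SD, n = 6). Over all 83 libraries of day 7 and 20938 genes and TEs, PC1 carried 24.3%, PC2 19.8% and PC3 18.5% of the variance of log2 normalized counts. Of the variance along PC1, 94.3% lay between the sample types T7, S7 and N7. Along PC2, 95.1% lay between wt, *poliv* and *ddm1*, and along PC3, 98.9% lay between control and heat. For the 45 libraries of day 28, PC1 carried 46.3% of the variance, and 88.4% of it lay between inflorescence tissue and stem cell nuclei.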

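Unstressed stem cell nuclei labelled *ddm1* differed from wt in 915 higher and 943 lower genes and in 1844 higher and 71 lower TEs. *SDC*, an imprinted gene silenced by DNA methylation, had a log2 fold change of 6.22, and the TE *AT1TE44450* reached 78430.0 ± 7910.0 (SD, n = 8) against 0.596 ± 0.885 (SD, n = 8) in wt. *AGO5* (-4.20), *AGO9* (-3.55) and the boundary genes *CUC1* (-3.23) and *CUC2* (-4.37) were lower on the log2 scale, as was the DNA demethylase gene *ROS1* (-3.24). Of 24 tested shoot meristem and stem cell genes, 8 were lower and none higher (10 lower when adjusted over the list alone; limma's camera, adjusted p = 7.39e-05). Of 32 histone genes, 11 were lower and none higher (12 lower when adjusted over the list alone; adjusted p = 2.07e-07, adjusted p = 0.0573 with an estimated correlation). Nuclear photosynthesis genes were higher in 7 of 46, the same count when adjusted over the list alone (adjusted p = 1.73e-08, adjusted p = 0.185 with an estimated correlation), among them *LHCB1.4* at 9651 ± 715 (SD, n = 8) against 3174 ± 439 (SD, n = 8). The reporter in these nuclei was at 8.28 ± 7.77 (SD, n = 8), against 31.9 ± 29.7 (SD, n = 8) in wt. Seedlings labelled *ddm1* had 168 higher and 62 lower genes with 964 higher and 3 lower TEs. Stem cell nuclei labelled *poliv* had 62 higher and 48 lower genes, among them *ROS1* at -3.90, and 63 higher and 13 lower TEs. In *poliv* seedlings, 13 genes and 14 TEs differed from wt. Without *poliv* CT7 replicate 4 the genes were 6, without wt CT7 replicate 2 they were 8 and without wt CT7 replicate 3 they were 56, and without *poliv* CT7 replicate 1, 3 or 4 the TEs were 4, 6 or 4. In the principal components of day 7, the *ddm1* groups lay between 168 and 192 on PC2, and all wt and *poliv* groups between -97.6 and -14.4. With the 500 most variable features in place of all, PC1 carried 68.0% of the variance and 97.8% of it lay between genotypes.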

PC1 separated mostly *ddm1* from wt and *poliv* samples, demonstrating the general deregulation of gene expression in this mutant. wt and *poliv* samples always clustered together. PC2 primarily separated tissue types and stress conditions.

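In the components over all genes and TEs of day 7, the sample types took PC1 and the treatments PC3. The T7 groups had PC1 means between 157 (*ddm1* HT7) and 236 (wt CT7). Groups of sorted nuclei had PC1 means between -136 (*ddm1* CS7) and -21 (wt HN7). With the 500 most variable features, treatments took 97.7% of the variance along PC2, which carried 16.9%, and sample types 97.6% of that along PC3.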

**Figure 2.**
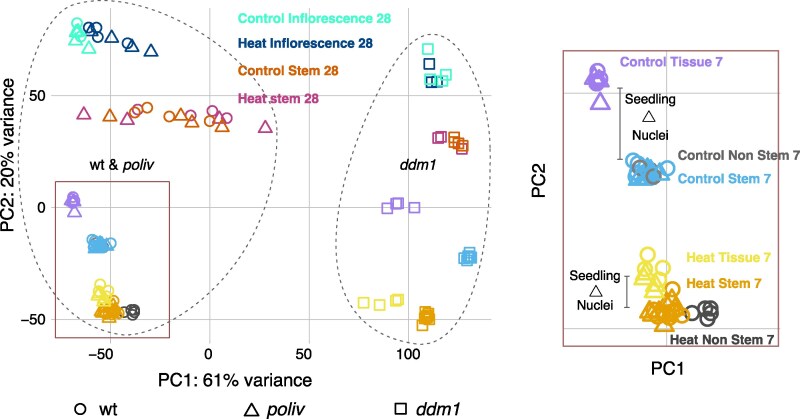
PCA of mRNA data documents gene expression changes induced by heat. wt (wild-type), *poliv*, *ddm1* depict genotypes; Control: grown at regular temperature; Heat: grown at elevated temperature; Inflorescence: whole tissue nuclei (mainly nonstem cells); Stem: sorted stem cell nuclei; Nonstem: sorted nuclei not expressing the stem cell marker; sampled after 7 or 28 d. A magnified view of the boxed area of the PCA plot is presented on the right.

Notably, at 7 d after germination, the control samples demonstrated a distinct separation between seedling tissue and nuclei (stem cell nuclei and nonstem cell nuclei), and stem cell nuclei clustered together with nonstem cell nuclei (Fig. 2, inset panel). 

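Among unstressed wt libraries of day 7, the seedling tissue stood far from both kinds of nuclei. CT7 had a PC1 mean of -177 ± 5.46 (SD, n = 4), against 122 ± 4.45 (SD, n = 8) for CS7 and 105 ± 1.58 (SD, n = 6) for CN7. On PC2 the means were -202 ± 13.8 for CT7, -66.5 ± 2.68 for CS7 and -88 ± 2.38 for CN7. These components cover 36 libraries of wt and 19251 genes and TEs, and PC1 carried 29.5% and PC2 26.9% of the variance. Scores on the components were not tested.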

Upon heat stress, the separation between seedling tissue and nuclei became less pronounced, but stem cell samples were now clearly separated from nonstem cell samples (Fig. 2). This suggests that the expression of a set of genes is altered by high temperature in all tissues, yet with specific differences evident in stem cells.

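After heat, all 3 kinds of wt sample moved up PC2, to 29.6 ± 10.5 (SD, n = 4) in HT7, 136 ± 7.48 (SD, n = 8) in HS7 and 109.7 ± 2.46 (SD, n = 6) in HN7. On PC1, HT7 lay at -226 ± 7.1, HS7 at 10.8 ± 5.23 and HN7 at -12.7 ± 2.68. HS7 and HN7 thus lay nearer to HT7 on PC1 than CS7 and CN7 did. With the 500 most variable features, PC1 carried 55.9% and 99.1% of it lay between control and heat, while PC2 carried 21.7% and 97.9% of it lay between sample types. The replicates of heat-stressed stem cell nuclei varied more than the others. Their median SD per gene on the log2 scale was 1.12 in HS7, against 0.676 in CS7, 0.720 in HN7 and 0.507 in CN7. From the grouping of the samples, the paper proposes that high temperature alters a set of genes in all tissues, with specific differences in stem cells.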

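Stem cell nuclei of day 28 had overlapping scores with and without the earlier heat. On PC1, wt CS28 lay at 109.9 ± 39.2 (SD, n = 4) and wt HS28 at 130.4 ± 38.7 (SD, n = 4). For *poliv* the values were 113 ± 55.1 in CS28 and 119 ± 81.9 in HS28, and for *ddm1* 171 ± 25.5 in CS28 and 188 ± 44.2 (SD, n = 3) in HS28. On PC2 the wt means were -105 and -86.6, and the *ddm1* means 123 and 110.3. The components cover genes and TEs of all 45 libraries of this time point.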

At the recovery stage, 21 d after heat treatment, heat-treated and control stem cell nuclei overlapped (Fig. 2), implying that most genes had reverted to similar expression states as before the stress.

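*CLV3*, the peptide signal of stem cells, was at 10.2 ± 6.29 (SD, n = 4) in stem cell nuclei of wt and at 0 in all 3 CI28 libraries of wt. It was at 11.9 ± 4.39 (SD, n = 4) in CS28 and 0.373 ± 0.746 (SD, n = 4) in CI28 of *poliv*, and at 10.8 ± 10.0 (SD, n = 4) and 0.529 ± 1.06 (SD, n = 4) in *ddm1*. The reporter transcript had the same order, with 24.5 ± 12.1 (SD, n = 4) in *ddm1* CS28 and 1.06 ± 1.5 (SD, n = 4) in *ddm1* CI28. *AGO9* differed less between the sample types, at 583 ± 45.1 (SD, n = 4) in CS28 and 354 ± 50.2 (SD, n = 3) in CI28 of wt. On PC1, the control tissue lay at -189 ± 13.6 in wt, -184 ± 10.5 in *poliv* and -83.5 ± 16.7 in *ddm1*, below every group of stem cell nuclei. PC2 carried 25.3% of the variance and 89.8% of it lay between genotypes. Differences between tissue and nuclei hold the type of RNA as well as the cells, and were not tested gene by gene.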

For all genotypes, there was a prominent difference in gene expression between stem cell nuclei and the surrounding tissue (Fig. 2, “Inflorescence”). 

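In inflorescence tissue of wt, the mean on PC2 was -51.9 ± 4.76 (SD, n = 3) in CI28 and -42.7 ± 5.79 (SD, n = 4) in HI28. In *poliv* it was -51.9 ± 4.72 (SD, n = 4) in CI28 and -33 ± 9.13 (SD, n = 4) in HI28. On PC1, HI28 lay at -168 ± 27.1 in wt and at -148 ± 38.6 in *poliv*.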

Interestingly, a slight separation persisted 21 d after heat treatment for the inflorescence meristems of wt and *poliv* (Fig. 2), which could indicate some long-lasting transcriptome changes. However, we could not observe this in the *ddm1* samples.

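For *ddm1* tissue, HI28 lay at -78.9 ± 15.8 (SD, n = 3) on PC1, within the spread of the controls. The PC2 means were 193 ± 3.44 (SD, n = 4) in CI28 and 189.7 ± 3.78 in HI28. Gene by gene, the heat effect in the tissue of *ddm1* did not differ from that of wt for any gene or TE with limma (777 genes and 129 TEs at an unadjusted p under 0.05) or with edgeR, whereas 1 gene differed for *poliv*, *AT3G10930*, with a difference in log2 fold change of 4.59 (adjusted p = 0.0175). That call was lost with a pseudocount of 5 and without *poliv* HI28 replicate 1, 2 or 3, any CI28 replicate of *poliv*, wt HI28 replicate 1 or 3 or wt CI28 replicate 2, where another gene, *AT5G64552*, was called. In limma 35 genes were called without wt CI28 replicate 4. With the replicate number of the wt libraries, which pair in I28, as a block, a fit chosen after the results were seen, 1 gene was called for *poliv*, and no gene and 3 TEs for *ddm1*. For *ddm1*, 6 genes were called without wt CI28 replicate 4 and 1 without wt CI28 replicate 2 or wt HI28 replicate 2, with 8 TEs without wt HI28 replicate 1, 3 without wt HI28 replicate 2 and 1 without *ddm1* CI28 replicate 2, wt HI28 replicate 3 or wt CI28 replicate 2.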

Taken together, the results show that the impact of severe heat stress on gene expression can reduce tissue-specific differences but cannot override the substantial *ddm1*-specific differences, connected with reduced DNA methylation in all sequence contexts and severe chromatin decompaction already before heat stress (Probst et al. 2003). Furthermore, the lack of asymmetric DNA methylation in heterochromatin, characteristic of *poliv*, does not substantially influence the global transcriptional heat response. 

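Few genes passed limma's test of a difference between *poliv* and wt in the heat response. At an unadjusted p under 0.05 were 1708 of 16945 genes tested in seedlings and 1578 of 18327 in stem cell nuclei. Further differences that did not pass are thus not excluded. In seedlings, the log2 fold change upon heat was more positive in *poliv* for 2 genes and 1 TE and more negative for 4 genes and 2 TEs. The former TE was the *ONSEN* copy *AT1TE71045*, with a difference in log2 fold change of 3.43 (adjusted p = 2.11e-05 from limma), and the genes included the calmodulin gene *CAM9* (2.18) and the transcriptional coactivator gene *KELP* (-1.86). In stem cell nuclei, the log2 fold change was more positive in *poliv* for 5 genes and 4 TEs and more negative for 20 genes and 16 TEs. *AT1TE71045* was again among the former (3.65), with the *ONSEN* copy *AT1TE24850* (2.26), and *AT3G29639* was more negative in both stem cell nuclei (-6.30) and seedlings (-8.01). For *ddm1*, it was more positive for 464 genes and 185 TEs and more negative for 498 genes and 342 TEs in stem cell nuclei. With edgeR these were 395 genes and 234 TEs, and 341 genes and 128 TEs. In *ddm1* seedlings it was more positive for 54 genes and 207 TEs and more negative for 45 genes and 189 TEs, with *SDC* at -5.11 (adjusted p = 1.1e-05). For *ddm1*, 1476 TEs were tested in seedlings and 2495 in stem cell nuclei, while in wt by itself 303 and 710 reached the minimum mean. Many of the TEs tested were thus near 0 in wt, where a fall can hardly be seen. In stem cell nuclei of *ddm1*, the mean of the reporter was 8.28 in CS7 and 71.4 in HS7, against 31.9 and 18.4 in wt. A difference between the sorts of *ddm1* may thus enter its counts in stem cell nuclei, and was not tested. For *poliv* seedlings, edgeR gave no gene and no TE, and the 6 genes became 29 without wt HT7 replicate 3, 11 without wt CT7 replicate 3, 2 without *poliv* HT7 replicate 1 or 2, *poliv* CT7 replicate 1 or wt HT7 replicate 1 or 2, and 3 without *poliv* HT7 replicate 3 or 4, *poliv* CT7 replicate 3 or wt CT7 replicate 1 or 2. For *ddm1* seedlings, edgeR gave 24 genes and 34 TEs, of which 1 TE was more positive and 33 more negative, and the 99 genes became 64 without *ddm1* HT7 replicate 3 and 211 without wt HT7 replicate 3. From the PCA, the paper concludes that the asymmetric DNA methylation lost in *poliv* has no substantial influence on the global heat response.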

Importantly, the data indicated differences between stem cells and somatic cells immediately after heat stress and between wt, *poliv*, and *ddm1*, and we expected them to be informative in understanding the mutants’ increased heat sensitivity and the dependence of heat-specific responses on DNA methylation.

### Heat response differs between stem cells and somatic cells

We investigated the gene expression differences in wt stem cell versus nonstem cell nuclei directly after heat stress in more detail. The expression of 94 reference genes for stressed shoots (Czechowski et al. 2005) showed no differences between the samples (Fig. 3A). 

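As a control for scaling between samples, 14 commonly used reference genes were averaged after each was set relative to its mean over these libraries. The average was 1.05 ± 0.0932 (SD, n = 6) in CN7, 0.973 ± 0.126 (SD, n = 6) in HN7, 1.03 ± 0.166 (SD, n = 8) in CS7 and 0.95 ± 0.186 (SD, n = 8) in HS7. None of the 4 differences between sample types or treatments passed a two-sided exact permutation test, with adjusted p between 0.394 and 0.861 over 48 such tests. Single members did respond to heat in stem cell nuclei, where *YLS8* rose by 1.19 and the actin gene *ACT2* fell by 1.87 on the log2 scale. The set of reference genes used in the paper was not analysed here.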

*AGO5* and *AGO9* are specifically expressed in stem cells (Bradamante et al. 2024), as also here confirmed by high enrichment in stem cells, together with stem cell marker *CLV3* (Fig. 3A). 

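*AGO5* and *AGO9* encode Argonaute proteins that bind small RNAs. In unstressed plants, *AGO5* was at 58.4 ± 29.6 (SD, n = 8) normalized counts in stem cell nuclei and 3.11 ± 2.52 (SD, n = 6) in nonstem cell nuclei (exact permutation test, adjusted p = 0.00599), and *AGO9* at 211 ± 63.5 (SD, n = 8) and 3.24 ± 2.47 (SD, n = 6) (exact permutation test, adjusted p = 0.0032). *CLV3* was at 15.8 ± 10.4 (SD, n = 8) and 0.202 ± 0.496 (SD, n = 6) (exact permutation test, adjusted p = 0.0295), near the lower end of what these libraries detect. For *AGO9*, every CS7 library lay above every CN7 library. The reporter used for sorting was at 0.416 ± 1.02 (SD, n = 6) in CN7 and at 0 in all 6 HN7 libraries.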

Heat stress even elevated *CLV3*, *AGO5*, and *AGO9* transcript levels in stem cell nuclei (Fig. 3A). In addition, the number of stem cell-specific differentially expressed genes (DEGs: Wald test FDR < 0.05 and log_2_ fold change > |1|) was more than doubled due to heat stress (Fig. 3B), with an increased expression of 515 genes and a decreased expression of 423 genes exclusively in stem cells (Fig. 3C). 

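After 24 h at 37 °C, *AGO5* stood at 229 ± 52.1 (SD, n = 8) and *AGO9* at 569 ± 145 (SD, n = 8) normalized counts in stem cell nuclei, both above their CS7 levels in every library (exact permutation test, adjusted p = 0.0032 for each). In nonstem cell nuclei, *AGO5* was at 2.21 ± 0.936 (SD, n = 6) after heat (exact permutation test against CN7, adjusted p = 0.567) and *AGO9* at 29.9 ± 20.7 (SD, n = 6) (adjusted p = 0.0547 from the exact permutation test), whereas limma called *AGO9* higher there (2.48, adjusted p = 0.00769). *CLV3* was at 21 ± 14.4 (SD, n = 8) in HS7, and its difference from CS7 did not pass the exact permutation test (adjusted p = 0.567). It was at 0 in all 6 HN7 libraries, so that its level in HS7 was at least 63.1-fold higher, with 3 reads over the group as the floor. Whether heat acted differently in the sample types was tested with limma, and neither *AGO5* (difference in log2 fold change of 2.24, adjusted p = 0.174) nor *CLV3* (0.84, adjusted p = 0.855) passed.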

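Stem cell nuclei of unstressed wt seedlings had 371 genes higher and 90 lower than nonstem cell nuclei, and after heat stress 183 higher and 63 lower. Among 25 tested shoot meristem and stem cell genes, 10 were higher and none lower in the control (11 higher when adjusted over the list alone, adjusted p = 3.99e-14 from camera), and after heat 9 of 25 were higher and none lower (14 higher when adjusted over the list alone, adjusted p = 3.42e-23 from camera). The homeobox gene *STM* was at 369 ± 87.5 (SD, n = 8) in HS7 and 9.28 ± 7.96 (SD, n = 6) in HN7. *LSH4*, a gene of organ boundaries, was at 151 ± 48.5 (SD, n = 8) and 1.69 ± 4.15 (SD, n = 6), and the boundary genes *CUC1* and *CUC2* were at 0 in HN7, which makes them at least 120.2-fold and 100.5-fold higher in HS7. *AT3G59270* had a log2 fold change of 7.04 in the control and 7.42 after heat. In the control, other DNA methylation and silencing genes were higher in 6 of 18 (the same when adjusted over the list alone, adjusted p = 3.71e-08 from camera), including the DNA demethylase gene *ROS1* at 347 ± 62.7 (SD, n = 8) in CS7 and 129 ± 25.2 (SD, n = 6) in CN7. DNA damage response and repair genes were higher in 3 of 27 (4 higher when adjusted over the list alone, adjusted p = 2.12e-06 from camera), with *BRCA1* at 1.88 on the log2 scale. Cell cycle and DNA replication genes were higher in 3 of 42 (4 higher when adjusted over the list alone, adjusted p = 2.12e-06 from camera), including the replication licensing genes *MCM2* (1.61) and *CDT1A* (1.60, not past the threshold without a minimum mean or with the replicate as a block). Nuclear photosynthesis genes were lower as a set of 46 while no member passed alone, with a median log2 fold change of -0.61 (none when adjusted over the list alone, adjusted p = 9.06e-51 from camera). Of 38 heat shock protein and co-chaperone genes, 1 was lower in HS7 than in HN7 and none higher (3 lower when adjusted over the list alone, adjusted p = 4.46e-18 from camera). The comparisons shared 73 higher genes (3.64 by chance, one-sided exact hypergeometric p = 2.77e-77) and 1 lower gene (0.262 by chance, p = 0.232), and 110 higher and 62 lower genes were called after heat alone. A test of the difference itself, the heat effect in stem against nonstem cell nuclei, gave 27 genes that responded more positively and 21 more negatively in stem cells. DESeq2 gave 284 genes in the control and 1193 after heat when all 125 libraries with recovered reads shared a fit. When only the compared libraries entered, it gave 522 in the control and 455 after heat.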

To identify expression patterns among these 938 (515 + 423) DEGs, we performed hierarchical clustering (Fig. 3D) and identified 10 major clusters (Fig. 3D, Supplementary Table S1).

**Figure 3.**
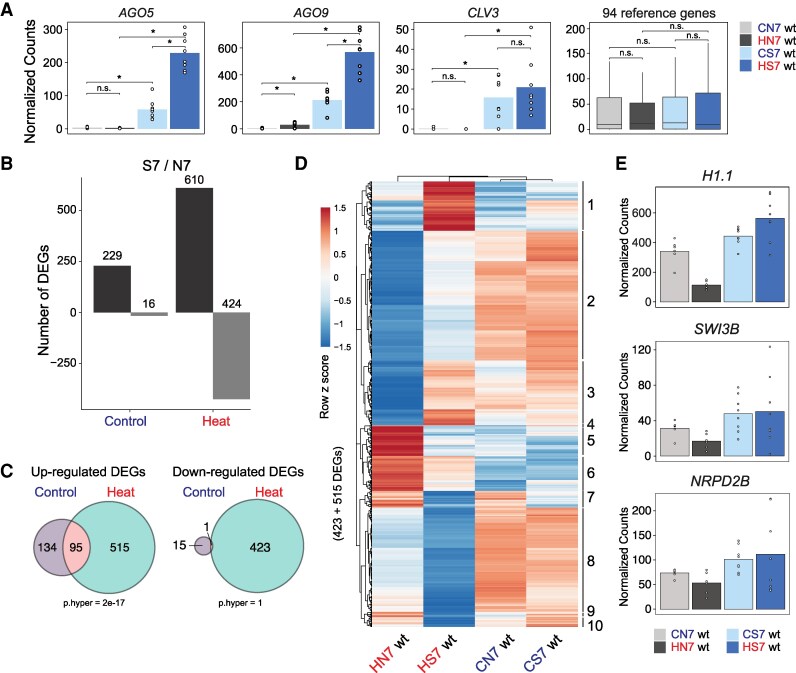
Heat response differs between stem cells and somatic cells. **A)** Normalized read counts for *AGO5*, *AGO9*, *CLV3*, and the average of 94 reference genes. C: control grown at regular temperature; H: heat-stressed; N: nonstem cell nuclei; S: stem cell nuclei; all samples from seedlings 7 d after germination. Statistical analysis was performed using a two-sided *t*-test, * indicates *P* < 0.05, n.s. indicates *P* > 0.05. Sample size: CN7 (*N* = 6), HN7 (*N* = 6), CS7 (*N* = 8), and HS7 (*N* = 8). In the boxplot, the boxes represent the interquartile range (IQR), the center line indicates the median, and the whiskers extend to 1.5 × IQR. **B)** Number of DEGs by pairwise comparison of stem cell at day 7 (S7) versus nonstem cells (N7). Black: upregulated genes; gray: downregulated genes. **C)** Venn diagrams with overlapping DEGs in **B)** for control versus heat-stressed samples. **D)** Clustered gene expression heat map. **E)** Normalized read counts for epigenetic regulators *H1.1*, *SWI3B*, and *NRPD2B*. Sample size as in **A)**.

To study if these 10 clusters represent functional groups, we performed a GO term analysis. 

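The 104 genes of cluster 1 in Table S1 had a median log2 fold change of 1.16 upon heat in stem cell nuclei and 0.05 in nonstem cell nuclei. In stem cell nuclei, 46 of them rose and none fell. As the clusters were drawn from these libraries, their direction is not independent evidence. *MAG*, encoding a DNA glycosylase of base excision repair, was at 34.1 ± 40.8 (SD, n = 8) in HS7 and 5.69 ± 7.08 (SD, n = 8) in CS7 (log2 fold change 2.25, adjusted p = 0.0475 from limma, whereas a two-sided exact permutation test gave an adjusted p = 0.12, and neither edgeR nor limma without a minimum mean called it). *SDN1*, encoding an exonuclease that degrades small RNAs, was at 37.7 ± 20.4 (SD, n = 8) in HS7 and 11.8 ± 9.99 (SD, n = 8) in CS7 (exact permutation test, adjusted p = 0.0242), and at 12.4 ± 8.95 (SD, n = 6) in HN7 (exact permutation test of HS7 against HN7, adjusted p = 0.0461). *DMR1*, encoding homoserine kinase, was at 20.6 ± 24.4 (SD, n = 8) in HS7 and 32.7 ± 22.3 (SD, n = 8) in CS7, a difference that did not pass (exact permutation test, adjusted p = 0.47).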

Cluster 1 consists of genes with a strongly increased expression only in heat-stressed stem cells and is enriched for genes involved in “nucleic acid metabolic processes”, e.g. *MAG*, *SDN1*, and *DMR1*, important for DNA repair, small RNA metabolism, and DNA methylation (Santerre and Britt 1994; Ramachandran and Chen 2008; van Damme et al. 2009). 

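Of the 273 genes of cluster 2 in Table S1, 258 of 272 tested fell upon heat in nonstem cell nuclei, with a median log2 fold change of -2.22. In stem cell nuclei 108 fell, with a median of -0.99. The cluster was chosen on these libraries and is not independent evidence of a direction. It holds 10 of the 33 histone genes of a list fixed beforehand. Over that whole list, 21 of 32 tested fell in nonstem cell nuclei and none rose (the same when adjusted over the list alone, adjusted p = 1.98e-05 from camera). In stem cell nuclei 16 of 32 fell and 2 rose (the same when adjusted over the list alone, adjusted p = 0.156 from camera), among the former *HIS4* by 2.43 on the log2 scale and among the latter the stress-responsive linker histone gene *HIS1-3* (4.36). After heat, 6 of 32 histone genes were higher in stem than in nonstem cell nuclei and none lower (12 higher when adjusted over the list alone, adjusted p = 3.34e-18 from camera).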

Cluster 2 contains genes that are only slightly downregulated in stem cells after heat but much more down in nonstem cells, and these comprise gene categories “chromosome condensation” and “nucleosome assembly”. Among them are histone *H1.2* and subunit 2 of the condensin complex, suggesting less heterochromatin decondensation in stem cells during and after heat exposure. 

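*H1.2*, a linker histone gene, was at 311 ± 84.6 (SD, n = 8) in CS7 and 278 ± 48.9 (SD, n = 6) in CN7 (exact permutation test, adjusted p = 0.567). After heat it was at 296 ± 80.4 (SD, n = 8) in HS7 and 92.9 ± 29.3 (SD, n = 6) in HN7 (exact permutation test, adjusted p = 0.00457). Its heat effect was more positive in stem cell nuclei, by 1.53 on the log2 scale (adjusted p = 0.00432 from limma). From these genes, the paper proposes that heterochromatin decondenses less in stem cells during and after heat.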

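Cluster 3 of Table S1 has 137 genes, and as a group chosen on these libraries it is not independent evidence of a direction. Upon heat, 34 of 114 tested fell in nonstem cell nuclei (median log2 fold change -1.05), and 3 rose and 1 fell in stem cell nuclei (median 0.23). The cluster holds 4 of the 28 listed shoot meristem and stem cell genes. In nonstem cell nuclei, the flowering gene *FD* fell by 2.76 and the cytokinin gene *LOG7* by 3.67 on the log2 scale. *STM* had a more positive heat effect in stem than in nonstem cell nuclei, by 2.88 (adjusted p = 0.0375 from limma), as had the fatty acid elongase gene *KCS2*, by 4.03 (adjusted p = 0.00458). *VIM1*, a gene of maintenance DNA methylation, had a more negative effect (-2.25, adjusted p = 0.0114). Of 42 cell cycle and DNA replication genes, 4 rose and 14 fell upon heat in stem cell nuclei (the same when adjusted over the list alone, adjusted p = 0.763 from camera).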

Interestingly, cluster 3 genes are strongly repressed in heat-stressed nonstem cells and include genes for maintaining shoot development and the cell cycle. This repression is not seen in stem cells and suggests that they maintain a cycling state and their developmental program even during intense heat, eventually facilitating recovery once the stress is over. Cluster 3 was also enriched for genes with negative regulatory roles. These genes comprised chromatin regulators, e.g. histone *H1.1*, *NRPD2B* (a PolIV subunit), and the chromatin remodeling subunit *SWI3B* (Fig. 3E, Supplementary Table S1). This indicates the increased resilience of stem cells to chromatin decompaction that otherwise occurs in nuclei of heat-stressed plants (Pecinka et al. 2010; Dumur et al. 2019). 

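*H1.1* was at 439.9 ± 60.1 (SD, n = 8) in CS7 and 338 ± 79 (SD, n = 6) in CN7 (exact permutation test, adjusted p = 0.046). It was at 558 ± 147 (SD, n = 8) in HS7 and 113 ± 27.3 (SD, n = 6) in HN7 (exact permutation test, adjusted p = 0.00457), and its heat effect was more positive in stem cell nuclei by 1.87 on the log2 scale (adjusted p = 3.56e-05 from limma). *NRPD2B* was at 112 ± 80.1 (SD, n = 8) in HS7 and 53.2 ± 22.4 (SD, n = 6) in HN7 (exact permutation test, adjusted p = 0.214). *SWI3B* was at 50.4 ± 39.7 (SD, n = 8) and 17 ± 8.72 (SD, n = 6) (exact permutation test, adjusted p = 0.121). The heat effects of *NRPD2B* (difference 0.42, adjusted p = 0.866 from limma) and *SWI3B* (0.61, adjusted p = 0.88) were not shown to differ between the sample types. Both were higher in HS7 than in HN7 with DESeq2 over all libraries, though not with DESeq2 on the compared libraries.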

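The 136 genes of clusters 5 and 6 in Table S1 had a median log2 fold change of 1.07 upon heat in nonstem cell nuclei, where 40 of 107 tested rose and none fell. In S7 10 rose and 11 fell of 76 tested, with a median of -0.58. These clusters too were drawn from the same libraries and are not independent evidence. They hold no member of a list of 46 nuclear photosynthesis genes fixed beforehand. On that list, 40 of 46 fell in nonstem cell nuclei and none rose (the same when adjusted over the list alone, adjusted p = 1.63e-35 from camera), with the light-harvesting gene *LHCB2.3* at -8.34 on the log2 scale. In S7 42 fell and none rose (the same when adjusted over the list alone, adjusted p = 1.03e-37 from camera). After heat, 1 of them was lower in stem than in nonstem cell nuclei, *RBCS2B* (-1.03, short of the fold threshold after rescaling), and the median of the list was -0.68 (3 lower when adjusted over the list alone, adjusted p = 3.42e-23 from camera).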

Genes of clusters 5 and 6 are characterized by strong upregulation in nonstem cells, but little change in stem cells and are enriched in photosynthesis-related genes. Genes of clusters 7 to 10 are characterized by strong downregulation in stem cells and are mostly enriched for innate immune and general stress response genes (Supplementary Table S1), further indicating that stem cells differ by suppressing stress-responsive pathways prevailing in other somatic cells.

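Of the 286 genes of clusters 7 to 10 in Table S1, 224 of 245 tested fell upon heat in stem cell nuclei and none rose, with a median log2 fold change of -3.04. In nonstem cell nuclei 118 fell and none rose, with a median of -1.18. The clusters come from these libraries and are not independent evidence of a direction. On a list of 32 immune signalling and defence genes, 5 of 25 tested fell in stem cell nuclei upon heat and 1 rose (the same when adjusted over the list alone, adjusted p = 0.763 from camera). *FLS2*, the receptor of bacterial flagellin, was at 113 ± 50.5 (SD, n = 8) in HS7 and 773 ± 126 (SD, n = 8) in CS7, and the transcription factor gene *WRKY40* fell by 3.96 on the log2 scale. *SARD1*, a regulator of salicylic acid synthesis, rose by 3.10. Between stem and nonstem cell nuclei after heat, 1 immune gene was higher and none lower of 25 (the same when adjusted over the list alone, adjusted p = 0.341 from camera), namely *PROPEP1*, the precursor of a danger peptide (3.19), whereas *CNGC4*, encoding a cyclic nucleotide-gated channel, had a log2 fold change of -2.37. *PROPEP1* did not pass with a pseudocount of 5 or the replicate as a block, nor *CNGC4* without a minimum mean. From the clusters and their GO terms, the paper proposes that stress pathways which prevail in other somatic cells are suppressed in stem cells.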

### DNA methylation mutants differ in their heat response

Next, we investigated the heat-induced gene expression differences between the wt and mutants with impaired DNA cytosine methylation only at CHH sites (*poliv*) or in all 3 sequence contexts (*ddm1*). Comparing the immediate heat response with controls in seedlings (HT) and stem cell (HS7) of wt, *poliv*, and *ddm1*, we identified more than 2,000 up- and over 3,000 downregulated genes for all 3 genotypes (Wald test FDR < 0.05 and log_2_ fold change > |1|, Fig. 4A).

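In wt seedlings, 3305 genes rose and 4710 fell upon heat. Small heat shock protein genes were among those that rose most. *HSP21*, a chaperone of the chloroplast, went from 1.36 ± 2.73 (SD, n = 4) to 50723 ± 6717 (SD, n = 4) normalized counts, and of 38 heat shock protein and co-chaperone genes 37 rose and none fell (the same when adjusted over the list alone, adjusted p = 4.32e-24 from camera, adjusted p = 0.155 with an estimated correlation). Of 17 heat shock transcription factor genes, 7 rose and none fell (the same when adjusted over the list alone, adjusted p = 0.0248 from camera, adjusted p = 0.207 with an estimated correlation), led by *HSFA3* (7.03) and *HSFB1* (5.57) on the log2 scale. *HSFA2*, a driver of heat memory, went from 1.68 ± 1.45 (SD, n = 4) to 134 ± 140.4 (SD, n = 4). Endoplasmic reticulum folding genes rose in 9 of 11 (the same when adjusted over the list alone, adjusted p = 7.41e-05 from camera, adjusted p = 0.419 with an estimated correlation), with the chaperone gene *BIP1* at 3.70. Of 46 nuclear photosynthesis genes, 45 fell and none rose (the same when adjusted over the list alone, adjusted p = 3.96e-18 from camera, adjusted p = 0.419 with an estimated correlation), with *LHCB2.3* at -12.47. Histone genes fell in 30 of 33 (the same when adjusted over the list alone, adjusted p = 1.97e-13 from camera, adjusted p = 0.207 with an estimated correlation). Cell cycle and DNA replication genes fell in 18 and rose in 4 of 39 (4 up and 19 down when adjusted over the list alone, adjusted p = 0.0284 from camera, adjusted p = 0.571 with an estimated correlation), with the cytokinesis gene *KNOLLE* at -5.18. Clock genes rose in 10 and fell in 4 of 15 (the same when adjusted over the list alone, adjusted p = 0.0327 from camera, adjusted p = 0.419 with an estimated correlation), with *ELF4* at 6.48 and the morning gene *LHY* at -7.02. Genes of sugar starvation and darkness fell in 9 of 11 (the same when adjusted over the list alone, adjusted p = 0.000847 from camera, adjusted p = 0.419 with an estimated correlation), with *SEN1* at -7.24. All 4 epidermis markers tested fell (the same when adjusted over the list alone, adjusted p = 0.0106 from camera, adjusted p = 0.419 with an estimated correlation), and of 18 meristem genes 10 fell and 1 rose (the same when adjusted over the list alone, adjusted p = 0.248 from camera). Reference genes rose in 3 and fell in 2 of 13 (the same when adjusted over the list alone, adjusted p = 0.592 from camera), with *GAPC2* at -1.97. In *poliv* seedlings 3556 genes rose and 4628 fell, and in *ddm1* seedlings 3561 rose and 4940 fell. Of the heat shock protein list 37 of 38 rose in *poliv* (the same when adjusted over the list alone, adjusted p = 9.62e-24 from camera) and 36 of 38 in *ddm1* (the same when adjusted over the list alone, adjusted p = 4.67e-23 from camera, adjusted p = 0.188 with an estimated correlation). Of the photosynthesis list 45 fell in *poliv* (the same when adjusted over the list alone, adjusted p = 3.51e-13 from camera, adjusted p = 0.371 with an estimated correlation) and 43 in *ddm1* (the same when adjusted over the list alone, adjusted p = 8.85e-15 from camera, adjusted p = 0.39 with an estimated correlation). Rescaling the values by the median ratio of the compared libraries moved the log2 fold changes of genes by a median of 0.22 in wt, 0.17 in *poliv* and 0.14 in *ddm1* seedlings, by 0.13 in nonstem cell nuclei and by 0.11 in stem cell nuclei of *ddm1*, so that a change given here lies lower by this amount than in rescaled values. In S7 of wt and *poliv* the shift was 0.08 and 0.02, and the median change of all genes stood at -0.34 and -0.31. After rescaling, 49.6% of the called genes of wt seedlings rose in place of 41.2%.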

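In S7 of wt, 2198 genes rose and 4227 fell upon heat. *ATHSP22.0*, a small heat shock protein gene, went from 0.113 ± 0.321 (SD, n = 8) to 2258 ± 253 (SD, n = 8), and *HSP17.6II* from 0 in all 8 CS7 libraries to 548 ± 90.503 (SD, n = 8), at least 1115-fold higher. Of 37 heat shock protein and co-chaperone genes 30 rose and none fell (the same when adjusted over the list alone, adjusted p = 1.03e-24 from camera). Heat shock transcription factor genes went both ways, with 4 up, among them *HSFA6B* (4.44), and 4 down, among them *HSFA7A* (-4.59), of 17 (4 up and 5 down when adjusted over the list alone, adjusted p = 0.763 from camera), the median and mean of this list lying below 0 and the test's direction being up. Endoplasmic reticulum folding genes rose in 7 of 12 (8 up and 1 down when adjusted over the list alone, adjusted p = 0.00038 from camera), with the calnexin gene *CNX1* at 1.41. Nuclear photosynthesis genes included *LHCB1.1*, which went from 11655 ± 1976 (SD, n = 8) to 80.4 ± 35.6 (SD, n = 8). Clock genes rose in 7 and fell in 7 of 16 (the same when adjusted over the list alone, adjusted p = 0.906 from camera). *CCA1*, a morning clock gene, went from 349 ± 52.6 (SD, n = 8) to 5.36 ± 7.73 (SD, n = 8), and *PIF4*, a growth regulator controlled by light and temperature, from 344 ± 72.9 (SD, n = 8) to 0.18 ± 0.51 (SD, n = 8). Sugar starvation and darkness genes fell in 10 of 12 (the same when adjusted over the list alone, adjusted p = 0.00038 from camera), with the asparagine synthetase gene *ASN1* at -6.22. Hypoxia genes rose in 2, including *PDC1* (3.55), and fell in 5, including *LBD41* (-3.71), of 12 (the same when adjusted over the list alone, adjusted p = 0.763 from camera). All 5 leaf polarity markers fell (the same when adjusted over the list alone, adjusted p = 0.028 from camera, adjusted p = 0.113 with an estimated correlation), with *KAN1* at -3.53, as did 2 of 5 stomatal lineage markers (the same when adjusted over the list alone, adjusted p = 0.412 from camera) and 4 of 6 vasculature markers (the same when adjusted over the list alone, adjusted p = 0.189 from camera). Of 26 meristem genes 1 rose, *STM*, from 128 ± 68.2 (SD, n = 8), and 4 fell, including *CUC3* (-2.16) and *KNAT1* (-1.56) (the same when adjusted over the list alone, adjusted p = 0.763 from camera), and here too median and mean lay below 0 and the test's direction was up. In S7 of *poliv* 2182 genes rose and 4046 fell, and in those of *ddm1* 2214 rose and 4034 fell. Without *poliv* CS7 replicate 8, which had more reads than the other 7, 2109 genes rose and 3715 fell in *poliv*, an alternative chosen after seeing the data. The share of rising genes among those called was 34.2% in wt, 35.0% in *poliv* and 35.4% in *ddm1*, against 53.0%, 49.9% and 53.6% with edgeR and TMM scaling. All 5 stomatal lineage markers tested fell in *poliv* (the same when adjusted over the list alone, adjusted p = 0.0199 from camera, adjusted p = 0.153 with an estimated correlation) and all 5 in *ddm1* (the same when adjusted over the list alone, adjusted p = 0.0738 from camera). Of the heat shock protein list, 27 of 37 rose in *poliv* (the same when adjusted over the list alone, adjusted p = 2.11e-24 from camera) and 29 of 38 in *ddm1* (the same when adjusted over the list alone, adjusted p = 3.95e-21 from camera).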

**Figure 4.**
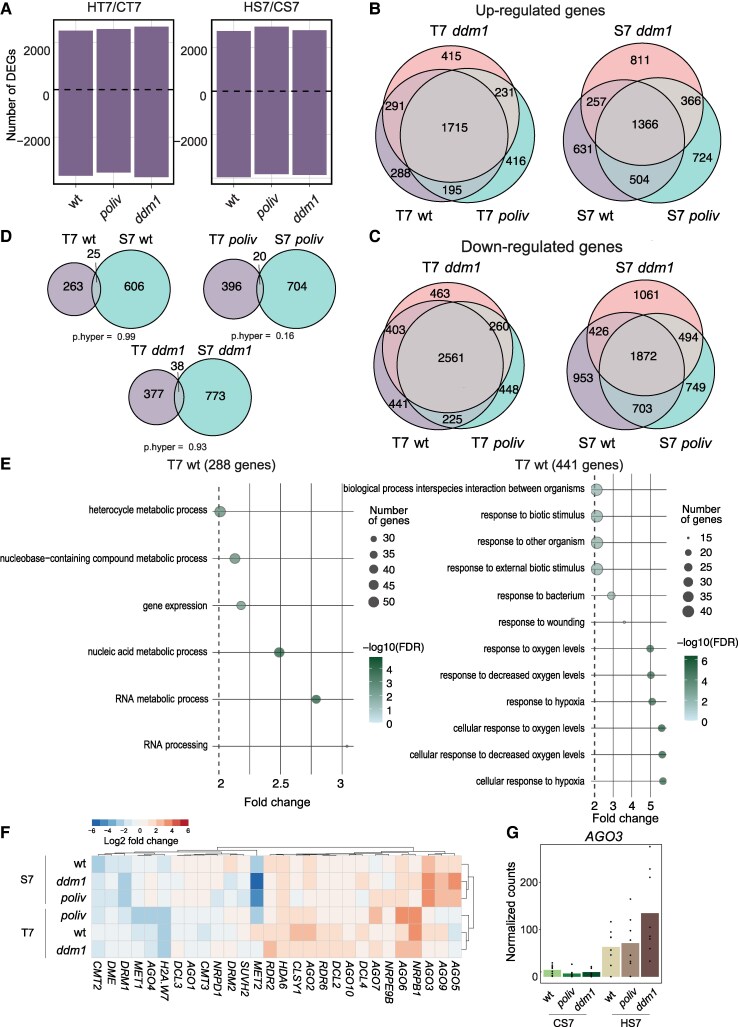
DNA methylation mutants differ in their heat response. **A)** Number of DEGs in seedlings (T for tissue) under heat stress compared with control conditions. wt = wild-type. Sample size: wt HT7 (*N* = 4), *poliv* HT7 (*N* = 4), *ddm1* HT7 (*N* = 4), wt CT7 (*N* = 4), *poliv* CT7 (*N* = 3), *ddm1* CT7 (*N* = 4), wt HS7 (*N* = 8), *poliv* HS7 (*N* = 8), *ddm1* HS7 (*N* = 8), wt CS7 (*N* = 8), *poliv* CS7 (*N* = 8), and *ddm1* CS7 (*N* = 8). **B,C)** Three-way Venn diagrams of upregulated **B)** and downregulated **C)** genes in wt, *poliv*, and *ddm1*. **D)** Venn diagrams for pairwise comparison of DEGs in stem cell nuclei (S7) and nuclei from whole seedlings (T7) in all 3 genotypes. Enrichment analysis was conducted using a hypergeometric test (p.hyper). **E)** Gene ontology analysis of distinctive upregulated and downregulated genes. **F)** Expression heatmap of TE regulators in stem cells (S7) and seedlings (T7). **G)** Normalized counts of AGO3 in stem cell nuclei under control (CS7) and heat stress (HS7). Sample size as in **A)**.

Given the heat-hypersensitive phenotype shared between *poliv* and *ddm1*, we assumed that the expression of genes important for heat resilience and prevention of leaf necrosis should change either only in wt or in both *ddm1* and *poliv* seedlings. Therefore, we analyzed the overlap of gene expression changes (Fig. 4, B and C). 

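In seedlings, 2252 genes rose in all 3 genotypes out of 4833 that rose in at least 1, and 3438 genes fell in all 3. Genes that rose in both mutants and not in wt numbered 406, and 397 fell in this way. Another 311 rose in wt and *poliv* and 368 in wt and *ddm1*. In S7, 1038 genes rose in all 3 genotypes out of 3660, and 2121 fell in all 3. These are counts of genes past the thresholds in each genotype, without a test of the difference between genotypes.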

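Genes that rose upon heat in seedlings of a single genotype numbered 374 in wt, 587 in *poliv* and 535 in *ddm1*. For genes that fell, the numbers were 489 in wt, 518 in *poliv* and 597 in *ddm1*. For few of them was the heat effect itself shown to differ from that of wt. Among genes private to *poliv* seedlings, 1 that fell and none that rose passed limma's test of the difference, which had 1708 genes at an unadjusted p under 0.05. Among genes private to *ddm1* seedlings, 21 that rose and 17 that fell passed. In S7, 127 of 730 genes rising in *ddm1* alone and 131 of 1017 falling in *ddm1* alone passed, against 3 of 488 and 2 of 701 in *poliv*. *SDC* was among the genes whose response differed in *ddm1* stem cell nuclei, with a difference in log2 fold change of -4.96 (adjusted p = 0.000932 from limma). A difference between the sorts of CS7 and HS7 of *ddm1* may enter these results in S7, and was not tested.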

The number of “private” DEGs for each genotype in seedlings ranged between 288 and 416 (up-DEGs) and 441 and 463 (down-DEGs). 

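Between stem cell nuclei and seedlings of wt, 1298 rising genes were shared, against 397 by chance, and 2247 falling genes, against 1008 by chance, among the 16218 genes tested in both. Genes private to a genotype in both sample types were fewer. Of rising genes, those private to wt in both sample types numbered 30 (10.9 by chance, p = 5.49e-07) in a one-sided exact hypergeometric test, those private to *poliv* 31 (13.9 by chance, p = 2.88e-05) and those private to *ddm1* 53 (18.5 by chance, p = 4.87e-12). Of falling genes, 45 (19.3 by chance, p = 1.05e-07) were private to wt in both, 27 (17.3 by chance, p = 0.0148) to *poliv* and 55 (27.4 by chance, p = 6.56e-07) to *ddm1* in the same exact test. The genes compared come from separate libraries of seedlings and of nuclei, so no control library is shared. The number by chance counts all genes tested in both, and rising and falling genes of wt as such already overlap beyond it. The overlaps of private genes thus do not by themselves show sharing that is particular to a genotype.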

For the genes with heat-induced expression, these numbers were similar between stem cell nuclei and seedlings (Fig. 4B), but their overlap was not significant (Fig. 4D), underlining tissue- and genotype-dependent heat responses.

To understand which functional group of genes could be causative for the difference in heat resistance of seedlings, we performed GO term analysis of wt private DEGs (288 up-DEGs and 441 down-DEGs), and DEGs present only in *poliv* and *ddm1* seedlings (231 up-DEGs and 260 down-DEGs). For wt private DEGs, we found 6 significant GO terms for up- and 12 significant GO terms for down-DEGs (Fig. 4E). The GO terms for the upregulated genes described functions involved in RNA metabolism and included genes such as *CLSY1*, *AGO2*, and *DCL4*, which is crucial for the biogenesis of hairpin-derived and secondary 21 nt siRNAs, contributing to heat resistance (Fig. 4F) (Popova et al. 2013). This group also included the imprinted gene “*SUPPRESSOR OF DRM1 DRM2 CMT3*” *(SDC*), whose expression has been previously described to correspond with heat stress and recovery from heat stress (Sanchez and Paszkowski 2014). 

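In wt seedlings, *CLSY1*, encoding a remodeler that recruits PolIV to its targets, went from 4.64 ± 3.72 (SD, n = 4) to 25.3 ± 9.29 (SD, n = 4) upon heat, a log2 fold change of 2.37. *AGO2* went from 2.95 ± 2.269 (SD, n = 4) to 18.3 ± 9.19 (SD, n = 4) (2.44) and *DCL4* from 5.4 ± 2.5 (SD, n = 4) to 16.9 ± 3.54 (SD, n = 4) (1.58). In *poliv* the log2 fold changes were 0.90 for *CLSY1*, 1.18 for *AGO2* and -0.01 for *DCL4*, and in *ddm1* 1.44, 1.63 and 0.76. Past the thresholds were all 3 genes in wt, *AGO2* in both mutants and *CLSY1* in *ddm1*. The difference between *poliv* and wt did not pass limma's test for *CLSY1* (-1.46, adjusted p = 0.592), *AGO2* (-1.26, adjusted p = 0.593) or *DCL4* (-1.58, adjusted p = 0.441), nor did that between *ddm1* and wt (adjusted p between 0.607 and 0.721). Of 28 regulators of TEs shown in Fig. 4F, 24 were tested and 8 rose and 4 fell in wt seedlings (the same when adjusted over the list alone, adjusted p = 0.269 from camera), a list the study chose on these samples and so not independent evidence. *RDR6*, encoding an RNA-dependent RNA polymerase of secondary siRNA formation, rose by 1.67, and the methyltransferase genes *MET1* and *CMT3* fell by 1.73 and 1.04. *AGO2* in *poliv* did not pass with a pseudocount of 5, without a minimum mean or with the replicate as a block, nor did *CLSY1* in *ddm1* with that pseudocount or *CMT3* with it or after rescaling. DESeq2 over all libraries called neither *AGO2* nor *CLSY1* in the mutants.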

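*SDC* was at 0 in all 4 CT7 libraries and at 9.66 ± 3.8 (SD, n = 4) in HT7 of wt, with a mean below the minimum for a test. Without this minimum it passed (adjusted p = 0.000167 from limma). In *poliv* seedlings it was at 9.8 ± 7.43 (SD, n = 3) and 10.5 ± 6.88 (SD, n = 4). In seedlings labelled *ddm1*, where it was at 119.9 ± 34.8 (SD, n = 4) without heat, it fell by 1.78 on the log2 scale to 35.4 ± 13.3 (SD, n = 4). In nonstem cell nuclei of wt it rose by 2.71 (adjusted p = 0.00256 from limma), and in stem cell nuclei of wt it had a log2 fold change of 1.93 that did not pass (adjusted p = 0.0599), except with a pseudocount of 5, the replicate as a block or DESeq2.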

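Members of 3 defence and stress lists rose and fell in heat-stressed wt seedlings, and none of the 3 lists passed camera. Of 23 immune signalling and defence genes, 1 rose and 2 fell (1 up and 1 down when adjusted over the list alone, adjusted p = 0.582 from camera). Of 11 hypoxia genes, 2 rose and 5 fell (the same when adjusted over the list alone, adjusted p = 0.582 from camera). Touch, wound and jasmonate genes rose in 4 and fell in 1 of 18 (3 up when adjusted over the list alone, adjusted p = 0.34 from camera). In *poliv* seedlings this last list rose in 9 of 20 (8 up when adjusted over the list alone, adjusted p = 0.00108 from camera, adjusted p = 0.536 with an estimated correlation), and in *ddm1* seedlings it rose in 11 and fell in 1 of 20 (the same when adjusted over the list alone, adjusted p = 0.00125 from camera, adjusted p = 0.434 with an estimated correlation). No GO terms were tested here.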

Interestingly, most genes of the downregulated DEGs belong to stress response pathways, except those related to heat stress response. This suggests that other defensive mechanisms were reduced to prioritize heat responses (Fig. 4E). GO terms of DEGs changing in *poliv* and *ddm1* also included mostly stress-related categories (Supplementary Fig. S5), and a loss of the homeotic balance between defense genes in these mutants could potentially contribute to increased heat sensitivity.

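A part of the DNA damage response and repair genes rose upon heat in each genotype. In S7, 7 of 29 rose and 2 fell (the same when adjusted over the list alone, adjusted p = 0.028 from camera, adjusted p = 0.113 with an estimated correlation) in wt, 9 of 30 rose and 1 fell (10 up and 1 down when adjusted over the list alone, adjusted p = 0.00116 from camera) in *poliv* and 11 of 29 rose and 1 fell (the same when adjusted over the list alone, adjusted p = 1.91e-05 from camera) in *ddm1*. *RAD54*, a gene of recombinational repair, rose by 3.10 in wt and 3.35 in *ddm1*, and *XRCC3*, of the same pathway, by 3.46 in *ddm1*. *PARP2*, encoding a poly(ADP-ribose) polymerase, went from 90.18 ± 42 (SD, n = 8) to 558 ± 108 (SD, n = 8) in wt. *RAD17*, of the checkpoint clamp loader, rose by 2.71 in wt, 2.96 in *poliv* and 2.69 in *ddm1*. In seedlings, 4 of 22 rose and 2 fell (the same when adjusted over the list alone, adjusted p = 0.27 from camera) in wt, 8 of 27 rose and 1 fell (the same when adjusted over the list alone, adjusted p = 0.0739 from camera) in *poliv* and 6 of 23 rose and 1 fell (5 up and 1 down when adjusted over the list alone, adjusted p = 0.0637 from camera) in *ddm1*, where *RAD50* rose by 2.53 and *BARD1* fell by 3.93. Whether the list responded differently between genotypes was not tested.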

GO term analysis of private DEGs (Supplementary Fig. S6) revealed categories of DNA damage and repair for *ddm1* private DEGs (Supplementary Fig. S6, B and E) in seedlings and in stem cells, suggesting heat-induced genotoxic stress in *ddm1* by more frequent DNA breakage in decondensed chromatin or by increased transposon activity, which might also prevent recovery after the release of stress.

As we observed the upregulation of *AGO5* and *AGO9* as potential TE silencing factors, we also investigated which other host-counter defense genes against TE activation would become more active. 

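*AGO5* and *AGO9* rose in stem cell nuclei of the mutants as well. In *poliv*, *AGO5* went from 92 ± 57 (SD, n = 8) to 385 ± 72.1 (SD, n = 8) and *AGO9* from 189 ± 88.5 (SD, n = 8) to 759 ± 139 (SD, n = 8). In libraries labelled *ddm1* both started low, *AGO5* going from 3.38 ± 3.86 (SD, n = 8) to 29.2 ± 20.6 (SD, n = 8) and *AGO9* from 23.4 ± 21.1 (SD, n = 8) to 177 ± 79.5 (SD, n = 8). The heat effect on *AGO9* was more positive in *ddm1* than in wt by 1.78 on the log2 scale (adjusted p = 0.0356 from limma). The mean of the reporter used for sorting was 8.28 in CS7 and 71.4 in HS7 of *ddm1*, against 31.9 and 18.4 in wt. A difference between the sorts of *ddm1* may thus enter its heat effects on *AGO5* and *AGO9*, and was not tested. Against the heat effect in seedlings, that in stem cell nuclei was more positive for *AGO5* by 2.12 in wt, 2.13 in *poliv* and 3.40 in *ddm1*, and for *AGO9* by 2.36 in *poliv* and 3.02 in *ddm1*. On the study's own list of 28 TE regulators, which is not independent evidence, 4 rose and 3 fell in stem cell nuclei of wt (the same when adjusted over the list alone, adjusted p = 0.082 from camera). Other DNA methylation and silencing genes, fixed beforehand, rose in 2 and fell in 8 of 19 (3 up and 8 down when adjusted over the list alone, adjusted p = 0.269 from camera), with the demethylase gene *DML3* at -4.996 and the methyltransferase gene *CMT2* at -2.48.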

Among genes known to be involved in TE silencing, we identified *AGO3* (Fig. 4G) as strongly induced by heat in stem cells in all 3 genotypes, even more pronounced in *poliv* and *ddm1* (Fig. 4F). 

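In S7, *AGO3* went from 14.3 ± 10.5 (SD, n = 8) to 63 ± 38.8 (SD, n = 8) in wt (log2 fold change 1.84, adjusted p = 0.0679 from limma, not past the threshold). In *poliv* it rose from 6.8 ± 8.36 (SD, n = 8) to 70.8 ± 54.6 (SD, n = 8) (3.05, adjusted p = 0.00445 from limma) and in *ddm1* from 9.79 ± 8.1 (SD, n = 8) to 135 ± 90.0 (SD, n = 8) (3.87, adjusted p = 9.36e-06 from limma). The heat effect was not shown to be larger in the mutants, with a difference from wt of 1.202 in *poliv* (adjusted p = 0.833) and 2.03 in *ddm1* (adjusted p = 0.285). In nonstem cell nuclei of wt, *AGO3* rose by 1.55 (adjusted p = 0.0352), though not without a minimum mean, and with a pseudocount of 5, with edgeR or with DESeq2 it passed in stem cell nuclei of wt as well.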

AGO3 binds to transposon-derived small RNAs of 24 nt length (Zhang et al. 2016; Jullien et al. 2020) and, together with AGO5 and AGO9, could confer protection against TE activity in heat-stressed stem cells. Furthermore, we identified strong downregulation of *MET2* in stem cells (Fig. 4F), a homolog to the methyltransferase *MET1*, which is associated with TE copy number variation (Quadrana et al. 2016), though its mode of action is not yet clear. 

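*MET2* was at 9.23 ± 9.96 (SD, n = 8) in CS7 and 1.76 ± 4.09 (SD, n = 8) in HS7 of wt (log2 fold change -1.90, adjusted p = 0.0565 from limma, not past the threshold). It fell by 3.49 in *poliv*, from 33.9 ± 32.5 (SD, n = 8) to 1.68 ± 4.19 (SD, n = 8) (adjusted p = 0.00144 from limma), and by 4.63 in *ddm1*, from 60.4 ± 54.6 (SD, n = 8) to 1.16 ± 2.01 (SD, n = 8) (adjusted p = 9.99e-06 from limma). Differences from wt in the heat effect did not pass for *poliv* (-1.60, adjusted p = 0.728) or *ddm1* (-2.73, adjusted p = 0.0973). In N7 it fell by 3.44 on the log2 scale. With DESeq2 over all libraries, *MET2* passed in wt as well.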

The expression of these genes did not change in seedlings, but *NRPB1* transcripts encoding the subunit of RNAPolII increased, whereas the expression of the heterochromatic histone variant *H2A.W7* (Lorkovic et al. 2017) decreased.

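*NRPB1* rose from 164 ± 78.9 (SD, n = 4) to 1539 ± 323 (SD, n = 4) in wt seedlings, and by 3.12 in *poliv* and 2.92 in *ddm1* on the log2 scale. *H2A.W7* fell from 278 ± 46.8 (SD, n = 4) to 42.4 ± 8.41 (SD, n = 4) in wt seedlings, and by 2.88 in *poliv* and 2.23 in *ddm1*. For *AGO3* in seedlings, the log2 fold changes were 1.24 in wt (adjusted p = 0.112 from limma), 0.73 in *poliv* (adjusted p = 0.29) and 0.25 in *ddm1* (adjusted p = 0.703). *MET2* in seedlings of wt was at 0 in all 4 CT7 libraries and at 0.851 ± 0.649 (SD, n = 4) in HT7. In S7 of wt, *H2A.W7* also fell, from 202 ± 35 (SD, n = 8) to 74.9 ± 31.4 (SD, n = 8), and *NRPB1* rose by less than the fold threshold (0.75).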

Taken together, we document notable differences in the heat response in stem cells versus seedlings, in all 3 genotypes tested. Furthermore, the overlap of private heat-induced DEGs between stem cells and seedlings is nonsignificant, suggesting that genes important for heat resistance in stem cells are different from those important in other tissues of seedlings.

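The heat effects of stem cell nuclei and seedlings were set against each other in a joint limma fit. In wt, the effect was more positive in stem cell nuclei for 1815 genes and more negative for 2395, of 19124 genes and TEs tested. In *poliv* the numbers were 1676 and 2213, and in *ddm1* 1835 and 2378. *H1.1* was among the former, by 4.201 in wt, 4.82 in *poliv* and 3.09 in *ddm1* on the log2 scale, as was *STM* (3.08, 3.49 and 2.17). Among the latter were *HSFA2* (-4.66, -3.82 and -4.07) and *NRPB1* (-2.57, -2.31 and -1.72). For *CLSY1* the effect was more negative in stem cell nuclei of wt (-1.99, adjusted p = 0.014). For *AGO3* the effect was more positive in stem cell nuclei of *ddm1* (3.62, adjusted p = 0.00192), and the difference did not pass in *poliv* (2.32, adjusted p = 0.122) or wt (0.60, adjusted p = 0.736). For *MET2* the effect was more negative in *ddm1* (-4.13, adjusted p = 0.0011). The comparison also holds the difference between tissue and nuclei, and that in depth between their libraries. By the methods of the paper, it holds a difference in the Smart-seq version as well. From the numbers of genes and their overlaps, the paper concludes that the heat response differs between stem cells and seedlings in all 3 genotypes.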

### Some changes in gene expression persist beyond heat stress

Three wk after heat stress (28), the plants were mature and flowered, and all organs had developed post-heat stress. 

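In wt, neither inflorescence tissue nor stem cell nuclei held a gene or TE past the thresholds of limma 3 wk after heat. In I28, 896 of 17589 genes had an unadjusted p under 0.05, edgeR called no gene and DESeq2 called 8 genes within the compared libraries and 17 over all libraries. In S28, 1154 of 20804 genes had an unadjusted p under 0.05, edgeR called no gene and DESeq2 called 1 and 5 genes. Replicate numbers paired the I28 libraries of wt, and with the replicate as a block 163 genes were higher and 25 lower in HI28, with 5 TEs higher. I28 gave 4 genes without CI28 replicate 2, 2 genes without CI28 replicate 1 or HI28 replicate 2 or 4 and 1 TE without HI28 replicate 1, and S28 gave 1 gene without HS28 replicate 4 and 1 TE without CS28 replicate 3. As sets, heat shock protein and co-chaperone genes had a median log2 fold change of 0.35 in I28 of wt over 28 members (none when adjusted over the list alone, adjusted p = 0.00334 from camera, adjusted p = 0.819 with an estimated correlation) and histone genes a median of -0.40 over 32 (none when adjusted over the list alone, adjusted p = 1.76e-08 from camera, adjusted p = 0.819 with an estimated correlation). Floral organ and anther markers had a median of -0.31 over 12 (none when adjusted over the list alone, adjusted p = 0.00903 from camera, adjusted p = 0.421 with an estimated correlation).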

Correspondingly, gene expression differences were strongly reduced between control and heat-treated samples (Fig. 5A). Nevertheless, 11, 8, and 39 genes remained upregulated in stem cells (HS28) of wt, *poliv*, and *ddm1,* respectively (Fig. 5A, Supplementary Table S2). 

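In S28 of *poliv*, 14 genes were higher in HS28 and none lower with limma (1229 genes at an unadjusted p under 0.05). *WRKY40*, a transcription factor gene of defence, was at 458 ± 120.5 (SD, n = 4) in HS28 and 101 ± 33.9 (SD, n = 4) in CS28, and *TCH4*, a touch-induced gene of cell wall modification, at 373 ± 95.1 (SD, n = 4) and 117 ± 11.6 (SD, n = 4). *CBF2*, of the cold response, was higher by 1.88 on the log2 scale and the calmodulin-like gene *CML38* by 1.69. Touch, wound and jasmonate genes were higher in 3 of 24 (10 higher when adjusted over the list alone, adjusted p = 1.21e-22 from camera). In S28 of *ddm1*, 38 genes were higher and 12 lower, with 4 TEs higher and 3 lower. Heat shock protein and co-chaperone genes were higher in 4 of 29 (the same when adjusted over the list alone, adjusted p = 2.03e-05 from camera, adjusted p = 0.201 with an estimated correlation), with *HSP70* at 70.5 ± 22.6 (SD, n = 3) in HS28 and 11.8 ± 5.62 (SD, n = 4) in CS28 and *HSP90.1* higher by 1.82. *SPL3*, a gene that promotes flowering, was lower, at 354 ± 123 (SD, n = 3) in HS28 and 884 ± 85.5 (SD, n = 4) in CS28. Vasculature markers were higher in 1 of 9, the sucrose transporter gene *SUC2* (3 higher when adjusted over the list alone, adjusted p = 0.0013 from camera, adjusted p = 0.34 with an estimated correlation). Against wt, the heat effect differed for 4 genes in *poliv*, *WRKY40*, *TCH4*, *AT3G52800* and *AT5G01710*, and for none in *ddm1* with limma (1362 genes at an unadjusted p under 0.05) or edgeR, which gave none in *poliv* either. After rescaling, *CML38* in *poliv* and *HSP70* and *HSP90.1* in *ddm1* did not pass. The counts moved with single libraries. The 14 genes of *poliv* became 4 without CS28 replicate 1, 5 without HS28 replicate 1, 7 without HS28 replicate 2 or 3, 8 without CS28 replicate 2 and 25 without HS28 replicate 4, and edgeR gave 1. The 50 genes of *ddm1* became 1401 without HS28 replicate 1, 13 without HS28 replicate 3, 2 without CS28 replicate 1, 1 without CS28 replicate 2 or 3 and 3 without CS28 replicate 4, edgeR gave 1, and rescaling gave 18, of which 55.6% were higher in place of 76.0%. The 7 TEs of *ddm1* became 168 without HS28 replicate 1, 11 without HS28 replicate 2, 3 without HS28 replicate 3 and 1 without any CS28 replicate. The 4 differences of *poliv* from wt became 9 without *poliv* HS28 replicate 4, 2 without wt HS28 replicate 3 and none without *poliv* HS28 replicate 1 or 2, *poliv* CS28 replicate 1, 2 or 4, wt HS28 replicate 1 or 2 or any CS28 replicate of wt, and *ddm1* differed from wt for 11 genes without its HS28 replicate 1, 1 without replicate 2 and 2 without replicate 3.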

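*APA1*, which encodes an aspartic protease, had a log2 fold change of 1.103 in S28 of wt (adjusted p = 0.849 from limma), 0.84 in *poliv* (adjusted p = 0.994) and 1.15 in *ddm1* (adjusted p = 0.51). It was at 661 ± 466 (SD, n = 4) in HS28 and 245 ± 36.4 (SD, n = 4) in CS28 of wt, and at 1109 ± 789 (SD, n = 3) and 359 ± 24.1 (SD, n = 4) in *ddm1*. Directly after heat, it had risen in nonstem cell nuclei, from 341 ± 44.6 (SD, n = 6) to 846 ± 88.6 (SD, n = 6). With DESeq2 over all libraries, *APA1* passed in S28 of wt and *ddm1*.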

*APA1* (*AT1G11910*) that remained high in wt and *ddm1* had been shown to confer drought tolerance upon overexpression (Sebastián et al. 2020). 

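In S28 of *ddm1*, *HSFC1* was at 353 ± 468 (SD, n = 3) in HS28 and 15.4 ± 5.61 (SD, n = 4) in CS28, a log2 fold change of 3.56 that did not pass limma's test (adjusted p = 0.115), and the difference from wt was 3.87 (adjusted p = 0.393). Of genes with the largest differences that did pass, *AT1G56660* was at 516 ± 237 (SD, n = 3) and 80.8 ± 7.51 (SD, n = 4). *BI1*, a gene that restrains cell death, was higher by 2.29 and the chaperone gene *Hsp70-2* by 1.54 on the log2 scale. Endoplasmic reticulum folding genes were higher as a set of 12 (3 higher when adjusted over the list alone, adjusted p = 3.23e-05 from camera, adjusted p = 0.34 with an estimated correlation), and sugar starvation and darkness genes were lower in 1 of 14 (4 lower when adjusted over the list alone, adjusted p = 1.02e-06 from camera, adjusted p = 0.201 with an estimated correlation). Touch, wound and jasmonate genes had a median log2 fold change of 1.21 over 23 (11 higher when adjusted over the list alone, adjusted p = 2.21e-06 from camera, adjusted p = 0.34 with an estimated correlation). *HSFC1* passed with the replicate as a block and with DESeq2 over all libraries, and *BI1* and *Hsp70-2* did not pass after rescaling.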

Most genes upregulated in stem cells of *ddm1* were related to stress response (Supplementary Table S3), including the heat shock transcription factor *HSFC1* (*AT3G24520*) (Supplementary Table S2), indicating that *ddm1* stem cells still displayed stress response 3 wk after heat treatment.

**Figure 5.**
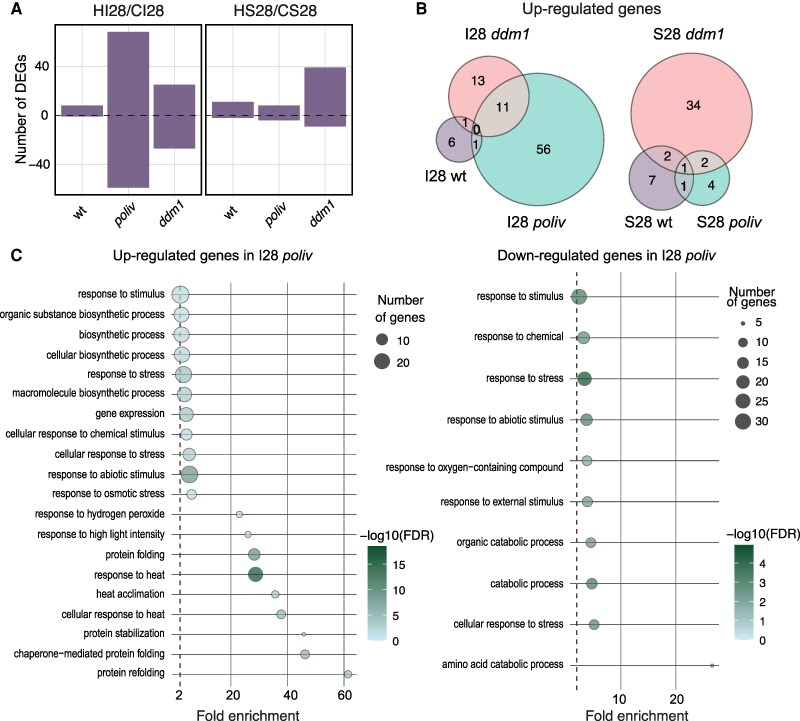
Persistent gene expression changes in *poliv* and *ddm1* after heat stress. wt = wild-type; C: control grown at regular temperature; H: heat-stressed; I: inflorescence meristem; S: stem cell nuclei; all samples from seedlings 28 d after germination. Sample size: wt CI28 (*N* = 3), *poliv* CI28 (*N* = 4), *ddm1* CI28 (*N* = 4), *wt* HI28 (*N* = 4), *poliv* HI28 (*N* = 4), *ddm1* HI28 (*N* = 3), wt CS28 (*N* = 4), *poliv* CS28 (*N* = 4), *ddm1* CS28 (*N* = 4), wt HS28 (*N* = 4), *poliv* HS28 (*N* = 4), and *ddm1* HS28 (*N* = 3). **A)** Number of DEGs in inflorescence meristem tissue (I28) and stem cell nuclei (CS28) 21 d after heat stress. **B)** Three-way Venn diagrams of upregulated genes in I28 and S28 in wt, *poliv*, and *ddm1*. **C)** Gene ontology analysis of upregulated and downregulated genes in I28.

Remarkably, we identified 25/68 up- and 33/55 downregulated heat-induced DEGs in inflorescence meristems (HI) of recovered plants in *poliv* and *ddm1*, respectively (Fig. 5B), in contrast to only 8 up- and 2 downregulated genes in wt. Similarly to HS28, many of these up-DEGs are related to stress response pathways, including response to heat (Fig. 5C). 

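In inflorescence tissue of *poliv*, 133 genes were higher and 37 lower in HI28 than in CI28, and in that of *ddm1* 123 were higher and 9 lower. *TCH4* was at 449 ± 161 (SD, n = 4) in HI28 and 35.8 ± 23.9 (SD, n = 4) in CI28 of *poliv*. The sulfur-deficiency gene *ATSDI1* was higher by 4.82 and the transcription factor genes *ERF105* and *ZAT10* by 4.22 and 3.42 on the log2 scale. In *ddm1*, *FSD1*, an iron superoxide dismutase gene, was at 3746 ± 1523 (SD, n = 3) in HI28 and 134 ± 76.5 (SD, n = 4) in CI28, and *MYB21*, a stamen gene, was at 0 in all 4 CI28 libraries and at 80.6 ± 64.8 (SD, n = 3) in HI28, at least 97-fold higher. *CCA1* was higher in both, at 803 ± 66.1 (SD, n = 4) against 214 ± 40.9 (SD, n = 4) in *poliv* and by 1.85 in *ddm1*. The mutants shared 31 of the higher genes. Here too the counts moved with single libraries. The 170 genes of *poliv* became 70 without HI28 replicate 3, 98 without HI28 replicate 4, 74 without CI28 replicate 1, 75 without CI28 replicate 2 and 263 without CI28 replicate 4, and the 132 genes of *ddm1* became 24 without HI28 replicate 1, 28 without HI28 replicate 2, 82 without CI28 replicate 2 and 280 without CI28 replicate 4. DESeq2 over all libraries gave 48.4% of the called genes of *poliv* as higher, against 78.2% here, and 40.4% in *ddm1*, against 93.2%, and 57 genes in *ddm1*, and edgeR gave 54 genes in *ddm1*. Both of these fits also left out *ddm1* HI28 replicate 2.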

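Heat shock protein and co-chaperone genes were higher in HI28 of *poliv* in 6 of 28, and none was lower (16 higher when adjusted over the list alone, adjusted p = 2.89e-15 from camera, adjusted p = 0.277 with an estimated correlation). *HSP90.2* was at 14176 ± 7304 (SD, n = 4) in HI28 and 3332 ± 1044 (SD, n = 4) in CI28. In *ddm1*, no gene of this list passed alone and the median was 0.78 over 28 (none when adjusted over the list alone, adjusted p = 2.04e-06 from camera, adjusted p = 0.551 with an estimated correlation). Touch, wound and jasmonate genes were higher in 6 of 17 in *poliv* (10 higher when adjusted over the list alone, adjusted p = 2.94e-13 from camera, adjusted p = 0.066 with an estimated correlation), and had a median of 0.91 over 17 in *ddm1* (none when adjusted over the list alone, adjusted p = 2.15e-05 from camera, adjusted p = 0.551 with an estimated correlation). Clock genes were higher in 3 of 13 in *poliv* (the same when adjusted over the list alone, adjusted p = 8.38e-06 from camera, adjusted p = 0.0606 with an estimated correlation) and 3 of 13 in *ddm1* (6 higher when adjusted over the list alone, adjusted p = 5.9e-06 from camera, adjusted p = 0.0698 with an estimated correlation), among them *LHY* (1.67 and 1.43) and *RVE8* (1.399 and 1.38). Sugar starvation and darkness genes were lower in 1 of 13 in *poliv* (5 lower when adjusted over the list alone, adjusted p = 9.51e-13 from camera, adjusted p = 0.299 with an estimated correlation), and had a median of -1.74 in *ddm1* (none when adjusted over the list alone, adjusted p = 0.000312 from camera, adjusted p = 0.551 with an estimated correlation). Of 10 hypoxia genes 1 was lower in *ddm1*, *PCO1* (-1.33) (2 lower when adjusted over the list alone, adjusted p = 0.0135 from camera, adjusted p = 0.551 with an estimated correlation). From the genes that remained up, the paper proposes that DNA methylation is important for a quick recovery after heat and that this adds to the heat sensitivity of the mutants.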

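*HSFA2* was at 157 ± 193 (SD, n = 4) in HI28 and 1.76 ± 1.17 (SD, n = 4) in CI28 of *poliv*, a log2 fold change of 4.48 that did not pass limma's test (adjusted p = 0.202). In *ddm1* its log2 fold change was 3.53 (adjusted p = 0.373). The difference between *poliv* and wt in the heat effect was 3.36 (adjusted p = 0.845). Among heat response genes past the thresholds in *poliv*, the chaperone genes *HSP81-3*, *Hsp70-2* and J2 were higher by 1.96, 1.70 and 1.28 on the log2 scale. With DESeq2, *HSFA2* passed in both mutants, and with the replicate as a block in *ddm1*.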

For *poliv*, 20 out of the 68 upregulated genes are involved in heat stress response, including the heat shock transcription factor *HFSA2* (*AT2G26150*). HSFA2 has previously been shown to drive a transcriptional heat stress memory (Charng et al. 2007; Friedrich et al. 2021) and directly activates many heat stress-responsive genes by recognizing heat-response elements (HREs) in their promoters (Schramm et al. 2006). This includes *ONSEN* and other TEs, and HSFA2 activity could be the main reason for the increase of TE expression upon heat stress (Pietzenuk et al. 2016). This supports the importance of DNA methylation for a quick recovery after heat stress and might contribute to the increased heat sensitivity of *poliv* and *ddm1* mutants.

### Transposons can remain active after the heat stress

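The share of TE reads was computed as normalized counts over TEs in percent of those over genes and TEs, for each library. In unstressed wt, TEs took 0.161 ± 0.0686% (SD, n = 4) in CT7, 2.58 ± 1.5% (SD, n = 8) in CS7, 0.158 ± 0.00881% (SD, n = 3) in CI28 and 1.89 ± 0.913% (SD, n = 4) in CS28. In *poliv* the shares were 0.158 ± 0.0192% (SD, n = 3), 2.38 ± 1.47% (SD, n = 8), 0.165 ± 0.0173% (SD, n = 4) and 2.14 ± 1.01% (SD, n = 4). The 8 *ONSEN* copies, the *COPIA78* retrotransposons activated by heat, took 1.92 ± 0.636% (SD, n = 4) in HT7 and 0.814 ± 0.107% (SD, n = 8) in HS7 of wt. Heat and control were compared by two-sided exact permutation tests, adjusted over 12 comparisons.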

Extending our analysis to TE expression, we quantified the proportion of reads aligning to genes versus TE sequences (Fig. 6A). 

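In libraries labelled *ddm1*, TEs took 2.85 ± 0.425% (SD, n = 4) of the normalized counts in CT7, 25.4 ± 1.94% (SD, n = 8) in CS7, 7.47 ± 2.45% (SD, n = 4) in CI28 and 28.2 ± 2.9% (SD, n = 4) in CS28. Against wt this was 17.7-fold in CT7, 9.83-fold in CS7, 47.2-fold in CI28 and 14.9-fold in CS28. In heat-treated libraries the ratio was 4.58 in HT7, 6.47 in HS7, 27.6 in HI28 and 10.5 in HS28. Every *ddm1* library lay above every wt library in all 8 conditions (two-sided exact permutation tests, adjusted p between 0.00124 and 0.0457 over 16 tests). The share of *poliv* differed from wt in HT7, at 3.04-fold (exact permutation test, adjusted p = 0.0457), and in HS7, at 1.68-fold (exact permutation test, adjusted p = 0.0166), and in none of the controls.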

As expected, this ratio is higher in *ddm1* than in the other 2 genotypes independent of the conditions, due to the much higher baseline of TE activity in this mutant (Hirochika et al. 2000). Nonetheless, in seedling tissue (HT), TE reads increased in all 3 genotypes upon heat (Fig. 6A). 

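After heat, TEs took 2.18 ± 0.612% (SD, n = 4) of the normalized counts in HT7 of wt, 6.63 ± 0.913% (SD, n = 4) in *poliv* and 9.99 ± 0.933% (SD, n = 4) in *ddm1*. In each genotype every HT7 library lay above every CT7 library, which gives p = 0.0286 in a two-sided exact permutation test, the smallest p that these group sizes allow, and an adjusted p = 0.0686 over 12 tests. The rise was larger in *poliv* than in wt by 4.46 percentage points (permutation test with 100000 resamples, p = 0.0135, adjusted p = 0.0476). With only the residuals of a fit of treatment and genotype permuted, a test chosen after the results were seen, the adjusted p = 0.00124 for this difference. For *ddm1*, which differs from wt in the controls already, the difference was 5.11 points. It did not pass with genotype labels permuted (permutation test, adjusted p = 0.133), and passed with residuals permuted (permutation test, adjusted p = 0.00124). *ONSEN* copies took 6.34 ± 0.859% in HT7 of *poliv* and 5.69 ± 0.71% in *ddm1*. Without these 8 copies, TEs took 0.26% in HT7 and 0.161% in CT7 of wt, 0.288% and 0.157% in *poliv*, and 4.29% and 2.85% in *ddm1*.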

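In stem cell nuclei directly after heat, TEs took 3.46 ± 0.788% (SD, n = 8) of the normalized counts in wt, against CS7 not different (exact permutation test, p = 0.168, adjusted p = 0.252). In *poliv* they took 5.82 ± 1.75% (SD, n = 8), higher than in CS7 (exact permutation test, p = 0.00186, adjusted p = 0.0224), and in *ddm1* 22.4 ± 2.45% (SD, n = 8), a lower mean than in CS7 (exact permutation test, p = 0.0168, adjusted p = 0.0686). The heat effect of *poliv* exceeded that of wt by 2.56 percentage points (permutation test, adjusted p = 0.0476, and 0.0148 with residuals permuted). That of *ddm1* differed from wt by -3.92 points (permutation test, adjusted p = 0.65, and 0.00433 with residuals permuted). Without the 8 *ONSEN* copies, the share of *poliv* was 3.71% in HS7 (exact permutation test, adjusted p = 0.245) and that of *ddm1* 20.5%, which then passed as lower than in CS7 (exact permutation test, adjusted p = 0.00932), as it did without organelle-encoded genes (exact permutation test, adjusted p = 0.00186). In inflorescence tissue 3 wk later, TEs took 0.24 ± 0.0984% (SD, n = 4) in wt (exact permutation test, p = 0.143, adjusted p = 0.245), 0.38 ± 0.193% (SD, n = 4) in *poliv* (exact permutation test, p = 0.0571, adjusted p = 0.114) and 6.64 ± 0.728% (SD, n = 3) in *ddm1* (exact permutation test, p = 0.686, adjusted p = 0.714). In S28 they took 2.23 ± 0.797% (SD, n = 4) in wt (exact permutation test, p = 0.514, adjusted p = 0.617), 2.9 ± 2.71% (SD, n = 4) in *poliv* (exact permutation test, p = 0.714, adjusted p = 0.714) and 23.45 ± 6.38% (SD, n = 3) in *ddm1* (exact permutation test, p = 0.286, adjusted p = 0.381). The lower mean of *ddm1* tissue turned to a difference of 0.302 points without CI28 replicate 3 and 0.236 for medians, and the higher mean of *poliv* stem cell nuclei to -0.529 without HS28 replicate 4 and -0.362 for medians.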

We also observed increased TE transcript ratios in stem cell nuclei of wt and *poliv* after heat treatment (HS7), later (HS28), and in inflorescence meristems (HI), but in *ddm1* samples, the proportion was slightly lower at both time points and in meristems.

**Figure 6.**
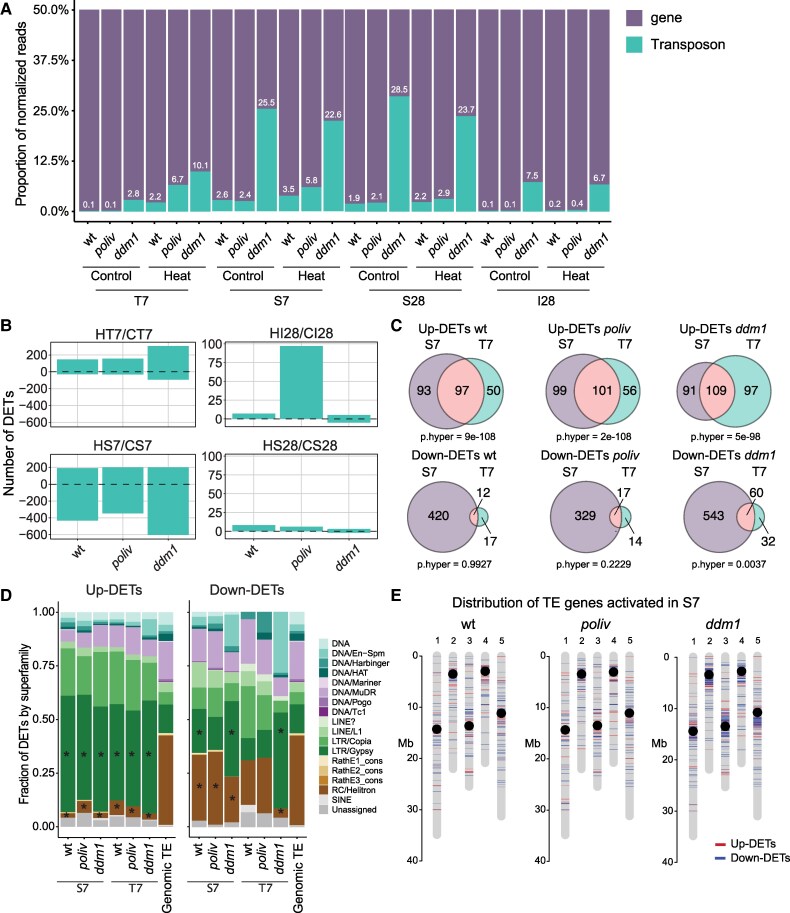
Expression of TEs in response to heat stress. **A)** Fraction of genes and TEs by normalized counts. Sample size as in Figs. 4 and 5. **B)** Number of up- or downregulated TEs by tissues: T7: seedling; I28: inflorescence meristem; S7: stem cell at D7; S28: stem cell at D28. Sample size as in Figs. 4 and 5. **C)** Venn diagrams indicate overlaps of up- and down-DETs between HS7/CS7 and HT7/CT7 for the 3 genotypes. **D)** Fraction of DETs classified by superfamilies. Genomic TE: Proportion of the families in the reference genome. Enrichment analysis was performed using a hypergeometric test (p.hyper), * indicates *P* < 0.05. **E)** Distribution of TE genes activated in HS7 along the 5 chromosomes.

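Among single TEs, the *ONSEN* copy *AT1TE59755* went from 2.76 ± 5.52 (SD, n = 4) to 51229.6 ± 16988 (SD, n = 4) in wt seedlings and from 1.02 ± 2.54 (SD, n = 8) to 5526 ± 1195 (SD, n = 8) in wt stem cell nuclei. *AT4TE42860* fell in stem cell nuclei, from 506 ± 93.3 (SD, n = 8) to 5.49 ± 10.1 (SD, n = 8). In seedlings, 145 TEs rose and 27 fell in wt, 173 rose and 43 fell in *poliv*, and 627 rose and 311 fell in *ddm1*. In S7, 126 rose and 272 fell in wt, 132 rose and 247 fell in *poliv*, and 356 rose and 895 fell in *ddm1*. Without a minimum mean, wt had 367 and *poliv* 363 changed TEs in seedlings, and wt had 699 and *poliv* 655 in stem cell nuclei. With DESeq2 over all libraries, *ddm1* had 512 changed TEs in seedlings and 773 in stem cell nuclei.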

To identify individual TEs that change expression upon heat, we calculated differentially expressed TEs (DETs, Wald test FDR < 0.05 and log_2_ fold change > |1|) of heat-stressed versus control samples for all genotypes (Fig. 6B). 

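TEs that rose in both stem cell nuclei and seedlings numbered 74 (37.6 by chance, one-sided exact hypergeometric p = 1.71e-26) in wt, 81 (40.4 by chance, one-sided exact hypergeometric p = 1.07e-27) in *poliv* and 183 (82.5 by chance, one-sided exact hypergeometric p = 1.65e-48) in *ddm1*, among the TEs tested in both. In wt, 52 TEs rose in stem cell nuclei and not in seedlings and 71 in seedlings and not in stem cell nuclei, and in *ddm1* 173 and 444. These include TEs not tested in the other sample type, as only 231 TEs of wt and 1599 of *ddm1* were tested in both. The test of the difference between the heat effects of the sample types gave 20 TEs with a more positive effect in stem cell nuclei of wt and 209 with a more negative one. The *ONSEN* copy *AT1TE12295* rose by 9.89 in stem cell nuclei and 14.51 in seedlings of wt on the log2 scale.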

The number of upregulated DETs was similar between stem cell nuclei and seedlings, approximately 190 TEs (Fig. 6B), with a significant overlap of heat-induced DETs in stem cells compared to seedlings (Fig. 6C). In addition, 91 and 76 TEs were upregulated independently of the genotype in seedlings and stem cells, respectively (Supplementary Fig. S7A). Of those, 54 showed increased expression in stem cells and seedlings (Supplementary Fig. S7C). These 54 TEs contained all 8 *ONSEN* copies and consisted mainly of LTR/Copia and LTR/Gypsy TEs (Supplementary Table S4); 23 of them were larger than 4 kb and candidates for potentially autonomous elements. 

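Counted in the same way here, 93 TEs rose in seedlings of all 3 genotypes and 62 in stem cell nuclei of all 3. A single genotype alone accounted for 23 TEs in wt, 17 in *poliv* and 480 in *ddm1* seedlings, and for 23, 23 and 274 in stem cell nuclei. In seedlings 1749 TEs were tested in *ddm1* and 303 in wt, so that those of *ddm1* alone include TEs not tested in wt. Of the TEs that rose in *ddm1* alone, 177 in seedlings and 124 in stem cell nuclei had a heat effect that differed from that of wt by limma's test. In seedlings this depended on the tool, as limma called 207 TEs of any kind with a more positive effect in *ddm1* and edgeR 1. In stem cell nuclei the numbers were 185 and 234.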

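In all 6 heat comparisons of T7 and S7, 41 TEs rose, of which 37 are on Table S4. Of the 54 TEs of that table, 45 of 45 tested rose in wt seedlings, 53 of 53 in *poliv* and 54 of 54 in *ddm1*. In S7 51 of 52 rose in wt, 50 of 50 in *poliv* and 50 of 53 in *ddm1*. The study chose these TEs on the same libraries, so that their rise in T7 and S7 is not independent evidence. In N7 of wt, which share no library with those, 54 of 54 rose, with a median log2 fold change of 5.53.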

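All 8 *ONSEN* copies rose in T7, S7 and N7 of each genotype tested. Summed over the copies, wt seedlings went from 22.5 ± 12.7 (SD, n = 4) to 209989 ± 70962 (SD, n = 4) normalized counts, *poliv* seedlings from 52 ± 76.7 (SD, n = 3) to 741609 ± 107184 (SD, n = 4) and *ddm1* seedlings from 4.84 ± 1.36 (SD, n = 4) to 808386 ± 265690.0 (SD, n = 4). Stem cell nuclei went from 53 ± 21.2 (SD, n = 8) to 22154 ± 4413 (SD, n = 8) in wt, from 53.5 ± 25.9 (SD, n = 8) to 59304 ± 8233 (SD, n = 8) in *poliv* and from 40.4 ± 17.85 (SD, n = 8) to 76167 ± 5924 (SD, n = 8) in *ddm1*, and nonstem cell nuclei of wt from 50.4 ± 12.9 (SD, n = 6) to 38384 ± 3074 (SD, n = 6). In S7 of wt, *AT1TE24850* rose least, by 1.64 on the log2 scale, and *AT3TE92525* and *AT3TE89830* by 11.49 and 10.68. *AT1TE71045* was at 0 in CT7 of wt, which makes it at least 8007-fold higher in HT7. The copies are between 4794 and 7839 bp long and share sequence, so that reads counted for one copy may belong to another. The other families of Table S4 included the Gypsy family ATGP10, with 13 members, of which 11 of 11 tested rose in wt seedlings (median log2 fold change 6.30) and 11 of 11 in wt stem cell nuclei (5.30). All 3 members of the Copia family ROMANIAT5 rose in both (6.20 and 7.63), as did both members of ATGP2 (6.78 and 6.58). From the overlap of TEs between the sample types, the paper states that these TEs contain all *ONSEN* copies and consist mainly of Copia and Gypsy elements.

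**Figure D1:**
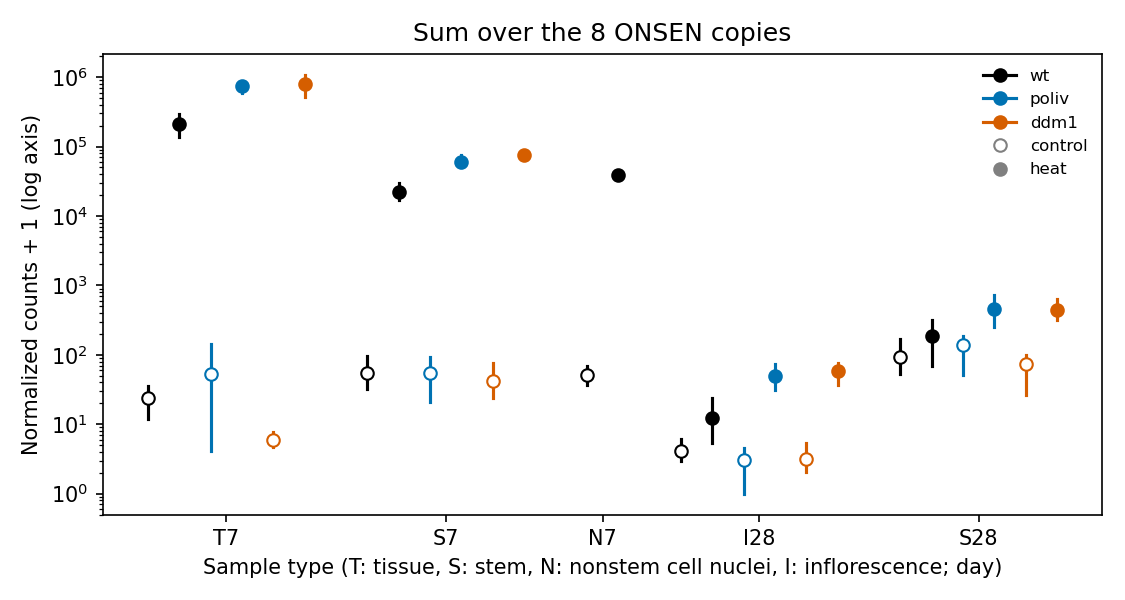
Sum of normalized counts over the 8 *ONSEN* copies, plus 1, on a log axis, for each genotype, sample type and treatment. Points are means over libraries and bars run from the lowest to the highest library, open points are controls and filled points heat-treated samples. Heat-treated T7, S7 and N7 lie far above their controls, with the highest mean in HT7 of *ddm1* (808386) and the lowest of these in HS7 of wt (22154).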

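TEs that fell were more numerous in stem cell nuclei. In all 3 genotypes, 91 TEs fell in stem cell nuclei and 14 in seedlings, and 3 fell in all 6 comparisons. In wt, 264 fell in stem cell nuclei alone, 19 in seedlings alone and 8 (4.91 by chance, one-sided exact hypergeometric p = 0.0847) in both. In wt, 710 TEs were tested in stem cell nuclei and 303 in seedlings, and only 231 in both. Those that fell in one sample type alone thus include TEs not tested in the other. In *poliv* 22 (7.97 by chance, one-sided exact hypergeometric p = 3.81e-08) fell in both and in *ddm1* 189 (92.6 by chance, one-sided exact hypergeometric p = 5.66e-39). *AT5TE18970* fell by 6.80 in wt and 7.78 in *ddm1* stem cell nuclei on the log2 scale, and by 8.48 in nonstem cell nuclei of wt. *AT5TE46220* went from 1234 ± 457 (SD, n = 8) to 0 in all 8 HS7 libraries of *ddm1*. A median of 2751 TEs had at least 1 read in S7 libraries, 2711 in N7 and 1215 in T7.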

Remarkably, the overlap between downregulated TEs is minimal, and the numbers are different: only 7 in seedling tissues compared to 129 in stem cells (Supplementary Fig. S7, B and D). In contrast to the family specificity among upregulated TEs in stem cells and seedlings, the superfamily distribution of downregulated TEs was more similar to the genomic distribution and contained more DNA TEs (Fig. 6D). Only TEs downregulated in *ddm1* were also enriched for LTR/Gypsy elements (Fig. 6D).

Loss of DDM1 results in loss of DNA methylation, primarily at long heterochromatic TEs near centromeres (Zemach et al. 2013), regions that are decondensed by acute heat stress (Pecinka et al. 2010; Dumur et al. 2019). Therefore, we asked for the chromosomal localization of heat-induced up- and downregulated DETs and found them distributed all over all chromosomes in heat-stressed wt and *poliv*, whereas DETs downregulated in *ddm1* are enriched at the pericentromeres (Fig. 6D), concordantly with the enrichment for LTR/Gypsy TEs (Underwood et al. 2017) (Fig. 6E).

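In inflorescence tissue of *poliv*, 21 TEs were higher and 1 lower 3 wk after heat. *AT5TE15240*, an *ONSEN* copy, was at 0 in all 4 CI28 libraries and at 15 ± 2.52 (SD, n = 4) in HI28, at least 22.1-fold higher. The copy *AT3TE92525* was at 1.95 ± 3.9 (SD, n = 4) in HI28 and 0 in CI28, below the minimum mean for a test. The copy *AT1TE12295* had a log2 fold change of 3.504 that did not pass limma's test (adjusted p = 0.0991). Summed, the *ONSEN* copies were at 48.4 ± 17.5 (SD, n = 4) in HI28 and 2.09 ± 1.54 (SD, n = 4) in CI28 of *poliv*, 57.1 ± 20.23 (SD, n = 3) and 2.2 ± 1.5 (SD, n = 4) in *ddm1*, and 11.2 ± 8.49 (SD, n = 4) and 3.1 ± 1.74 (SD, n = 3) in wt. In *ddm1* tissue 7 TEs were higher and 2 lower, and 4 of the higher TEs were shared with *poliv*. TEs with at least 1 read numbered 1791 to 6566 per HI28 library and 722 to 1091 per CI28 library of *poliv*. They numbered 1539 to 4924 and 673 to 893 in wt, and 3657 to 4798 and 2583 to 3007 in *ddm1*. The reads per library were 10683990 to 15016702 in HI28 and 10843448 to 12792392 in CI28 of *poliv*, 11266520 to 13148365 and 7456669 to 10497189 in wt, and 13709113 to 14708918 and 8571853 to 13287711 in *ddm1*. The 22 TEs of *poliv* became 57 without HI28 replicate 2, 4 without HI28 replicate 3, 7 without HI28 replicate 4, 8 without CI28 replicate 1 and 14 without CI28 replicate 2, and the 9 of *ddm1* became 3 without HI28 replicate 1 and 16 without CI28 replicate 4. DESeq2 gave 54 TEs for *poliv* both within the compared libraries and over all libraries, a pseudocount of 5 gave 13, and without a minimum mean 145 were called.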

Intriguingly, we found 97 TEs still upregulated in the inflorescence tissue of D28 *poliv* (Fig. 6B), including 2 members of *COPIA78* (*ONSEN*, *AT3TE92525*, and *AT5TE15240*) (Fig. 7A). 

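The TEs with the largest rises past the thresholds in HI28 of *poliv* were *AT5TE40475*, *AT4TE14145* and *AT5TE40490*. *AT4TE14145* was at 10321 ± 6617 (SD, n = 4) in HI28 and 64.2 ± 46.9 (SD, n = 4) in CI28, a log2 fold change of 7.30. *AT5TE40475* was at 0 in all 4 CI28 libraries and at 305 ± 289.9 (SD, n = 4) in HI28, at least 452-fold higher, and *AT5TE40490* was at 333 ± 337 (SD, n = 4) against 0.695 ± 0.909 (SD, n = 4). The same 3 TEs were higher in HI28 of *ddm1*, *AT4TE14145* at 3848 ± 1813 (SD, n = 3) against 103 ± 21 (SD, n = 4), *AT5TE40475* by 6.15 and *AT5TE40490* by 6.38 on the log2 scale. In *poliv*, *AT5TE40475* and *AT5TE40490* did not pass with a pseudocount of 5, nor *AT4TE14145* and *AT5TE40490* with the replicate as a block.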

We also detected highly increased expression (log_2_ FC > 7.5) of 4 LTR/Gypsies, 2 DNA/MuDRs, and 2 DNA TEs (Fig. 7A). Most of these TEs belong to LTR/Gypsy and LTR/Copia elements (Fig. 7B), and 65 out of the 97 TEs contained a potential HSFA2 binding motif (Supplementary Table S5). 

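Of the 65 TEs with a motif in Table S5, 32 were tested in inflorescence tissue of *poliv* and 10 were higher in HI28, with a median log2 fold change of 3.13. As the study drew them from these libraries, this is not independent evidence. Of the other 269 TEs tested, 11 were higher. In *ddm1*, 2 of 63 were higher, with a median of 0.05, and in wt none of 11 passed with limma, with a median of 2.35, DESeq2 calling 3 TEs of any kind there within the compared libraries.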

The discrepancy in TE expression between I and S28 in *poliv* is likely due to the presence of cytoplasmatic RNA in meristem samples, while this is absent in stem cell nuclei pools. 

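In S28 all 65 TEs of Table S5 were tested in each genotype and none passed with limma, with medians of 0.74 in wt, -0.11 in *poliv* and 0.03 in *ddm1*. The paper proposes that cytoplasmic RNA, present in meristem tissue and absent from nuclei, accounts for the difference between I28 and S28 of *poliv*. Organelle-encoded genes took 39.2 ± 3.19% (SD, n = 4) of the counts in CS28 and 7.07 ± 2.15% (SD, n = 4) in CI28 of *poliv*. The S28 libraries thus did not hold nuclear transcripts alone, and the proposal was not tested here.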

Extrachromosomal copies of retrotransposons (LTR/Gypsy and LTR/Copia) could also be templates for polymerases and could persist for long periods after activating heat stress. The persistent upregulation of *HSFA2* in *poliv* meristems after 3 wk of heat exposure likely contributes to the activation of heat-responsive TEs.

**Figure 7.**
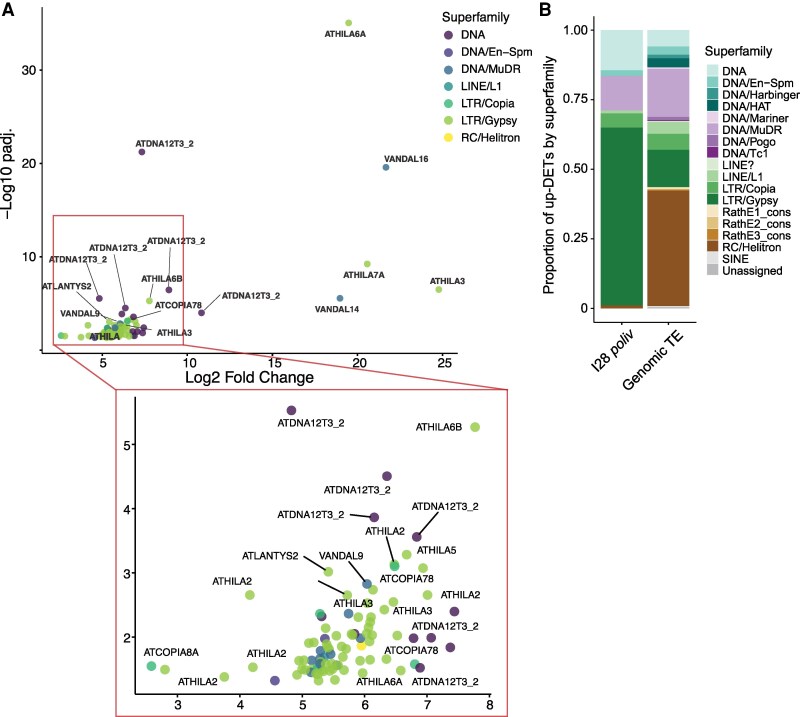
Persistent TE expression changes after heat stress. **A)** Up-DETs of 97 TEs in inflorescence (I28) of *poliv*. **B)** Fraction of TE superfamilies of 97 up-DETs in inflorescences of *poliv*.

### DNA methylation changes in stem cells can persist beyond heat stress

As described, DNA methylation is a central element in the control of TE activity. Changes in this modification at TE sequences have been associated with various stresses (e.g. Wibowo et al. 2016; Korotko et al. 2021). As part of the epigenetic information, DNA methylation changes can persist during several cell division cycles and influence phenotypes (Quadrana and Colot 2016; Wibowo et al. 2016). Loss of components maintaining DNA methylation leads to heritable hypomethylation (Saze et al. 2003; Johannes et al. 2009; Reinders et al. 2009). For stress-induced changes in methylation patterns to become heritable to the next generation, DNA methylation changes must pass through the stem cells that form the germ line. To investigate whether heat stress-induced methylation changes would persist in stem cells, we sampled them for bisulfite sequencing from heat-stressed and control wt, *poliv*, and *ddm1* plant 3 wk after treatment. Large-scale DNA methylation patterns were however similar between heat-treated and control samples (Fig. 8A). As expected, TE DNA methylation in *ddm1* stem cells was low in all sequence contexts and reduced at CHG and CHH in *poliv* (Fig. 8B). Slight differences at CHG sites of TEs in heat-stressed stem cells, decreased in wt but increased in *poliv* (Fig. 8B) were not significant and likely due to interference of heat-induced chromatin decondensation with the activities of CMT2, CMT3, and RdDM.

**Figure 8.**
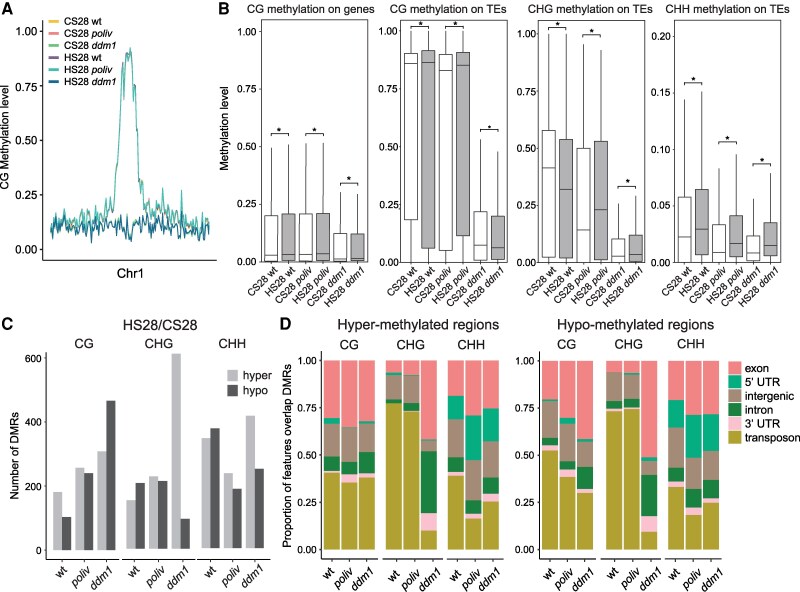
Heat stress triggers long-lasting DNA methylation changes in SAM stem cells of inflorescences. **A)** Relative CG methylation across chromosome 1, quantified in 200 kb windows. **B)** Relative methylation levels for CG sites at genes, CG/CHG/CHH sites at TEs. HS28 indicates stem cells from plants heat-stressed 3 wk earlier; CS28 indicates stem cells from mock-treated control plants. Statistical analysis was performed by Wilcoxon test, * indicates *P* < 0.05. **C)** DMRs at D28. **D)** Hyper- and hypomethylation in different sequence contexts sorted according to different genomic features.

However, employing a two-state hidden Markov model (HMM) (Hüther et al. 2022), we identified differentially methylated regions (DMRs), comprising hundreds of heat-induced hypo- and hyper-DMRs in CG, CHG, and CHH contexts in all 3 genotypes (Fig. 8C). wt showed more hyper- than hypo-DMRs at CGs but less in CHG and CHH contexts. *poliv* had similar numbers of hyper- and hypo-DMRs in CG and CHG contexts but slightly fewer hypo-DMRs in the CHH context. Interestingly, *ddm1*, with generally low methylation levels in all sequence contexts, displayed the highest numbers of heat-induced DMRs, with less hyper- than hypo-DMRs in CG, but considerably more hyper- than hypo-DMRs in CHG and CHH contexts. Most DMRs overlapped with transposons or genic regions, a few with intergenic sequences (Fig. 8D). CG-DMRs overlapped mostly with transposon or exonic sequences. CHH-DMRs overlapped additionally to a large extent with 5′UTRs. Most DMRs in the CHG context in wt and *poliv* overlapped with transposons, in contrast to *ddm1* CHG-DMRs that were mainly in exonic and intronic sequences.

Asking for a significant overlap of DMRs with genes that were still deregulated at D28 (Supplementary Table S6), we found only 4 hypo-DMRs overlapping with 2 genes and 4 TEs with increased expression in HI28 *poliv*, but almost no hyper-DMRs at less expressed genes and TEs at D28. However, even without a direct link to changed expression levels, the presence of hundreds of DMRs in SAM stem cells even after 3 wk of recovery from severe heat stress indicates a window of opportunity for lasting effects. Their occurrence seems to depend to some extent on the different preexisting DNA methylation states in wt and the mutants. However, these DMR sites in the stem cells do not significantly overlap with DMRs identified after different stress treatments in other tissues (Wibowo et al. 2016; Ichino et al. 2021) (Supplementary Table S7). Whether the DMRs occur arbitrarily or at specific sites, whether they are reset during germline differentiation, or can potentially be inherited, remains to be investigated.

## Discussion

Numerous studies have investigated the reaction of plants to adverse elevated temperatures, revealing a complex network of signaling and regulatory components dampening the deleterious effects (recently reviewed by Zhao et al. (2020), Zioutopoulou et al. (2021), Zhou et al. (2022), and Kan et al. (2023)). Beyond the immediate response, acclimation and priming can contribute “memory” effects that help upon continuing or repetitive heat stress (Perrella et al. 2022; Hemenway and Gehring 2023; Kappel et al. 2023; Nishio et al. 2024). How long-lasting such adaptive changes are, and whether they can be transmitted to progeny, is often not clear. However, undisputed evidence for inherited effects of heat stress is new insertions of TEs found after heat exposure of the parental plants (Ito et al. 2011; Matsunaga et al. 2015; Papolu et al. 2022). Their potential to create genetic variation has likely contributed to evolutionary stress adaptation, but only if occurring in those cells that contribute to the germline. The same applies to spontaneous or induced epigenetic changes. Studies of heat stress effects were mostly made by analyzing whole seedlings, organs, or excised tissue. The experiments presented here analyze heat stress effects specifically in the stem cells of the SAM, from which all generative cells originate. The reporter construct labeling the nuclei of the stem cells in wild-type background and introgressed in mutants defective in 2 major epigenetic transposon control pathways allowed transcriptome and methylome analyses, comparing stem with nonstem cells, from control plants, plants with profound but sublethal heat stress, and plants recovering from these conditions.

Not surprisingly, heat stress causes substantial changes in the transcriptome of all samples and a global return to pre-stress states after recovery. During nuclei extraction, we realized that a lower number of nuclei is extractable after heat shock; however, this survival bias should be independent of the tissue type from which the nuclei originate.

Stem cells differ from nonstem cells in their response in specific ways, showing unique patterns in both up- and downregulated DEGs. Stress-related genes, more lowly expressed in stem than nonstem cells, and developmental genes more highly expressed in the stem cell samples point to different “priorities”: the stem cells do not activate the stress response but keep their potential for growth and development, which might prepare these cells for a quick recovery once the stress is over. This hypothesis is in line with the concept of an autonomous heat stress memory, based on a study with gene expression in manually excised meristems (Olas et al. 2021). As in our previous study (Gutzat et al. 2020; Bradamante et al. 2024), stem cells were enriched for *AGO5* and *AGO9* transcripts. Their expression was even further increased in heat-stressed samples, together with *AGO3*, another member of the family encoding transposon-derived sRNA-binding proteins. Although the respective Arabidopsis mutants do not show obvious TE de-repression under nonstress conditions (Jullien et al. 2020; Bradamante et al. 2024), *AGO5* orthologs in maize control the activity of retrotransposons during male gametogenesis, and mutants have strongly reduced male fertility under heat stress (Lee et al. 2021). This suggests a potential and likely complementary role of AGOs in TE repression that may become only evident, or relevant, during stress conditions that increase TE activity. The role of epigenetic factors for heat tolerance is also well documented beyond transposon control (Popova et al. 2013; Zioutopoulou et al. 2021; Ramakrishnan et al. 2022; Nishio et al. 2023). Especially, DNA methylation has been shown to correlate with temperature and geographic origin of different Arabidopsis accessions (Dubin et al. 2015). It was therefore not unexpected that the 2 mutants with decreased DNA methylation included in our study turned out to be more heat-sensitive than the relatively resilient wild-type Col-0, although *ddm1* and *poliv* were not identified as heat-sensitive in a previous study with soil-grown plants (Popova et al. 2013), likely due to differences in growth conditions and plant developmental stages at the time of stress exposure. Also expected were the distinct clusters between wt and *poliv* transcriptional profiles on one side and that of *ddm1* at the other, as the much more drastic loss of DNA methylation in *ddm1* is well documented to change transcription of transposons and protein-coding genes even independent of stress in Arabidopsis and rice (Tan et al. 2016; Lee et al. 2023). Heat-induced changes in our data did not override these genotype-specific differences but overlapped to a large extent. However, although DNA methylation seems to be an important and central component, it must be seen in connection with other chromatin-related factors. These are, among others, its feedback regulation with core histone modification (reviewed in Law and Jacobsen (2010)) or its interplay with the linker histone H1 (Zemach et al. 2013; Choi et al. 2021; Liu et al. 2021). Stem cell-specific analysis of these additional factors is needed in the future to disentangle how far these cells differ in their epigenetic setup from surrounding somatic cells.

Stress response is costly, and the reversion of most transcripts to the pre-heat levels 3 wk after return to regular temperature confirms a quick recovery. The exceptions of persistent changes could have been due to RNA features that would delay degradation. However, a higher number of still upregulated genes in the 2 mutants compared to the wt, and an enrichment of stress-related genes suggest rather a functional selection. Noticeable is the elevated level in the *poliv* mutant of the transcript encoding HSFA2, a heat stress response factor involved in the activation of *ONSEN* transposon with an HRE element in its promoter (Cavrak et al. 2014). *poliv* is the mutant in which new insertions were found in the next generation of heat-stressed parental plants (Ito et al. 2011). Therefore, higher levels of HSFA2 in stem cells and an accumulation of *ONSEN* in the meristem (Cavrak et al. 2014) could have contributed to higher chances of new insertions during formation of the germ line and is in line with more insertions upon defects in the initiating part of the RdDM pathway (Hayashi et al. 2020). However, it must be kept in mind that there are RdDM-independent mechanisms leading to new insertions (Masuta et al. 2017). In addition, the interesting finding that one burst of transposition precludes a second one in the same cell lineage, together with a preference for genic insertions that are likely not interfere with the development of germline and gametes (Gaubert et al. 2017) indicates a sophisticated interplay between genetic and epigenetic factors of host and genetic parasite. As for the exceptional persistence of transcripts during the recovery period, the findings of hundreds of regions at which heat-induced changes in DNA methylation remained within our experimental timeframe are likely part of this relationship. The lasting DMRs in the stem cells were not directly connected with the DEGs or transposons but might represent “windows of opportunities”. Whether they are due to the activity of writers or erasers under stress conditions, passive or arbitrary consequences of drastic genome rearrangements during heat stress, or persist into the next generation, remains to be investigated. Again, DNA methylation is just one component of potentially heritable information that is influenced by heat stress, as indicated by the role of HSFA2 as part of a heat stress memory, where it is required to deposit activating histone modifications (Lämke et al. 2016). Drastic changes in chromatin accessibility and composition reshape the transcriptional landscape between generations regularly, but are likely influenceable by external conditions (Borg et al. 2021; Hemenway and Gehring 2023; Nishio et al. 2023). Therefore, our work is only a starting point to differentiate between transient, long-lasting, and permanent consequences of stress. However, the methodology to analyze the specific population of stem cells, the observed differences between them and other somatic cells, and their role as germ line precursors invite further studies on whether epimutations occur randomly, whether and when they are reset, and whether they lead to permanent gene expression changes. If so, and if they consequentially result in phenotypic effects, they might be relevant, for natural evolution or for breeding purposes.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* ecotype *Col-0* was used for all experiments. The stem cell reporter *pCLV3::H2BmCherry* is described in Gutzat et al. (2020) and here referred to as “wt”, in contrast to the mutants that carry the same reporter after combining it by crossing with *poliv* (*nrpda-3—*SALK_128428) or *ddm1* (*ddm1-10*—SALK_093009). Plants were grown either in vitro on GM medium or soil, with 16/8 h light/dark cycles. Control plants were consistently grown at 21 °C; for heat exposure, we applied 37 and 44 °C for 24 or 48 h.

### Description of samples

An overview of the experimental procedures and sample preparation is presented in Supplementary Fig. S1. Six-day-old seedlings grown in vitro were subjected to either heat exposure (H) or mock treatment as control (C) for 24 h. Following treatment, the seedlings were processed for RNA extraction and transcriptome analysis. For the wild-type, 2 types of samples were prepared: (i) seedling tissue (T), which included whole seedlings without roots, and (ii) nuclei from stem cells (S) and nonstem cells (N), isolated from hand-dissected meristem tissue and separated by fluorescence-activated nuclei sorting (FANS).

Control and heat-stressed seedlings grown in parallel, including the mutants with the stem cell marker, were transferred to soil and allowed to grow for an additional 21 d. At 7 + 21 = 28 d, the tips of the inflorescences containing the shoot apex and inflorescence meristems were dissected. This inflorescence tissue (I) was either processed for RNA extraction or subjected to FANS to isolate stem cell nuclei. These nuclei were then used for RNA and DNA extraction to analyze and compare mRNA levels and DNA methylation patterns.

### DNA extraction

To prepare DNA for methylation analysis by bisulfite sequencing, 5000 FANS-ed nuclei were used to extract DNA with the Quick-DNA microprep kit (Zymo Research #D3020).

For Southern blots, DNA was extracted from 300 mg of above-ground tissue of seedlings with a cetyltrimethylammonium bromide (CTAB)-based method adapted from https://opsdiagnostics.com/notes/protocols/ctab_protocol_for_plants.htm. In short, frozen tissues were ground and transferred to 1.5 mL CTAB buffer with 1% PVP and 1% RNase and incubated at 60 °C for 30 min. The tubes were centrifuged twice for 10 min at 14,000 *g* to remove debris. Supernatants were transferred to new tubes containing chloroform/isoamyl alcohol, carefully mixed, and centrifuged at 10,000 *g* for 2 min. The aqueous upper phases were transferred, mixed with 0.7 volume of isopropanol, and incubated at −20 °C overnight. The samples were centrifuged at 14,000 *g* for 15 min, the supernatants were removed, and the pellets washed twice with 70% ethanol. The pellets were dried under a sterile hood for 5 min and resuspended in 70 *µ*L TE.

### RNA extraction

Ten dissected seedlings (T) or 10 inflorescence meristems (I) were used for trizol RNA extraction adapted from Rio et al. (2010). Frozen tissues were ground and mixed with 375 *µ*L of TRI agent and incubated on ice for 10 min. Next, 100 *µ*L of chloroform was added and vigorously vortexed. The tubes were centrifuged for 10 min at 14,000 *g* and the aqueous phases were transferred to new tubes containing 1 volume of isopropanol and 1 *µ*L of RNA-grade glycogen (ThermoFisher #R0551). The mix was incubated at −20 °C overnight. The tubes were centrifuged, and pellets were washed twice with 70% ethanol and dried for 5 min. The pellets were dissolved in 50 *µ*L nuclease-free water.

### Southern blots for the detecting of ONSEN extrachromosomal DNA

For Southern blot detection, 10 *µ*g of genomic DNA was restricted by *Hpa*II (ThermoFisher # ER0511) overnight. Afterward, the enzyme was inactivated by incubating the tubes at 95 °C for 5 min. DNA was precipitated by adding 3 volumes of ethanol, 1/10 volume of 3 m NaAc pH 5.2, and 1 *µ*L of glycogen and incubated at −20 °C overnight. The mixtures were centrifuged at 14,000 *g* for 15 min, the supernatants removed, and the pellets were washed twice with 70% ethanol. The DNA pellets were eluted in 20 *µ*L TE buffer. After adding the gel loading solution, the samples were run on 1% TAE agarose gels.

After sufficient separation, the gels were rinsed with 250 mm HCl for 10 min, then with denaturation solution (500 mm NaOH, 1.5 m NaCl) for 30 min, and incubated in a neutralization buffer (0.5 m Tris, 1.5 m NaCl, 1 mm EDTA) for 30 min. DNA was transferred onto a Hybond NX membrane (Merck #GERPN203T) and cross-linked by a UV linker (Stratagene UV Stratalinker 2400).

The probe was generated by PCR amplification of the *ONSEN* sequence with forward primer TCTAGAATCATCTTCCACCTCCTTA and reverse primer ATCCTTGATAGATTAGACAGAGAGCT. The resulting amplicon was labeled with α-^32^P-dCTP using the labeling kit (Aligent #300385). The membranes were hybridized with the denatured probe at 65 °C overnight in hybridization buffer (0.4 m Na_2_HPO_4_, 0.1 m NaH_2_PO_4_, 20% SDS, 0.5 mm EDTA) and exposed to a phosphor screen for 1 d and imaged by phosphor-imager (Amersham Typhoon).

### Fluorescence-activated nuclei sorting (FANS)

FANS was adapted from a protocol described before (Gutzat and Mittelsten Scheid 2020; Bradamante et al. 2024). Briefly, 200 mg of above-ground seedlings at D7 and inflorescence meristems at D28 were collected in ice-cold Galbraith buffer (Galbraith et al. 1983) (45 mm MgCl_2_, 30 mm sodium citrate, 20 mm MOPS, 0.1% triton, 0.5% 2-mercaptoethanol), Ribolock RNase Inhibitor (1 U/*µ*L Thermo Fisher Scientific #EO0382), and protease inhibitor cocktail added (Roche #06538282001) according to manufacturer's indication. To isolate nuclei, tissues were disrupted using a TissueRuptor (Qiagen #990890) for 1 min at 5,000 rpm, and debris was filtered (Sysmex #04-0042-2316). After filtering, the suspension was centrifuged at 1,500 *g* for 10 min, and pellets were washed twice with 1 and 2 mL Galbraith buffer, respectively, containing 5 *µ*g/mL DAPI (Sigma #D9542-1MG). Nuclei were sorted according to the detection of mCherry and DAPI fluorescence on a BD FACSAriaTM III Cell Sorter (70 *μ*m nozzle). Gates were adjusted using nontransgenic Col-0 nuclei as reference.

### mRNA and bisulfite library preparation and sequencing

From FANS-sorted material, bulks of 100 nuclei for each replicate were used for library preparation. Smart-seq v2 (seedling, inflorescence meristem, stem cell D28) and v3 (stem cell D7) library preparation and sequencing were performed by the Next Generation Sequencing Facility (Vienna BioCenter Core Facility) NovaSeq SP SR100. For bisulfite sequencing, libraries were prepared with the Pico Methyl-Seq prep kit (Zymo Research #D5456) and sequenced by the Next Generation Sequencing Facility (Vienna BioCenter Core Facility) NovaSeq SP SR100.

### RNA-Seq analysis

The analysis strategy is explained in detail in Bradamante et al. (2024). With the release of the Arabidopsis genome annotation TAIR8, a transposon annotation based on multiple homology-based predictions has been integrated (Buisine et al. 2008). Existing annotations that overlap with TE annotations have been reclassified under the locus type “transposable element gene” (https://arabidopsis.org/download_files/Genes/TAIR8_genome_release/Readme-transposons). This introduces an issue of redundant annotations when aligning and assigning sequencing reads to genes, transposons (TEs), or TE genes. To prevent the resulting overlap between TE genes and TEs, we excluded TE genes from the TAIR10 annotation and incorporated TEs as a single feature type (TAIR10 + TEs). Raw bam files were converted to fastq by bedtools (v2.27) (Quinlan and Hall 2010). The fastq files were used as input for the nextflow rnaseq pipeline (v21.02.0) (Ewels et al. 2020) with additional parameter “--clip_r1 19 --clip_r2 9 --three_prime_clip_r1 5 --three_prime_clip_r2 5”. Output count files were used to analyze differential gene and TE expression by DESeq2 (Love et al. 2014) with filtering out loci with less than 5 reads per genotype on average and with the cutoff of *p.adj*. < 0.05, log_2_ fold change > |1|. Gene ontology enrichment was performed using the PANTHER classification system (https://geneontology.org). Visualization of the data was done with R using the packages tidyverse, ggplot2 (Wickham 2016), pheatmap (Kolde 2018), and chromplot (Oróstica and Verdugo 2016).

### Bisulfite-seq analysis

Raw bam files were converted to fastq by bedtools (v2.27) (Quinlan and Hall 2010). Adaptors were removed with trim galore (v0.6.2) (Krueger and Andrews 2011) with parameter --clip_r1 13 --three_prime_clip_r1 12. Genome alignment was performed with bismark (v0.22.2) (Krueger and Andrews 2011) with bowtie2. Output files were deduplicated by deduplicated_bismark (bismark v0.22.2). The methylation level was obtained from methylpy call-methylation-state (v1.2.9) (Schultz et al. 2015). DMRs were obtained using a two-state HMM method on nextflow methylscore (v21.10.06) (Hüther et al. 2022).

## Supplementary Material

kiaf110_Supplementary_Data

## Data Availability

Sequence data from this article can be found in the Gene Expression Omnibus database at https://www.ncbi.nlm.nih.gov/geo/, accession number GSE223915. Accession numbers of genes mentioned in the text are listed in Supplementary Table S8.

## Supplementary data

The following materials are available in the online version of this article.

**Supplementary Figure S1.** Schematic description of sample preparation.

**Supplementary Figure S2.** Analysis of *ONSEN* extrachromosomal DNA quantified through Southern blot hybridization (extended from Fig. 1B).

**Supplementary Figure S3.** Collection of stem cell nuclei marked with fluorescence proteins.

**Supplementary Figure S4.** Principal component analysis (PCA) of mRNA data, separated by chronological age of the samples.

**Supplementary Figure S5.** Gene ontology analysis of uniquely up- and downregulated genes in seedlings.

**Supplementary Figure S6.** Gene ontology analysis of various gene sets.

**Supplementary Figure S7.** Venn diagrams illustrating differentially expressed transposons (TEs) in seedlings (T7) and stem cells at day 7 (S7).

**Supplementary Table S1.** Differentially expressed genes and GO term analysis.

**Supplementary Table S2.** Differentially expressed genes at D28.

**Supplementary Table S3.** Gene ontology enrichment of upregulated genes in SC7 ddm1.

**Supplementary Table S4.** Heat-induced TEs independent of geno- and tissue type.

**Supplementary Table S5.** Potential TEs containing HSF binding sites.

**Supplementary Table S6.** Overlaps between differentially expressed genes/TEs and differentially methylated regions.

**Supplementary Table S7.** DMRs overlapping with hypervariable DMRs.

**Supplementary Table S8.** List of gene names and accession numbers.

## Dive Curated Terms

The following phenotypic, genotypic, and functional terms are of significance to the work described in this paper:

CMT2 Gramene: AT4G19020
CMT2 Araport: AT4G19020

CMT3 Gramene: AT1G69770
CMT3 Araport: AT1G69770

DCL3 Gramene: AT3G43920
DCL3 Araport: AT3G43920

RDR2 Gramene: AT4G11130
RDR2 Araport: AT4G11130

TRI Gramene: AT2G29330
TRI Araport: AT2G29330

AGO5 Gramene: AT2G27880
AGO5 Araport: AT2G27880

CLV3 Gramene: AT2G27250
CLV3 Araport: AT2G27250

NRPD2B Gramene: AT3G18090
NRPD2B Araport: AT3G18090

AGO2 Gramene: AT1G31280
AGO2 Araport: AT1G31280

MET1 Gramene: AT5G49160
MET1 Araport: AT5G49160

DDM1 Gramene: AT5G66750
DDM1 Araport: AT5G66750

# Supplementary material for: Heat stress response and transposon control in plant shoot stem cells
**Source:** Plant Physiol. 2025 Mar 28;197(4):kiaf110. doi: 10.1093/plphys/kiaf110
**Supplement:** kiaf110_Supplementary_Data

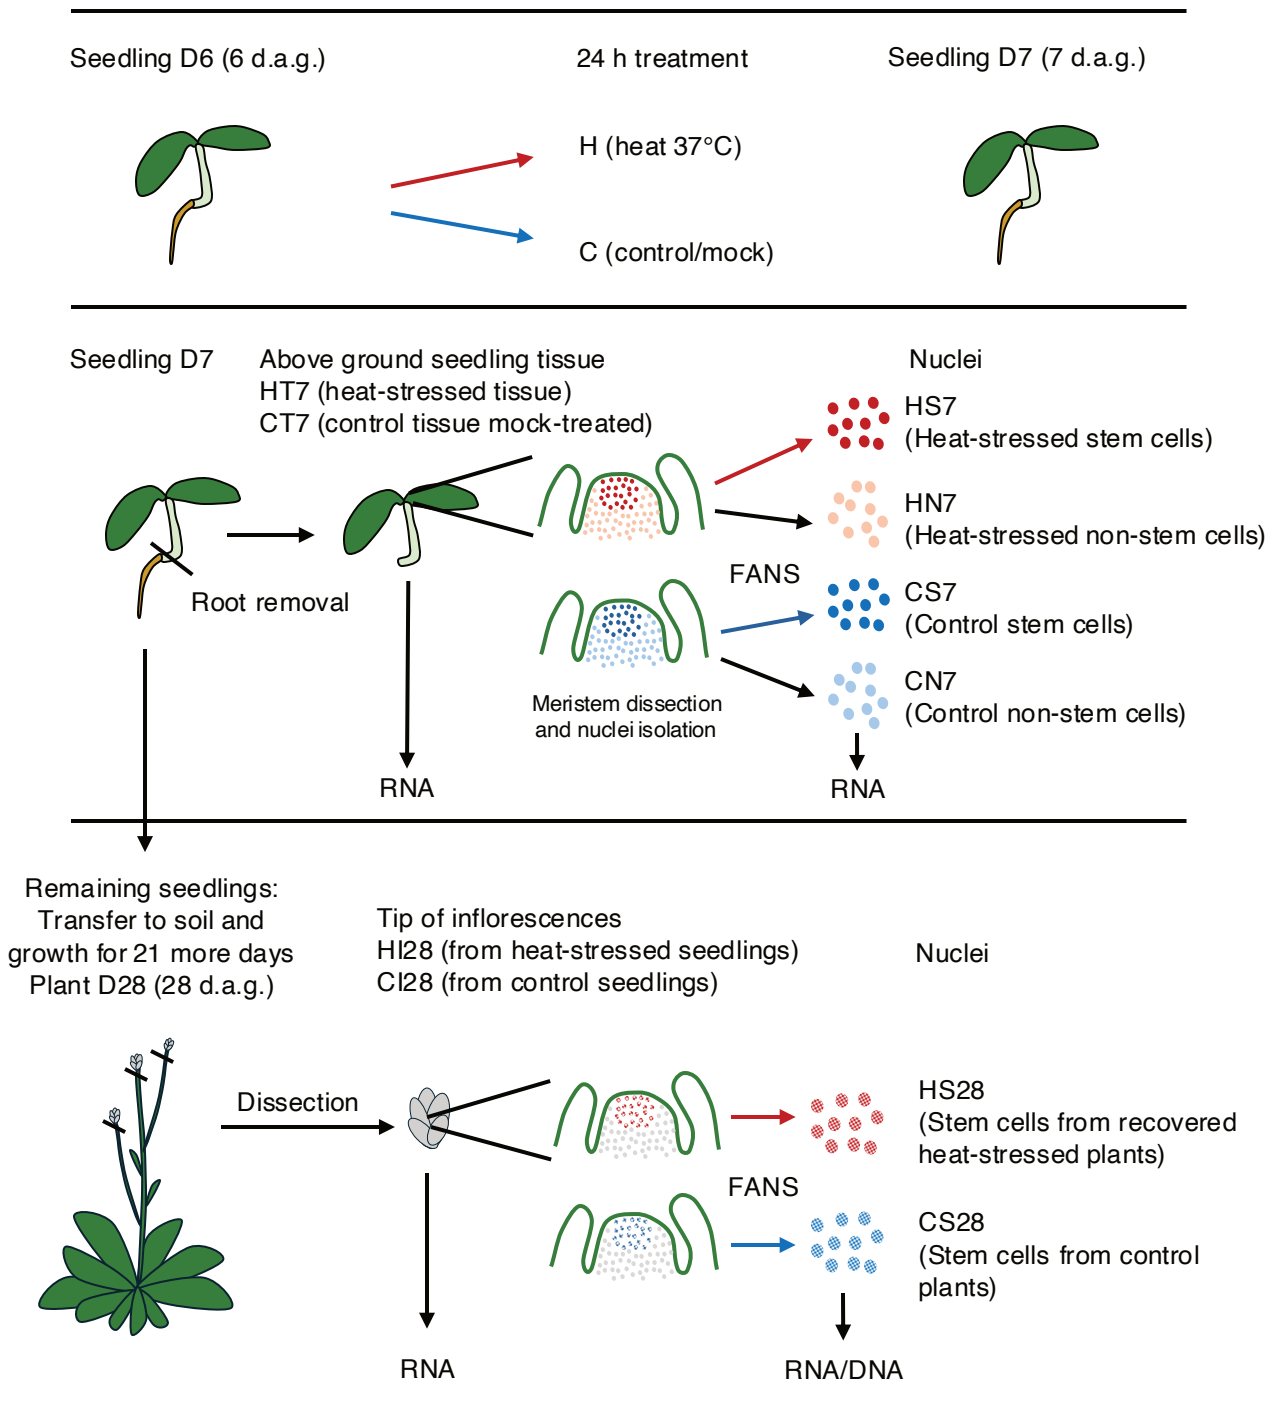

Supplemental Figure S1. Schematic description of sample preparation

d.a.g.: days after germination; FANS: fluorescence-activated nuclei sorting; RNA: transcriptome analysis; DNA: DNA methylation analysis. Genotypes in the study: Col-0 (accession background of all strains); wt (*pCLV3::H2BmCherry* in Col-0); *poliv* (*pCLV3::H2BmCherry* in *nrpda-3* - SALK_128428); *ddm1* (*pCLV3::H2BmCherry* in *ddm1-10* - SALK_093009).

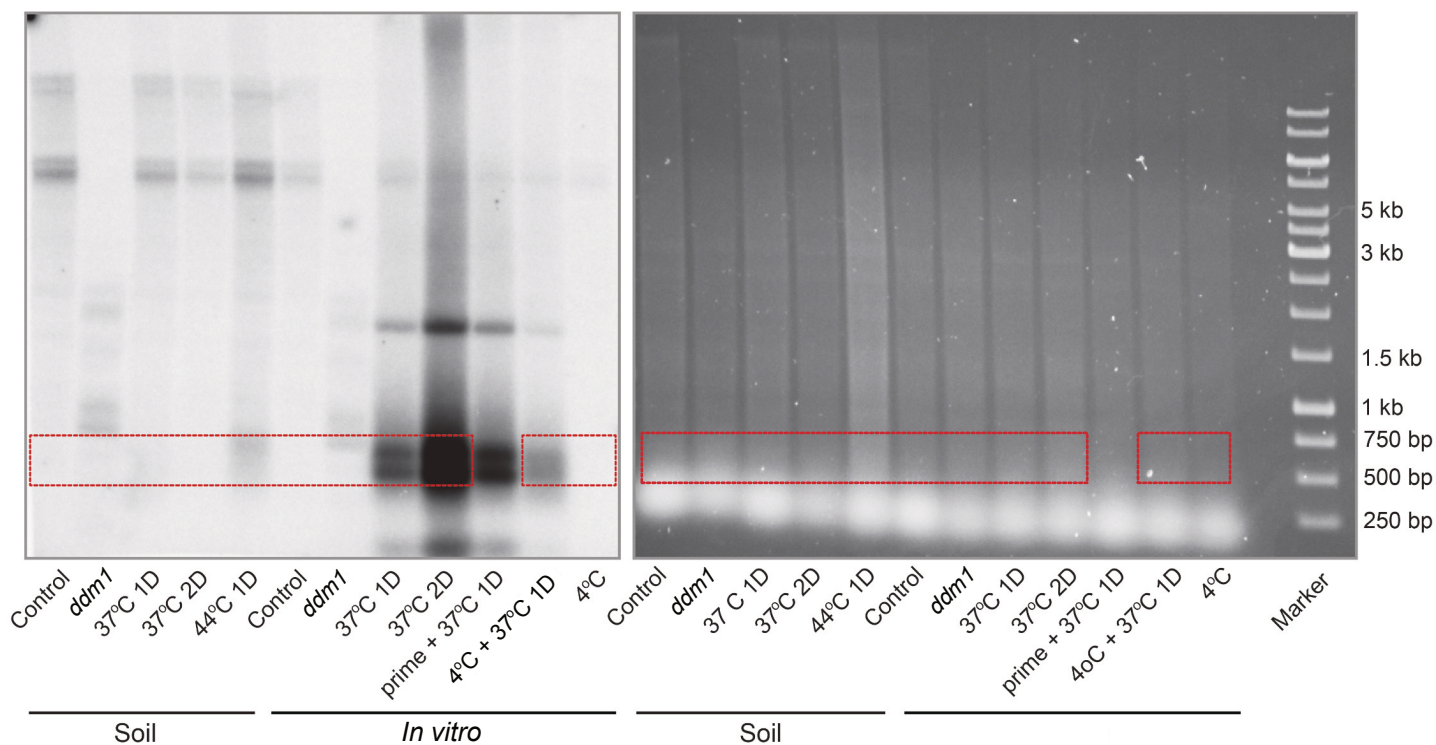

Supplemental Figure S2. Analysis of *ONSEN* extrachromosomal DNA quantified through Southern blot hybridization (extended from Figure 1B). Each lane indicates the culture medium, temperature, and heat stress duration. All samples correspond to wild type plants, except for *ddm1*. The red boxes indicate blot and gel sections shown in Figure 1B.

A

Control condition
Col-0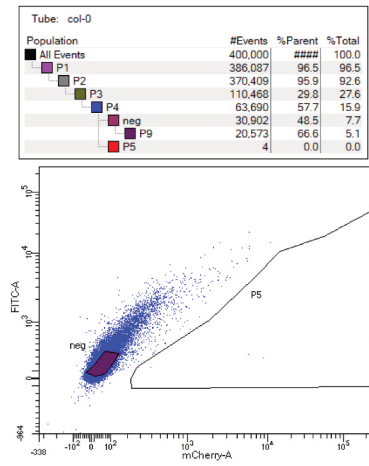*pCLV3::H2BmCherry* in Col-0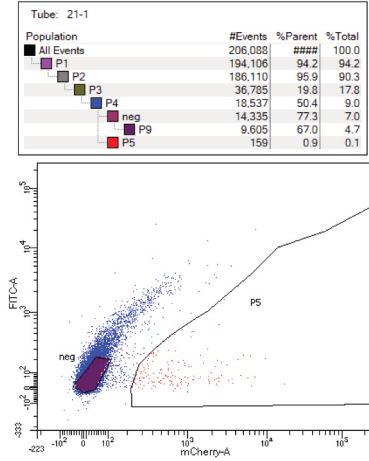*pCLV3::H2BmCherry* in *poliv*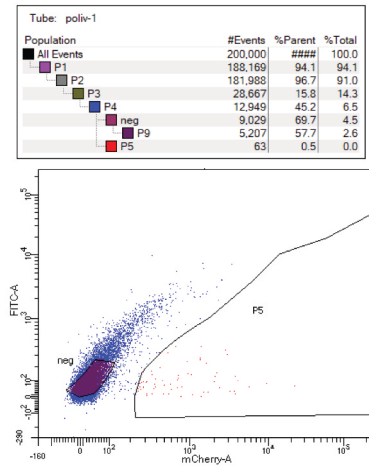*pCLV3::H2BmCherry* in *ddm1*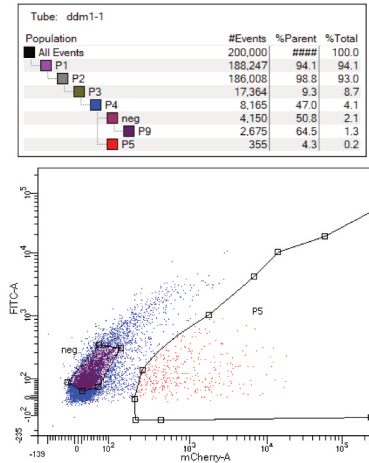Heat stress
Col-0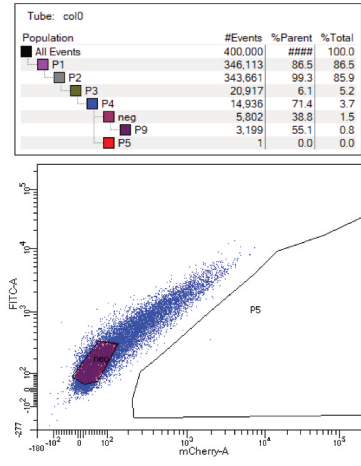*pCLV3::H2BmCherry* in Col-0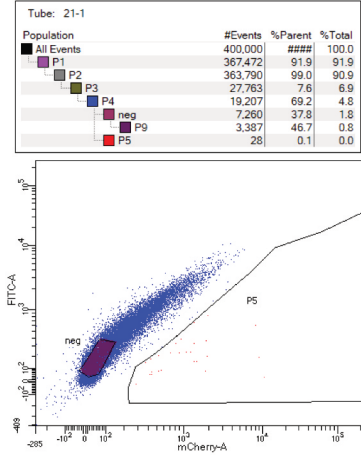*pCLV3::H2BmCherry* in *poliv*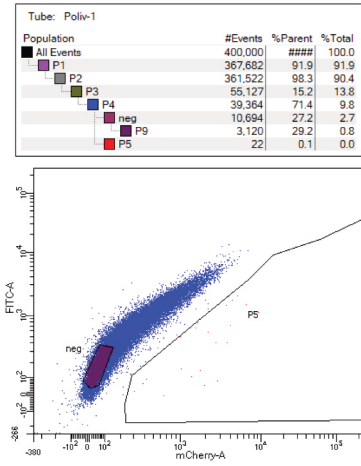*pCLV3::H2BmCherry* in *ddm1*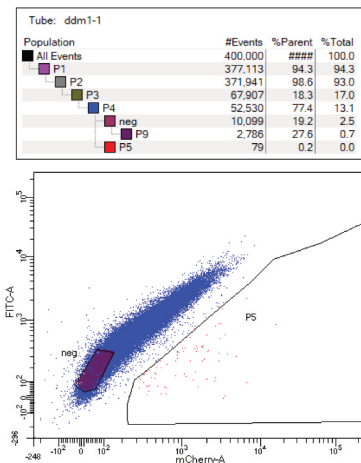

B

CVL3

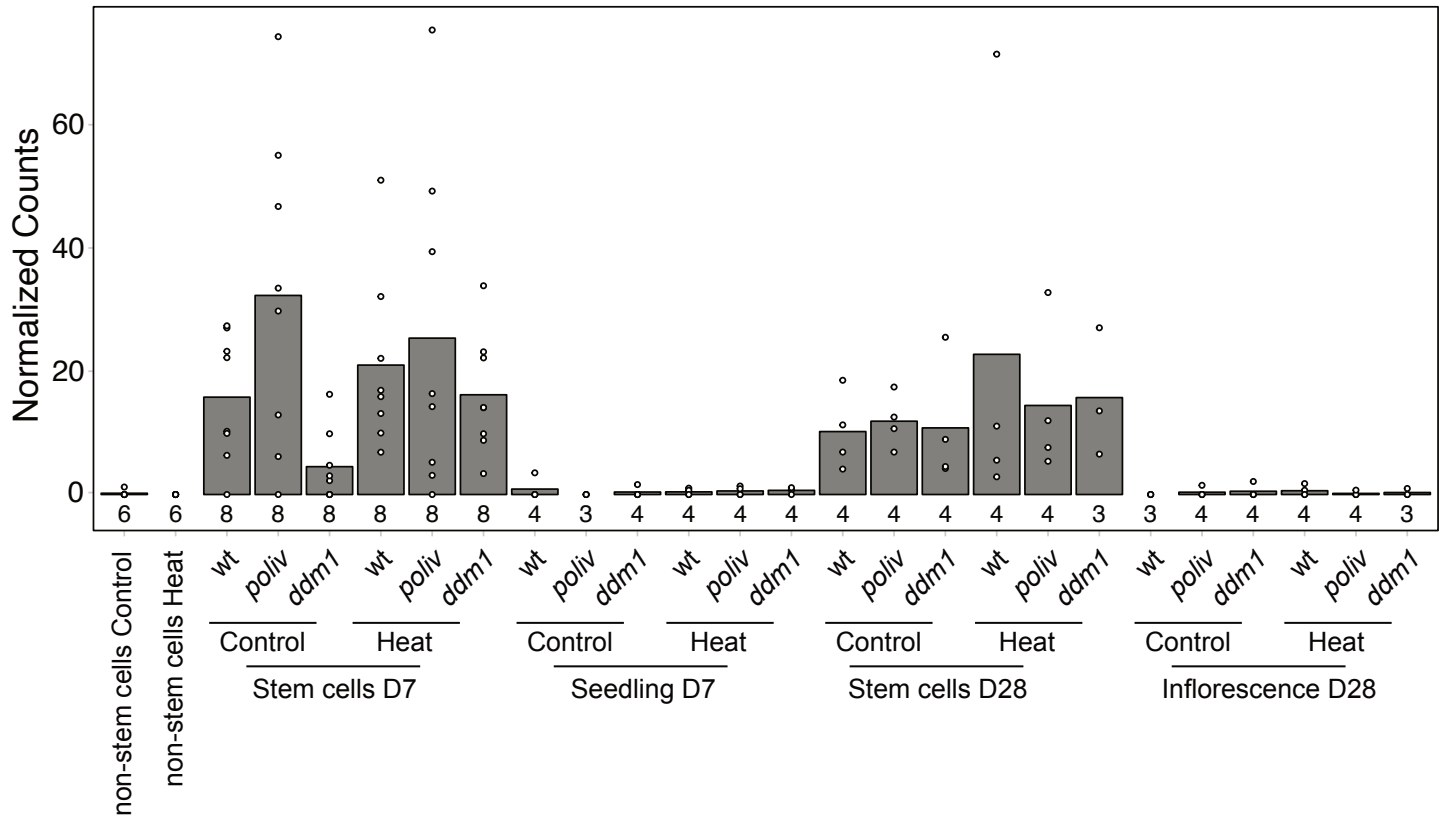

Supplemental Figure S3. Collection of stem cell nuclei marked with fluorescence proteins. (A) Flow cytometry plots showing the results of fluorescence-activated nuclei sorting for control (left) and heat stressed (right) samples of Col-0 and Col-0 wt, *poliv*, and *ddm1* containing the *pCLV3::H3BmCherry* reporter. Gate P5 highlights the number of stem cell nuclei detected per runtime (200,000 or 400,000 events). **(B)** Normalized *CLV3* counts are shown for all samples. Sample sizes (N) are indicated under the bars.

A

PCA analysis of D7 samples

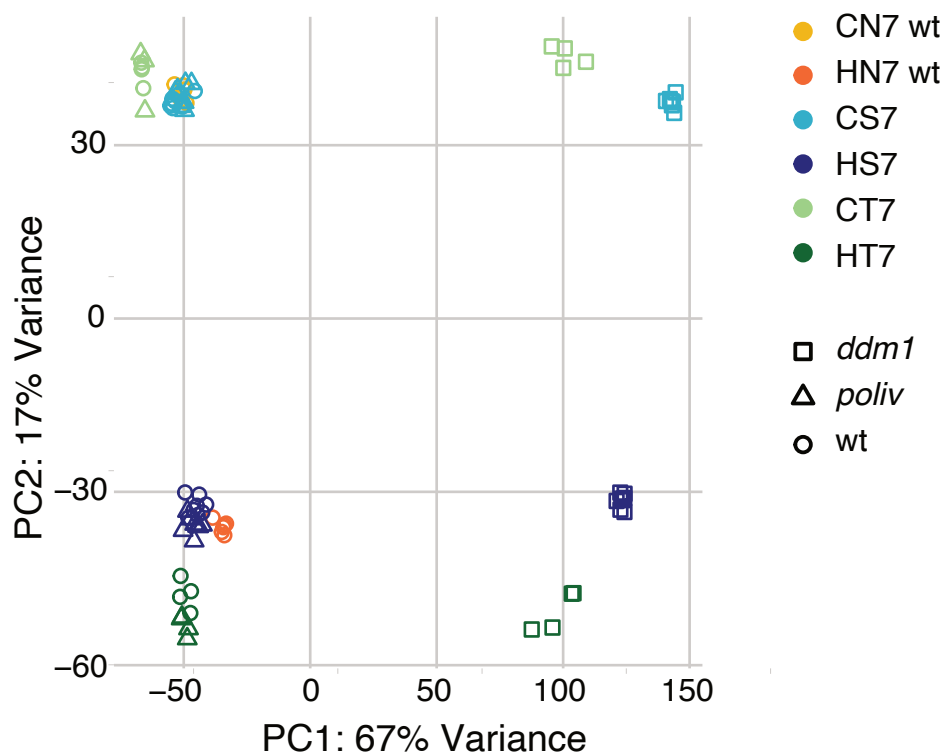

B

PCA analysis of D28 samples

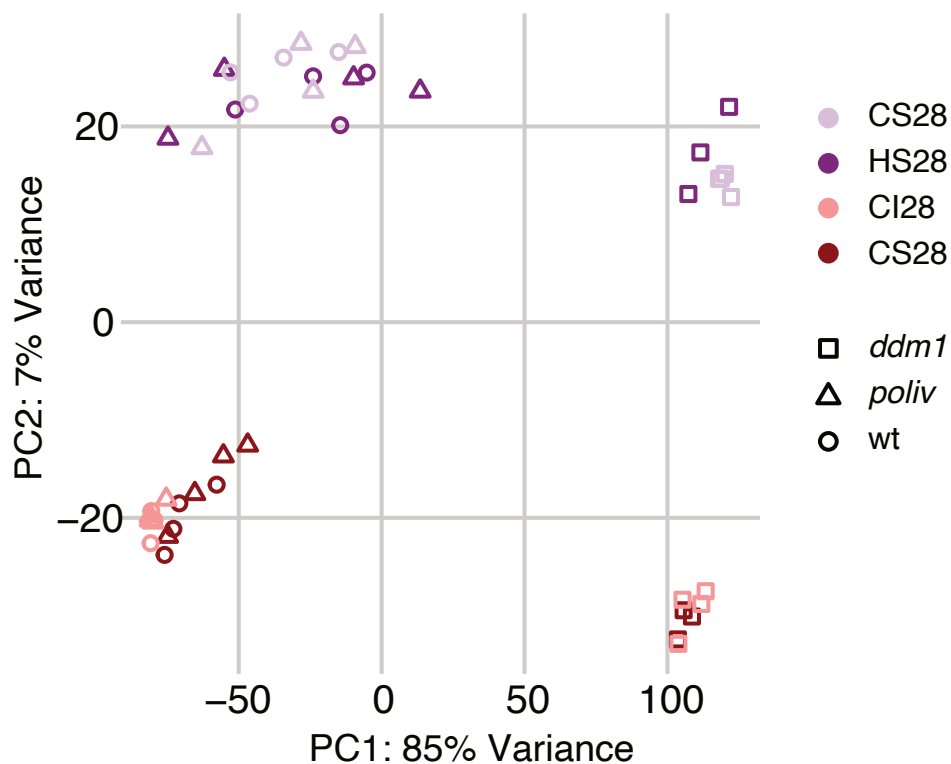

Supplemental Figure S4. Principal component analysis (PCA) of mRNA data, separated by chronological age of the samples. (A) D7 samples collected 7 days after germination. (B) D28 samples collected 28 days after germination. wt, *poliv*, *ddm1* depict genotypes; C: grown at regular temperature; H: grown at elevated temperature; I: Inflorescence; T: whole seedling tissue; S: sorted stem cell nuclei; N: sorted nuclei not expressing the stem cell marker.

A Up-DEGs overlap of T7 *poliv* and T7 *ddm1* (231 genes)

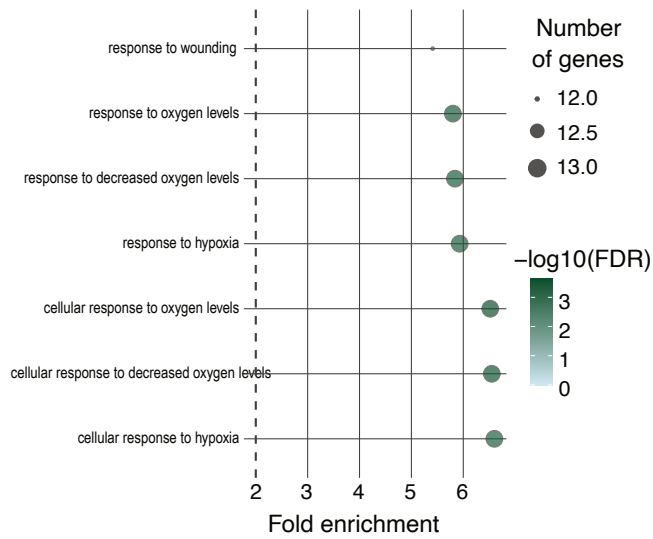

B Down-DEGs overlap of T7 *poliv* and T7 *ddm1* (260 genes)

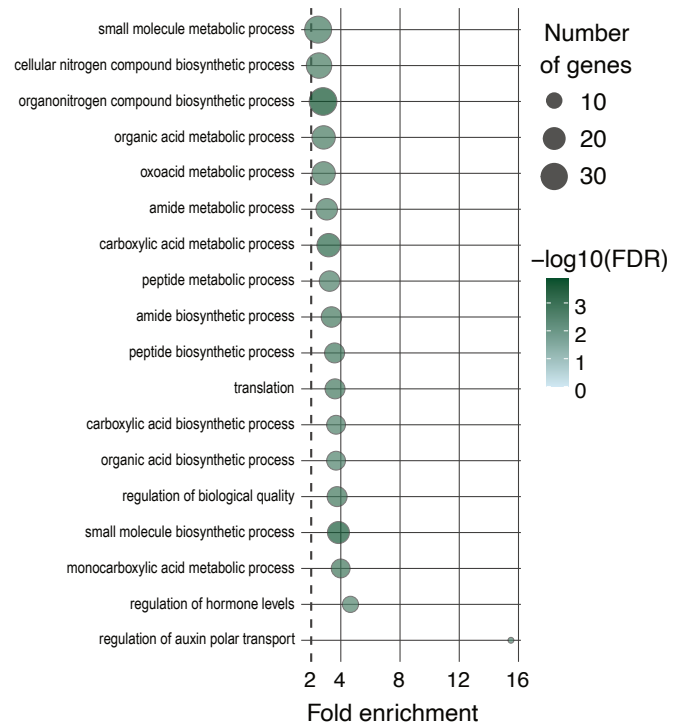

Supplemental Figure S5. Gene ontology analysis of uniquely up- and down-regulated genes in seedlings. (A) A total of 231 up-regulated genes and (B) 260 down-regulated genes are shared between *poliv* and *ddm1*. T7 = seedlings from plants 7 days post-germination.

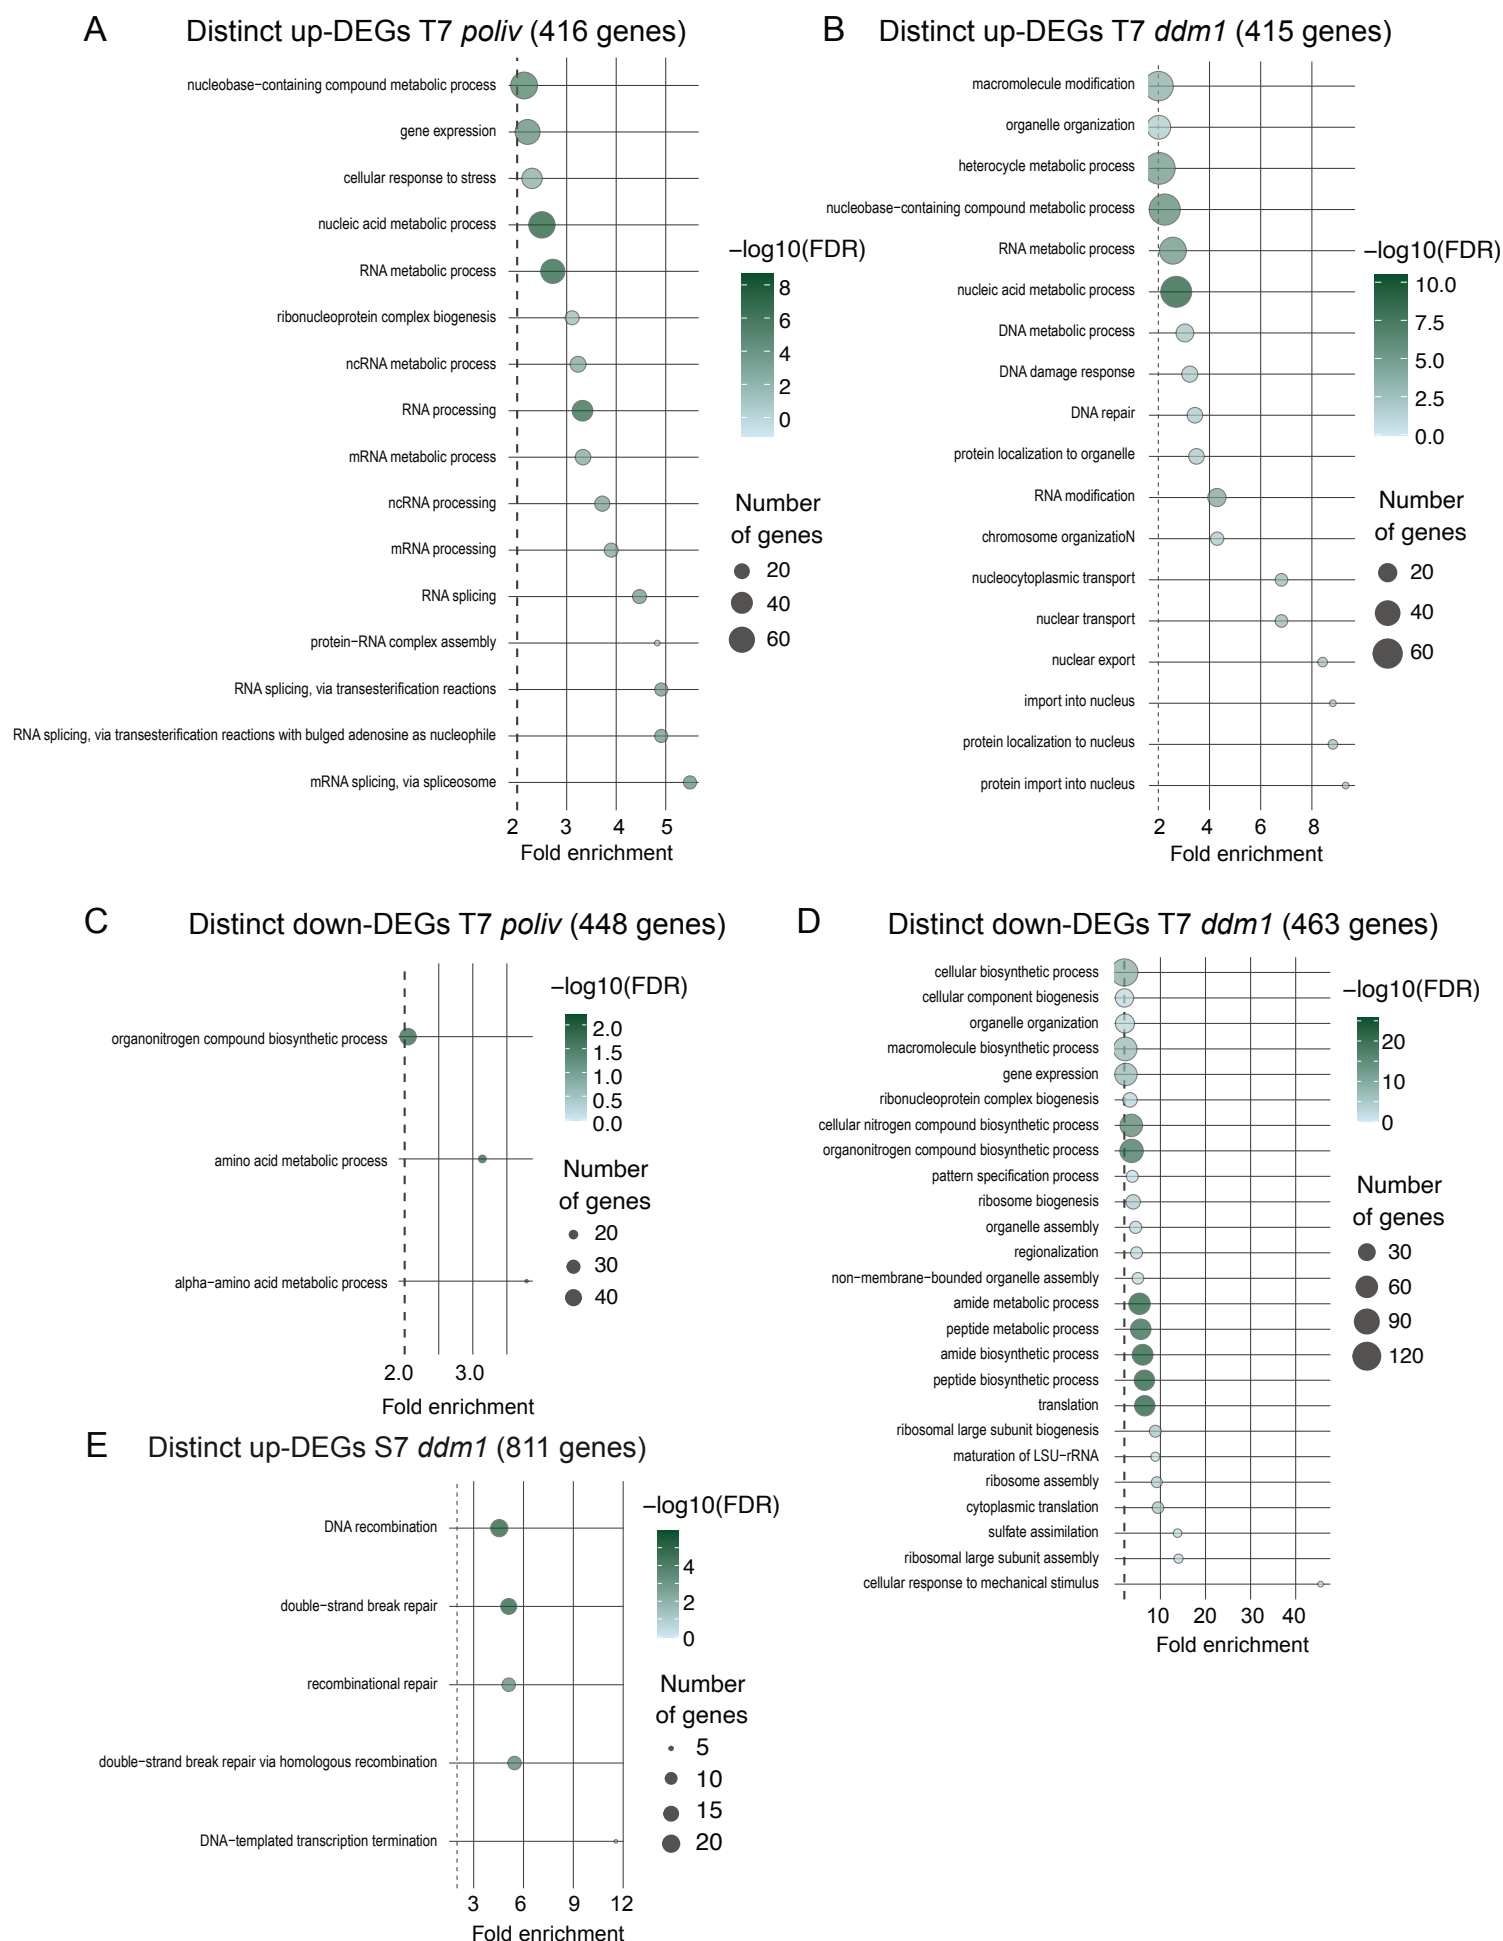

Supplemental Figure S6. Gene ontology analysis of various gene sets. (A) Distinct up-regulated genes in *poliv* and (B) *ddm1* seedling. (C) Distinct down-regulated genes in *poliv* and (D) *ddm1* seedlings. (E) Distinct up-regulated genes in *ddm1* stem cells. T7 = Tissue (seedlings), S7 = stem cell nuclei isolated from plants 7 days post-germination.

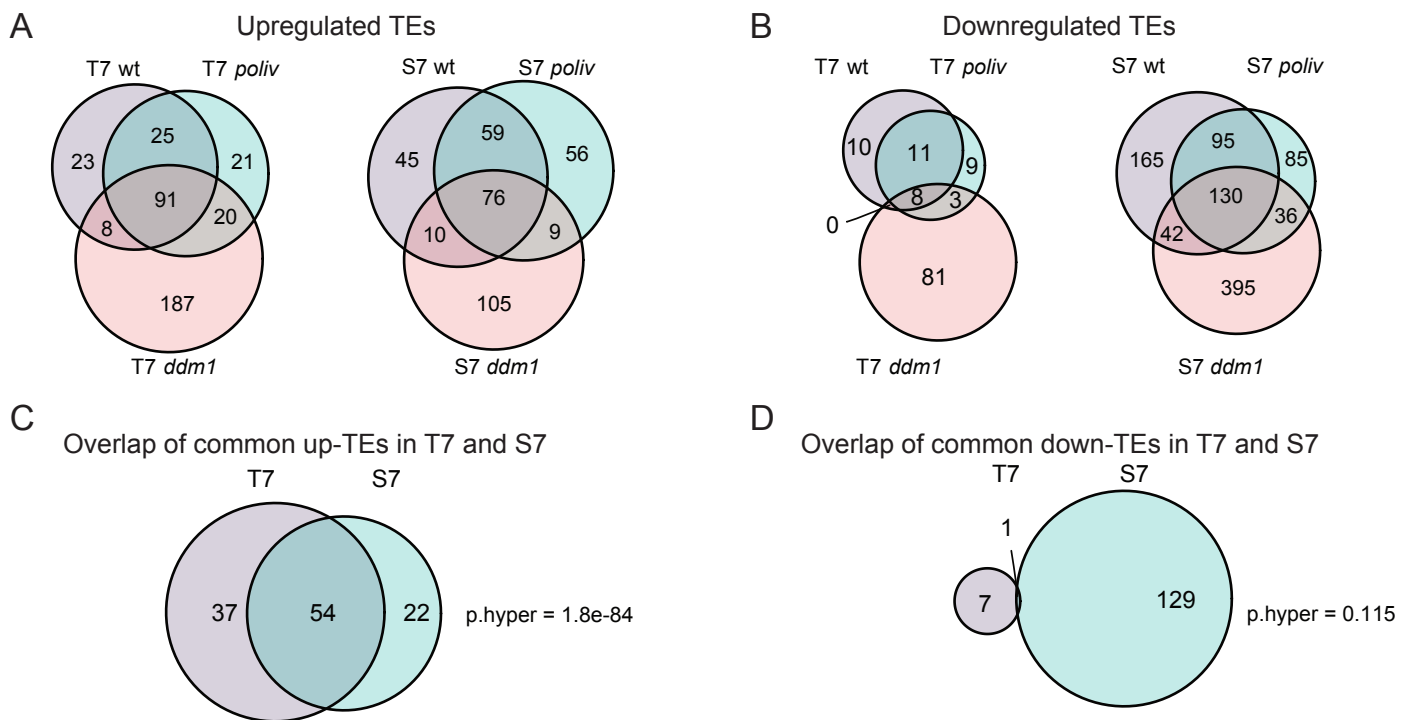

Supplemental Figure S7. Venn diagrams illustrating differentially expressed transposons (TEs) in seedlings (T7) and stem cells at day 7 (S7). **(A)** Up-regulated TEs. **(B)** Down-regulated TEs. **(C)** Common TEs upregulated in seedlings (91) and stem cells (76). **(D)** Common TEs down-regulated in seedlings (8) and stem cells (130).

How the deposited data were processed for this re-analysis (not part of the article)

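The study grew Arabidopsis plants that carry a nuclear reporter under the *CLV3* promoter, in the wild type (wt) and in *poliv* and *ddm1* mutants, and stressed seedlings at 37 °C for 24 h. The results of the paper place the stress at 7 d, and its methods give seedlings that were younger at the start of the treatment. mRNA was sequenced from seedling tissue (T7), sorted stem cell nuclei (S7) and, for wt, nonstem cell nuclei (N7) directly after heat, and from inflorescence tissue (I28) and stem cell nuclei (S28) at 28 d, each with controls kept at 21 °C. The table holds 128 libraries in 26 conditions, and every column of a single library could be mapped to a sample by sample type, treatment, day, genotype and replicate number. Headers write 21 where the labels write wt. Among the labels of the T7 samples, a tag for the cell type names inflorescence meristems, in conflict with their titles and the paper, by which they were mapped as seedlings, and the labels also give another photoperiod than the paper. The sources used here do not state whether the replicates of the RNA libraries come from separate plants or sorts, so that p-values measure the spread between these libraries, part of which may be technical. Neither the labels nor the paper give a sequencing batch.

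The authors ran the nextflow rnaseq pipeline with clipping of the reads, counted them over TAIR10 genes and TEs with TE genes left out, and normalized the counts with DESeq2, of which no version is given. The aligner, counting tool and strand setting used within the pipeline are not named in the sources used here. The unit of the authors' deposited values is a signal, the number of reads of a feature divided by a size factor of its library. In each of the 128 libraries, 100% of the values above 0 are whole multiples, within 0.1, of the smallest value of the library, which was taken as 1 read. The factors so found equal the median-of-ratios factors over all libraries, from 8267 features above 0 in every library, within a relative difference of 1e-06 in all 128. In wt CN7 replicate 1, *ddm1* HS7 replicate 5 and *ddm1* HI28 replicate 2 this smallest value lies so close to 1 that at low counts its multiples cannot be told from whole numbers, and tests on recovered reads left these 3 libraries out and used 125. No pair of libraries held identical reads. The table has 60886 features, namely 29417 nuclear genes, 31189 TEs, 279 organelle-encoded genes and the reporter. Gene names come from the reference annotation, which holds 28929 of the genes, and from the paper, and TE families come from Table S4. The reference is a later release of the TAIR10 annotation and was used for names only.

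Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust fitting) on log2 of the normalized count plus 1. Only the groups compared entered a fit, with features of a mean of at least 5 over their libraries, and all features of a fit shared 1 Benjamini-Hochberg adjustment. A feature was called at an adjusted p under 0.05 with an absolute log2 fold change over 1. Counts of called features are given for nuclear genes and for TEs, and organelle-encoded genes are not among them. The added 1 understates the fold change of features with low counts. There were 19 comparisons of 2 groups and 9 interactions, the latter as differences between log2 fold changes in a fit of 4 groups. The heat effects of S7 and T7 were compared in such a fit, with library weights estimated for each sample type. An n in the text is a number of libraries, and values are mean and SD of normalized counts unless a log2 fold change is named.

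Gene lists were 22 in number, of which 20 were written from general knowledge and 2 come from the study, the TE regulators of Fig. 4F and the genes that the text of the paper names. The former are heat shock proteins and co-chaperones, heat shock transcription factors, endoplasmic reticulum protein folding, nuclear photosynthesis genes, histones, cell cycle and DNA replication, DNA damage response and repair, shoot meristem and stem cell genes, other DNA methylation and silencing genes, circadian clock, immune signalling and defence, hypoxia response, touch, wound and jasmonate response, sugar starvation and darkness response, commonly used reference genes, and markers of epidermis, stomatal lineage, vasculature, leaf polarity and primordia, and floral organs and anthers. Each list was tested as a set against the other tested features with camera of limma, at a preset correlation between genes of 0.01 and again with an estimated one, with p adjusted over the lists of a comparison. Calls within a list are also given with p adjusted over the list alone. Overlaps were tested with a one-sided exact hypergeometric test among the features tested in both comparisons. The reporter and the stem cell genes named beside it were compared with two-sided exact permutation tests.

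The share of TEs is the percent of all reads of a library that fall on TEs. It was compared with two-sided exact permutation tests, as a family of 12 comparisons of heat with control and another of 16 comparisons of a mutant with wt. Differences between genotypes in the heat effect on the share, in T7 and S7, were tested with 100000 random permutations of the genotype labels within each treatment. As the effect of genotype itself enters these permutations, a test chosen after the results were seen first fitted treatment and genotype and permuted only the residuals within each treatment. Both are given. Principal components were computed on centred log2 values without scaling.

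Genes are named by a rule. It takes every gene of the text of the paper and of Fig. 4F, the 8 *ONSEN* copies, and in each comparison the 5 genes and 3 TEs with the largest positive and the largest negative fold changes among called features with a mean of at least 50 in the higher group and no overlap between the groups. It adds up to 4 called members of each list. From a longer selection the text takes the top ones. Values in Tables S1, S2, S4 and S5 and in the figures had been seen when the rule was written. *AT3G10930*, *CAM9*, *KELP*, *AT3G29639*, *KCS2*, *VIM1*, *LSH4*, *MYB21*, *AT3G52800*, *AT5G01710* and *AT5G64552* were chosen after their values were seen.

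Depth is the sum of recovered reads over all features of a library. Where a gene is at 0 in all libraries of a group, the fold is a bound, with 3 reads over the whole group as the floor. Such floors cover counting error only. Replicates varied more than counting does in every condition, with a chi-square per feature of at least 4.61 between any 2 libraries of a group.

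The procedure was tested on simulated data. Counts were drawn from negative binomial distributions with the mean of each feature and the size factors of the compared libraries. The spread of each feature was averaged over the compared groups, and 200 features were changed by a known fold. Features were drawn independently, so that unequal spreads of the groups and structure shared between features were not simulated. The false calls below thus do not give the error of the real comparisons. For heat in T7 of wt, with 17109 features, limma recovered 53.0% of features changed by 1.5 on the log2 scale, 71.2% at 2 and 85.1% at 3, with 5 false calls. For heat in S7 of wt, with 18792 features, it recovered 34.8%, 43.9% and 70.1% with 3 false calls. For I28 of wt, with 17671 features, it recovered 55.4%, 73.8% and 85.1% with 11 false calls, and for S28 of wt, with 23404 features, 30.8%, 40.9% and 80.3% with 4 false calls. From the simulated T7 reads, DESeq2 1.42.0 recovered 72.7%, 88.1% and 91.0% with 36 false calls, and edgeR 4.0.16 recovered 53.0%, 70.1% and 83.6% with 4.

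The alternatives were a pseudocount of 5, no minimum mean, values rescaled by the median ratio of the compared libraries, the replicate number as a block, edgeR with quasi-likelihood tests and TMM scaling, DESeq2 on the compared libraries, DESeq2 with all libraries in 1 fit, and, in T7, I28 and S28, leaving out each library in turn. For TE shares they were medians, TEs without the 8 *ONSEN* copies and counts without organelle-encoded genes, and for principal components the 500 most variable features, genes without TEs and a pseudocount of 5. Replicate numbers were checked for pairing by the correlation between groups of the deviations from the group means. Only in I28 of wt did all pairs exceed 0.1, with 3 of 3 (0.107 to 0.172, median of other pairs -0.0849), and this was taken as pairing. A part of the pairs did so in other comparisons. Between controls of T7 these were 3 of 4 for *ddm1* against wt (median 0.118) and 2 of 3 for *poliv* against wt (median 0.108). In S28 of *poliv* they were 2 of 4 (median 0.169, highest 0.67). Pairing is thus not excluded there. Tables were handled with data.table 1.17.8, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

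Bisulfite, Southern blot and survival data were not analysed here, nor were GO terms or motifs. Positions of TEs on chromosomes were not used here.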

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

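The tests of floral stage and of a lasting heat response of the mutants, the fits without *poliv* CS7 replicate 8, the I28 interactions with a wt replicate block, and the regrouping and permutation of residuals were chosen after the results were seen. The paper describes the heat response of nonstem cell nuclei by gene clusters and gives a higher TE share in *ddm1* in all conditions, and its text gives no number of genes called for heat in these nuclei or between control plants of the genotypes.

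In nonstem cell nuclei of wt, heat changed 7162 genes. Between control plants, 13 genes and 14 TEs differed between *poliv* and wt in T7, and 110 genes and 76 TEs in S7. The 13 genes became 56 without wt CT7 replicate 3, 8 without wt CT7 replicate 2 and 6 without *poliv* CT7 replicate 4, and the 14 TEs became 4 without *poliv* CT7 replicate 1 or 4 and 6 without replicate 3. In S7 without *poliv* CS7 replicate 8, 78 genes and 70 TEs differed. Between *ddm1* and wt, 230 genes and 967 TEs differed in T7, and 1858 genes and 1915 TEs in S7.

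In CS7 of *ddm1*, 8 of 24 meristem and 11 of 32 histone genes were lower and 7 of 46 photosynthesis genes higher than in wt, and with an estimated correlation camera kept the meristem list (adjusted p = 0.0308) but not the histones (0.0573) or photosynthesis genes (0.185). A larger share of nonstem nuclei in the *ddm1* sort may be a part of it, since the reporter stood at 0.259 times its wt level (exact permutation test, p = 0.0426). Genes higher in stem than in nonstem cell nuclei after heat had a median of -0.97 in *ddm1* against wt controls, the lower ones 0.29, and the 64 strongest stem genes ranged from -4.79 to 1.098 (quartiles -2.65 and -1.16), so that this share and a change within stem nuclei cannot be told apart. A difference that *ddm1* nuclei keep after heat fits the HS7 libraries, where 347 genes of control stem nuclei had a median of -0.84 against wt (quartiles -1.65 and -0.07). There the reporter was higher in *ddm1* (exact permutation test, p = 0.00171), while *AGO5* was lower by -3.27 and *AGO9* by -1.77.

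Differences between genotypes in the response to heat were tested by interactions in limma. With *poliv* against wt, 6 genes and 3 TEs differed in T7, 25 genes and 20 TEs in S7, 1 gene in I28 and 4 genes in S28. With *ddm1* against wt, 99 genes and 396 TEs differed in T7 and 962 genes and 527 TEs in S7. Tested TEs numbered 1476 in T7 and 2495 in S7, while in wt by itself 303 and 710 reached the minimum mean. In *ddm1* the reporter was at 8.28 in CS7 and 71.4 in HS7, against 31.9 and 18.4 in wt. A difference between the sorts of *ddm1* may thus enter the result in S7 and was not tested. In I28 of *ddm1* no gene was called by limma (777 at an unadjusted p under 0.05) and in S28 none (1362), and edgeR called none in either, while 3 TEs were called in I28 with the wt replicate block. Without 1 library, the 6 genes became 29 without wt HT7 replicate 3, 11 without wt CT7 replicate 3, and 2 or 3 without any of 10 others, and the 99 became 211 without wt HT7 replicate 3 and 64 without *ddm1* HT7 replicate 3. The 1 gene of I28 (1 also with edgeR and with the wt replicate block, 1057 at an unadjusted p under 0.05) became 35 without wt CI28 replicate 4 and 0 in limma without any of 9 others, and without wt CI28 replicate 2 another gene was called in its place. The 4 genes of S28 (0 with edgeR, 731 at an unadjusted p under 0.05) became 9 without *poliv* HS28 replicate 4, 2 without wt HS28 replicate 3 and 0 in limma without any of 11 others. Without *poliv* CS7 replicate 8, the 25 genes and 20 TEs became 23 and 17.

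In a random regrouping of genotypes within treatments, in 100 splits, the real split was the largest for the genes and TEs of *poliv* in S7 (highest other splits 1 and 0). The same held for those of *ddm1* in S7 (127 and 163) and the 3 TEs of *poliv* in T7 (2, and 0 called with edgeR). This regrouping gives a share of at least 1 of 100, not adjusted over the patterns tested, and does not exclude chance by itself. For the 6 genes of *poliv* in T7 (5 splits as large, highest 88), the 99 genes and 396 TEs of *ddm1* in T7 (5 each, 267 and 954), the 1 gene of I28 (15, 109) and the 4 genes of S28 (10, 1898) it decides nothing, since differences between the genotypes that heat does not change enter these splits. With treatment and genotype fitted first and only the residuals regrouped, the real split was the largest for the 99 genes and 396 TEs of *ddm1* in T7 (highest others 60 and 3). So it was for the 3 TEs of *poliv* in T7 (1) and the genes and TEs of S7 of *poliv* (1 and 0) and *ddm1* (1 and 0), with the same smallest share. More splits were as large for the 1 gene of I28 (14 splits, highest 156) and the 4 genes of S28 (13, 2292), where chance is not excluded. The 6 genes of *poliv* in T7 lie near the limit (4 of 100 splits as large, highest 174). In I28 of *poliv* the TEs (19 at an unadjusted p under 0.05, highest split 10), in I28 of *ddm1* the genes (777, 78) and TEs (129, 3), and in S28 the TEs of *poliv* (51, 1625) and the genes (1362, 560) and TEs (148, 341) of *ddm1* had 0 calls by limma and by edgeR, so that all 100 splits are at least as large and the regrouping says nothing on them. Other splits of S28 that call many more features point to a structure of the samples that the genotypes and treatments do not describe.

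Heat responses of stem and nonstem cell nuclei of wt differed in 48 genes and 1 TE. The real split was the largest for the genes (highest other split 3, and 2 with residuals regrouped). Another split also called 1 TE, so that 2 of 100 were as large in either regrouping, and edgeR called 0 TEs.

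Between stem cell nuclei and seedlings, the log2 fold change upon heat was more positive in S7 for 1815 genes and 20 TEs and more negative for 2395 genes and 209 TEs in wt. In *poliv* these were 1676 and 22, and 2213 and 209, and in *ddm1* 1835 and 138, and 2378 and 906. Tissue and nuclei, depth and, by the methods of the paper, the Smart-seq version differ in this comparison too. The heat effect on the TE share was larger in *poliv* than in wt by 4.46 percentage points in T7 and 2.56 in S7 (permutation test, adjusted p = 0.0476 for both). It differed between *ddm1* and wt by 5.11 in T7 and -3.92 in S7 (permutation of residuals, adjusted p = 0.00124 and 0.00433), which did not pass when the genotype labels were permuted as for *poliv* (permutation test, adjusted p = 0.133 and 0.65). Without the 8 *ONSEN* copies the change of the share in T7 was 0.131 in *poliv*, 0.0986 in wt and 1.44 in *ddm1*, and in S7 1.33, 0.0611 and -4.91, and the differences between these were not tested.

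Over 7 measures, each taken in every group of at least 4 libraries, 152 tests for a library far from the others of its group gave 7 such values, where chance gives about 1 in 20. *poliv* CS7 replicate 8 had 4460150 reads (2463500 to 3251650 in the others), 20970 genes detected (19813 to 20073) and 3332 TEs detected (2606 to 2857). *ddm1* CI28 replicate 3 had 19017 genes detected (20155 to 20212). The reporter stood at 51.7 in *poliv* HS28 replicate 4 (10.1 to 14.4), at 129 in *poliv* HS7 replicate 6 (0.657 to 26.3) and at 2.49 in wt CN7 replicate 5 (0 in the others).

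With all libraries in 1 DESeq2 fit, stem and nonstem cell nuclei of wt differ in more genes after heat than in the control (1193 against 284), whereas limma on the compared libraries gives 246 against 461. One estimate of the spread for all libraries is a candidate explanation, as limma over all libraries also calls 5.00 times as many genes after heat, and the median SD of HS7 is 1.12 against 0.676 in CS7. A purer sort after heat is not decided by the reporter, at 0.575 times its control level (one-sided exact permutation test against a 1.5-fold rise, p = 0.0471). Its difference between HS7 and CS7 did not pass the two-sided exact permutation test (adjusted p = 0.445). The stem cell genes *AGO5* (58.4 to 229) and *AGO9* (211 to 569) went the other way. Such transcript levels also hold the response to heat, so that they do not measure the purity of the sort alone. Larger differences after heat stay open, with an SD of the differences less error 1.16 times that of the control (1.08 to 1.202 with 1 library left out).

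In I28 of *poliv* and *ddm1*, camera gave the clock, touch and heat shock lists as higher and the starvation list as lower 21 d after heat, but none of them with an estimated correlation (adjusted p from 0.0606 to 0.299 in *poliv* and from 0.0698 to 0.551 in *ddm1*), and in *ddm1* only 3 of 13 clock genes and no gene of the other 3 lists passed alone with limma. A harvest at another time, shared by all genotypes, stays open, since the higher genes of *poliv* moved in wt by 0.203 of their change in *poliv* (-0.13 to 0.396 with 1 wt library left out). The floral markers had a median of -0.194 in *poliv*, with adjusted p = 0.657 in *poliv* and 0.832 in *ddm1* from camera with an estimated correlation, so that a difference in floral stage cannot be told apart. A lasting heat response of the mutants that wt lacks may also be the source, but an interaction was called for only 1 of the 170 genes. The median interaction of the higher genes was 0.853 of their median change in *poliv*, on which they were selected, so that it is not separate support. That wt lacks such a response rests on the fit without a replicate block, as with the block genes were called in I28 of wt too. Harvest times are not given in the sources used here.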

How the results depend on the processing

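Of the alternatives reported here, only the fits without *poliv* CS7 replicate 8 and the interactions in I28 with a replicate block for the wt libraries, which the numbers pair, were chosen after the results were seen. The latter gave 1 gene (1) and 0 TEs (0) for *poliv*, and 0 genes (0) and 3 TEs (0) for *ddm1*, all with limma. Each of the 6 counts of the former stayed within 1.5 times the count with it (5824 genes and 351 TEs for heat in S7 of *poliv*, 78 and 70 for *poliv* against wt in CS7, 23 and 17 for the interaction). All alternatives set beforehand were run. Over all comparisons of a result with an alternative, 586 stayed on their side of the threshold or within 1.5 times the reported count. Another 190 are labelled as moved, 1 as weaker, 2 as stronger and 0 as reversed. Counts entered as totals without direction, so that only TE shares could be labelled reversed. Alternatives of the principal components were all labelled moved, whatever their value. Directions within a total did shift, as for TEs of the interaction in S7 of *ddm1*. There limma gave 185 more positive and 342 more negative, and edgeR 234 and 128. Changes of the TE share that had not passed the test turned sign in I28 of *ddm1* and S28 of *poliv* (below). Counts of genes changed by heat in T7, S7 and N7, rising and falling together, stayed within 1.5 times under every alternative run on them. Falling genes alone in S7 were 2356 with edgeR in wt (4227), 2390 in *poliv* (4046) and 2337 in *ddm1* (4034). Depth was not varied by itself, and at the depths of S28 of wt limma recovered 30.8% of simulated features changed by 1.5 on the log2 scale. For the values below, the cause was not tested, except that no minimum mean tests more features and that a fit without 1 library has fewer samples. Fits with edgeR and DESeq2 also left out wt CN7 replicate 1, *ddm1* HS7 replicate 5 and *ddm1* HI28 replicate 2. In comparisons with these groups, both the tool and the libraries thus changed. Counts in brackets are those reported in the text.

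With DESeq2 and all libraries in 1 fit, genes between S7 and N7 were 284 in the control (461) and 1193 after heat (246). TEs changed by heat were 512 in T7 of *ddm1* (938) and 773 in S7 of *ddm1* (1251). In I28 it called 17 genes and 6 TEs in wt (0 and 0 with limma), 54 TEs in *poliv* (22) and 57 genes in *ddm1* (132). In S28 it called 5 genes and 5 TEs in wt (0 and 0 with limma), 4 TEs in *poliv* (0 with limma) and 2 TEs in *ddm1* (7). Between *poliv* and wt in CT7 it called 35 genes (13).

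With DESeq2 on the compared libraries, 455 genes differed between S7 and N7 after heat (246). In I28 there were 8 genes and 3 TEs in wt (0 with limma), 367 genes and 54 TEs in *poliv* (170 and 22) and 29 TEs in *ddm1* (9). In S28 there were 1 gene and 1 TE in wt (0 with limma), 94 genes and 8 TEs in *poliv* (14 and 0) and 394 genes and 51 TEs in *ddm1* (50 and 7). Between *poliv* and wt in CT7 there were 57 genes and 24 TEs (13 and 14).

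Without a minimum mean, TEs changed by heat were 367 in T7 of wt (172), 363 in T7 of *poliv* (216), 699 in S7 of wt (398) and 655 in S7 of *poliv* (379), and in N7 267 rose (188) and 488 fell (233). In I28 there were 21 genes and 2 TEs in wt (0 in limma with it), 309 genes and 145 TEs in *poliv* (170 and 22), and 288 genes and 33 TEs in *ddm1* (132 and 9). In S28 there were 1 gene and 1 TE in wt (0 in limma with it), 38 genes in *poliv* (14), and 188 genes and 31 TEs in *ddm1* (50 and 7). Interactions gave 33 TEs in S7 of *poliv* (20) and 2 TEs between cell types (1).

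With the replicate number as a block, I28 had 188 genes and 5 TEs in wt (0 in limma without it), 315 genes in *poliv* (170) and 361 genes and 19 TEs in *ddm1* (132 and 9). In S28, 1 TE was called in wt, 2 in *poliv* (0 in limma without it) and 14 in *ddm1* (7), and between *poliv* and wt in CT7 8 TEs (14). All pairs of numbers exceeded the limit for pairing only in I28 of wt, and a part of them did in other comparisons.

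With a pseudocount of 5, TEs in I28 of *poliv* were 13 (22), and S28 of *ddm1* had 77 genes and 18 TEs (50 and 7). Interactions gave 5 TEs in T7 of *poliv* (3), 149 genes in T7 of *ddm1* (99), 0 genes in I28 of *poliv* (1 in limma with 1) and in S28 of *poliv* (4), and 2 TEs between cell types (1). The first principal component took 36.3% in wt of day 7 (29.5%), 30.6% in all of day 7 (24.3%) and 50.6% in day 28 (46.3%). Over the 500 most variable features it took 55.9%, 68.0% and 85.1%, and over genes without TEs 29.7%, 30.2% and 59.2%.

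With edgeR, 54 genes were called in I28 of *ddm1* (132), 1 in S28 of *poliv* (14), and 1 gene and 1 TE in S28 of *ddm1* (50 and 7). Its interactions gave 0 genes and 0 TEs in T7 of *poliv* (6 and 3 with limma), 24 genes and 34 TEs in T7 of *ddm1* (99 and 396), 6 TEs in S7 of *poliv* (20), 0 genes in S28 of *poliv* (4 with limma) and 0 TEs between cell types (1). Values rescaled by the median ratio gave 18 genes and 4 TEs in S28 of *ddm1* (50 and 7). They moved the log2 fold changes of genes upon heat by a median of 0.22 in T7 of wt, 0.17 in T7 of *poliv*, 0.14 in T7 of *ddm1*, 0.13 in N7 and 0.11 in S7 of *ddm1*, so that directions there are relative to this shift.

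Without the 8 *ONSEN* copies, the change of the TE share upon heat in S7 of *poliv* was 1.33 percentage points, no longer past the test (3.44), and that in S7 of *ddm1* was -4.91, now past it (-3.05). Without organelle-encoded genes the latter was -8.45, also past it. Medians of the libraries gave 0.236 in I28 of *ddm1* (-0.834) and -0.362 in S28 of *poliv* (0.76). With an estimated correlation, 41 set tests passed (120 with the preset one).

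Leaving out 1 library gave these lowest and highest counts. In I28 of wt there were 0 to 4 genes (4 without CI28 replicate 2) and 0 to 1 TEs (1 without HI28 replicate 1), in limma as all below. In I28 of *poliv* there were 70 (HI28 replicate 3) to 263 genes (CI28 replicate 4) and 4 (HI28 replicate 3) to 57 TEs (HI28 replicate 2). In I28 of *ddm1* there were 24 (HI28 replicate 1) to 280 genes (CI28 replicate 4) and 3 to 16 TEs (the same libraries). In S28 of wt there were 0 to 1 genes (1 without HS28 replicate 4) and 0 to 1 TEs (1 without CS28 replicate 3), and in S28 of *poliv* 4 (CS28 replicate 1) to 25 genes (HS28 replicate 4) and 0 to 1 TEs (1 without CS28 replicate 3). In S28 of *ddm1* there were 1 (CS28 replicate 2 or 3) to 1401 genes (HS28 replicate 1) and 1 (any CS28 library) to 168 TEs (HS28 replicate 1). Between *poliv* and wt in CT7 there were 6 (*poliv* replicate 4) to 56 genes (wt replicate 3) and 4 (*poliv* replicate 1 or 4) to 16 TEs.

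Interactions without 1 library gave 2 to 29 genes in T7 of *poliv* (29 without wt HT7 replicate 3), 64 (*ddm1* HT7 replicate 3) to 211 in T7 of *ddm1* (wt HT7 replicate 3), 0 to 35 in I28 of *poliv* (35 without wt CI28 replicate 4), and 0 to 9 in S28 of *poliv* (9 without *poliv* HS28 replicate 4), all with limma. For *ddm1* they gave 0 to 6 genes (6 without wt CI28 replicate 4) and 0 to 8 TEs (8 without wt HI28 replicate 1) in I28, and 0 to 11 genes (11 without *ddm1* HS28 replicate 1) and 0 to 2 TEs (2 without wt HS28 replicate 2) in S28 with limma. The change of the TE share ranged from -1.51 to 0.302 in I28 of *ddm1* (0.302 without CI28 replicate 3) and from -0.529 (HS28 replicate 4) to 1.43 in S28 of *poliv*.

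Of the values of single genes and TEs in the text, 677 kept their side of the threshold under an alternative, 23 became weaker, 5 stronger and 2 moved, and the text names those that ended or made a call.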

Differences from the paper's values

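All alternatives in this part were set before the data were examined. An alternative is called near where its value is within 1.5 times the paper's. Counts are at the paper's thresholds, while the paper filters loci with under 5 reads on average per genotype and limma was used here with a minimum mean of 5 over the compared libraries.

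Genes higher in S7 than in N7 after heat and not in the control number 515 in the paper and 110 here. Only DESeq2 with all libraries in 1 fit came near (652), while a pseudocount of 5 (116), no minimum mean (69), rescaled values (124), the replicate block (116), edgeR (105) and DESeq2 on the compared libraries (264) did not. For lower genes the paper gives 423, against 62 here. Again DESeq2 with all libraries came near (429), and the others in the same order (80, 37, 52, 102, 34 and 84) did not. In Fig. 3B, read by eye, genes higher in S7 are about 230 in the control and about 610 after heat, and lower genes about 16 and about 420. Here they are 371 and 183, and 90 and 63. DESeq2 with all libraries is near on each (267 and 764, and 17 and 429). For the genes higher in the control, no minimum mean (317), the replicate block (321) and edgeR (318) are near too, but not a pseudocount of 5 (354), rescaled values (404) or DESeq2 on the compared libraries (465). No other alternative is near for the remaining ones, in the order of above 194, 128, 206, 182, 170.0 and 371 for those higher after heat, 106, 75, 77, 116, 45 and 57 for those lower in the control, and 81, 37, 53, 104, 34 and 84 for those lower after heat.

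In seedlings, genes rising in *poliv* and *ddm1* but not in wt number 231 in the paper and 406 here. DESeq2 with all libraries came near (319), and the others did not (363, 439, 395, 395, 392 and 422). Falling ones number 260 in the paper and 397 here. All alternatives but no minimum mean (475) came near (370, 390, 381, 368 and 348, and 278 with DESeq2 on all libraries).

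In I28, the paper has 8 genes higher and 2 lower in wt, against 0 and 0 here with limma (896 genes at an unadjusted p under 0.05, and 0 with edgeR). No alternative came near for either, with 0, 13, 0, 163, 0, 1 and 16 higher and 0, 8, 0, 25, 0, 7 and 1 lower genes, DESeq2 on all libraries last. For the mutants, one sentence of the paper lists its counts in the opposite order, whereas a later sentence gives 68 to *poliv*, and Table S2 and Fig. 5 give 68 higher and 55 lower genes to *poliv* and 25 and 33 to *ddm1*, as taken here. For *poliv* the paper has 68 higher genes, against 133 here, and DESeq2 with all libraries came near (60), the others not (125, 238, 120.0, 165, 117 and 214). For *ddm1* the paper has 25 higher genes, against 123 here, with only DESeq2 on all libraries near (23) and the others not (151, 266, 107, 326, 50 and 143). The paper's 33 lower genes of *ddm1* stand against 9 here. No minimum mean (22), the replicate block (35), DESeq2 on the compared libraries (28) and on all (34) came near, and a pseudocount of 5 (10), rescaled values (10) and edgeR (4) did not.

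In S28 of wt the paper has 11 higher genes, against 0 here with limma (1154 genes at an unadjusted p under 0.05), and no alternative came near (0, 1, 0, 0, 0, 0 and 4 with DESeq2 on all libraries, 0 with edgeR). In S28 of *poliv* the paper has 8, against 14 here. Rescaled values (10) and DESeq2 on all libraries (7) came near, and a pseudocount of 5 (14), no minimum mean (38), the replicate block (21), edgeR (1) and DESeq2 on the compared libraries (87) did not.

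TEs higher in S7 number approximately 190 in the paper, which names no genotype, and 126 here in wt, against which its number is set. No minimum mean (168), the replicate block (129), edgeR (136), DESeq2 on the compared libraries (136) and on all (162) came near, a pseudocount of 5 (126) and rescaled values (126) did not. TEs higher in I28 of *poliv* number 97 in the paper and 21 here, with only no minimum mean near (144) and the others not (12, 21, 30, 14, 53 and 54). TEs falling in T7 of all genotypes number 7 in the text of the paper, 8 in the legend of its Supplementary Fig. S7 and 14 here. No alternative came near 7 (14, 22, 13, 15, 11, 14 and 14), and of these edgeR (11) came near 8. In Fig. 6A, read by eye, the TE share is about 0.1% in CT7 of *poliv*, about 0.1% in CI28 of wt and about 0.1% in CI28 of *poliv*, against 0.158 ± 0.0192% (SD, n = 3), 0.158 ± 0.00881% (SD, n = 3) and 0.165 ± 0.0173% (SD, n = 4) here. No alternative came near, with medians of 0.165, 0.161 and 0.164%, without the *ONSEN* copies 0.157, 0.158 and 0.165%, and without organelle-encoded genes 0.169, 0.172 and 0.177%.

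The paper states that *CLV3* rose upon heat in stem cell nuclei, and here it did not pass (log2 fold change 0.65, adjusted p = 0.477 with limma, and 0.567 with the exact permutation test), nor under any alternative, while *AGO5* and *AGO9* did rise there and *CLV3* passed in S7 of *ddm1* (2.15, adjusted p = 0.0213). *DMR1*, in a cluster that the paper gives as increasing, had -1.48 in S7 of wt and was not called there under any setting. *NRPD2B* and *SWI3B*, which the paper gives as higher in stem cell nuclei, did not pass the exact permutation test (adjusted p = 0.214 and 0.121), but DESeq2 with all libraries calls them (1.07 and 1.57, adjusted p = 0.0224 and 0.000984), and *H1.1* passed here. Clusters 5 and 6 are described with photosynthesis, and none of the 46 photosynthesis genes of the list is in them, while that list fell in stem and nonstem cell nuclei. Overlaps of genes private to a genotype are given as no larger than chance, and for rising genes of wt the one-sided exact hypergeometric p here is 5.49e-07. That test counts all genes tested in both sample types, among which rising genes of wt as such already overlap beyond chance. It does not decide whether private genes are shared more than other rising genes.

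*AGO3* is given as induced in all genotypes and more so in mutants, and in S7 of wt it did not pass limma (adjusted p = 0.0679). It passed with a pseudocount of 5 (0.014), edgeR (0.0148) and DESeq2 (0.00512, and 0.0012 with all libraries), and the differences from wt did not pass (adjusted p = 0.833 and 0.285). *MET2* is given as falling, and passed in the mutants but not in wt (adjusted p = 0.0565), where DESeq2 with all libraries calls it (0.0188). *SDC* is given as a wt-private gene in seedlings, and here it is below the minimum mean, passing without one (adjusted p = 0.000167) and with rescaled values (0.00047). *CLSY1* and *AGO2* are given as wt-private in seedlings, and limma also called *AGO2* in both mutants and *CLSY1* in *ddm1*, while DESeq2 with all libraries called neither in the mutants.

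*APA1* is given as changed in S28, and did not pass in wt (adjusted p = 0.849) or *ddm1* (0.51) except in DESeq2 with all libraries (0.0186 and 0.00407). *HSFC1* in S28 of *ddm1* did not pass (adjusted p = 0.115) except with the replicate block (0.0445) and DESeq2 on all libraries (0.000211), and *HSFA2* in I28 of *poliv* did not pass (0.202) except with DESeq2 (0.000143, and 4.9e-06 on all libraries). *AT3TE92525* in I28 of *poliv* is given as higher, and stood at 1.95 ± 3.9 (SD, n = 4) against 0, below the minimum mean. The TE share is given as rising in HS7 of wt, HI28 and HS28, and here it passed the exact permutation test in S7 of *poliv* (adjusted p = 0.0224) but not in S7 of wt (0.252) or at day 28.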

Other observations

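The fits without *poliv* CS7 replicate 8 were chosen after the results were seen. The heat response of nonstem cell nuclei, which the paper describes by gene clusters, held 2782 rising and 4380 falling genes and 188 rising and 233 falling TEs in wt (267 and 488 without a minimum mean). The rising share of the called genes was 38.8% with limma and 50.9% with edgeR, which called 3030 and 2922. *ATHSP22.0* rose by 11.81, *RAD54* by 4.16, *HSFA2* by 3.14 and *DDM1* by 2.13 on the log2 scale. Of 38 heat shock protein genes 32 rose, and of 11 tested genes of protein folding in the endoplasmic reticulum 9 rose. Of 27 genes of DNA damage response and repair 9 rose and 1 fell (11 and 1 when adjusted over the list alone). Of 4 epidermis markers 3 fell (3 over the list alone, adjusted p = 0.0455 from camera, 0.155 with an estimated correlation).

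After heat, 1 of 4 epidermis markers was higher in stem than in nonstem cell nuclei (3 when adjusted over the list alone), *PDF1*, at 667 ± 323 (SD, n = 8) against 113 ± 38.5 (SD, n = 6), a log2 fold change of 2.49. Upon heat in S7 of *poliv*, *WUS* rose by 3.10, *SMR7* by 2.899 and *CUC1* by 2.29 on the log2 scale. Of 19 touch, wound and jasmonate genes, 7 rose and 2 fell in S7 of *ddm1*. Genes that the text of the paper names, a list chosen by the study from these libraries, were higher in stem than in nonstem cell nuclei in 6 of 21 in the control (adjusted p = 1.47e-06 from camera, 6 higher and 1 lower over the list alone) and in 6 of 22 after heat (adjusted p = 5.88e-08, 7 over the list alone).

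Regrouping the libraries of each comparison in up to 100 ways, or all 35, tests whether the number of calls by limma could arise by chance, and 1 split, the real one, was the largest in most. The real split was the largest for genes between S7 and N7 in the control (461, highest other 51) and after heat (246, 55), and for heat in N7 (7162, 1). The same held for genes and TEs of heat in T7 of wt (8015 and 172, highest others 2 and 0), *poliv* (8184 and 216, 2 and 1) and *ddm1* (8501 and 938, 1 and 2), and of heat in S7 of wt (6425 and 398, 2823 and 194), *poliv* (6228 and 379, 3125 and 213) and *ddm1* (6248 and 1251, 3056 and 728). Between controls the same holds for *ddm1* in T7 (230 and 967, 44 and 1) and for S7 of *poliv* (110 and 76, 3 and 14) and *ddm1* (1858 and 1915, 662 and 1549). The real split was also the largest for I28 of *poliv* (170 and 22, 9 and 0), TEs in I28 of *ddm1* (9, 5) and S28 of *ddm1* (50 and 7, 5 and 2). So it was for TEs of *poliv* against wt in CT7 (14, 1). In T7, I28 and S28 the smallest share possible is 1 of 35 splits, and in S7 and N7 it is 1 of 100. Neither was adjusted over the patterns tested. The regrouping alone thus does not exclude chance. In I28, in S28 and between *poliv* and wt in CT7, the counts also moved with single libraries.

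Chance is not excluded for genes in I28 of *ddm1* (132, 2 of 35 splits as large, highest other 140), in S28 of *poliv* (14, 3 splits, 1202) and for genes of *poliv* against wt in CT7 (13, 4 splits, 141). With 0 calls by limma and by edgeR, all 35 splits are at least as large and the regrouping says nothing for genes and TEs in I28 of wt (highest 127 and 1, with 896 and 22 at an unadjusted p under 0.05), in S28 of wt (36 and 221, with 1154 and 242) and for TEs in S28 of *poliv* (1328, with 54). DESeq2 calls in these groups are given with the dependence on processing. The split of HS28 replicates 1 and 2 with CS28 replicates 1 and 4 of *poliv* against the rest called 1202 genes, which points to a structure of these samples other than treatment.

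In inflorescence tissue, genes with at least 1 read numbered 21440 to 23309 per HI28 and 20282 to 21350 per CI28 library of *poliv*, 21063 to 22647 and 19831 to 20765 in wt, and 20913 to 21827 and 19017 to 20212 in *ddm1*. The reporter was at 0 in all CI28 libraries of wt and *poliv* and at 1.59 ± 1.85 (SD, n = 4) in HI28 of wt and 2.54 ± 1.74 (SD, n = 4) in HI28 of *poliv*.

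The authors' columns of means equal the mean over the libraries of their group in 24 of 26 cases. In the other 2, wt HS7 and wt CS7, they equal the mean over stem and nonstem cell nuclei together. All 515 genes of Table S1 higher in stem cell nuclei after heat, and all 296 tested of its 423 lower ones, were called by DESeq2 with all libraries in 1 fit, against 111 and 45 by limma, 246 and 72 by DESeq2 on the compared libraries and 98 and 26 by edgeR. The direction of limma matched for 514 of 515 and 296 of 296. Of the genes of Table S2 that were tested, DESeq2 with all libraries called 64 of 64 rising and 55 of 55 falling genes of *poliv* in I28, against 30 and 4 by limma.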
